# CCN3/NOV promotes metastasis and tumor progression via GPNMB-induced EGFR activation in triple-negative breast cancer

**DOI:** 10.1038/s41419-023-05608-3

**Published:** 2023-02-03

**Authors:** Seogho Son, Hyungjoo Kim, Hogeun Lim, Joo-hyung Lee, Kyung-min Lee, Incheol Shin

**Keywords:** Breast cancer, Breast cancer

## Abstract

Triple-negative breast cancer (TNBC) is the most aggressive subtype of breast cancer. TNBC patients typically exhibit unfavorable outcomes due to its rapid growth and metastatic potential. Here, we found overexpression of CCN3 in TNBC patients. We identified that CCN3 knockdown diminished cancer stem cell formation, metastasis, and tumor growth in vitro and in vivo. Mechanistically, ablation of CCN3 reduced activity of the EGFR/MAPK pathway. Transcriptome profiling revealed that CCN3 induces glycoprotein nonmetastatic melanoma protein B (GPNMB) expression, which in turn activates the EGFR pathway. An interrogation of the TCGA dataset further supported the transcriptional regulation of GPNMB by CCN3. Finally, we showed that CCN3 activates Wnt signaling through a ligand-dependent or -independent mechanism, which increases microphthalmia-associated transcription factor (MITF) protein, a transcription factor inducing GPNMB expression. Together, our findings demonstrate the oncogenic role of CCN3 in TNBC, and we propose CCN3 as a putative therapeutic target for TNBC.

## Introduction

Breast cancer is one of the most frequently diagnosed cancers worldwide, and it has the highest rates of both diagnosis and mortality among women [1]. Breast cancer can be classified into molecular subtypes based on the presence of three receptors: estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2). Triple-negative breast cancer (TNBC), a subtype that accounts for approximately 15% of invasive breast cancers, lacks expression of ER, PR, and HER2 [2]. TNBC is considered to be the most virulent subtype of breast cancer compared to others due to the rapid proliferation, metastatic potential and the lack of drug targets [3].

The CCN protein family, a type of matricellular protein, has been known to play a role in the interaction between extracellular matrix and cells [4]. The CCN family consists of six CCN proteins that share four conserved domains (except CCN5) and a signal peptide [4]. Each domain binds to proteins such as growth factors or receptors, which in turn facilitates the transmission of a signal into the cell [4]. Among these protein families, CCN3, also known as nephroblastoma overexpressed (NOV, NOVH), has been associated with cell migration, invasion, angiogenesis, adhesion, and proliferation in several cancer types like Ewing’s sarcoma, glioma, prostate cancer, hepatocellular carcinoma, clear cell renal cell carcinoma, chondrosarcoma, melanoma, intrahepatic cholangiocarcinoma and gastric cancer [5–18]. In addition, it has been reported that CCN3 induces actin cytoskeleton organization in breast cancer [19]. However, the role of CCN3 in TNBC remains elusive.

Epidermal growth factor receptor (EGFR) is a receptor tyrosine kinase that belongs to the EGFR family [20]. EGFR binds to various types of ligands such as epidermal growth factor (EGF), heparin-binding EGF-like growth factor (HB-EGF), and transforming growth factor alpha (TGFα) and is activated by forming homodimers or heterodimers with other receptors depending on the type of ligand [21]. Activated EGFR is involved in cell growth, differentiation, survival, and migration by activating signaling pathways such as the MAPK pathway through activation of the kinase domain inside the cell [20, 21]. Since abnormal activation of EGFR is closely related to the development of cancer, many studies have been conducted on EGFR in targeted therapy [20, 22]. Currently, various tyrosine kinase inhibitors or monoclonal antibodies that inhibit EGFR have been developed and used as therapeutic agents for cancers like non-small cell lung cancer and metastatic colorectal cancer [23, 24]. It has been confirmed that EGFR is also expressed in up to 90% of TNBC so that EGFR has been used as a target for TNBC treatment [25–27].

In this study, the molecular mechanism by which CCN3 acts on TNBC-specific tumorigenesis was explored. We confirmed that the expression of CCN3 was increased in a TNBC-specific manner and showed that the CCN3 was correlated with the basal-like phenotype and metastasis. CCN3 was found to induce cancer by interacting with the EGFR signaling pathway in TNBC. In addition, it was confirmed that glycoprotein nonmetastatic melanoma protein B (GPNMB) which shows increased expression due to CCN3, is involved in this regulation. Based on these results, we suggest a novel mechanism by which CCN3 acts on TNBC malignancy.

## Results

### CCN3 is overexpressed in TNBC patients and associated with poor clinical outcomes

To identify the clinical implications of CCN3 in breast cancer, we checked the genetic alterations of CCN3 in breast cancer patients using a public database. The rate of *CCN3* alterations including copy number amplification and high mRNA expression accounted for 21 and 25% of entire breast cancer patients in TCGA and METABRIC, respectively (Fig. 1A). Notably, patients with *CCN3* alterations exhibited worse survival compared to *CCN3*-unaltered patients (Fig. S1A). More importantly, the rate of *CCN3* alterations was higher in TNBCs compared to non-TNBCs (35% vs. 21%; Fig. 1A, B). Using the Cancer Cell Line Encyclopedia (CCLE) database and public databases, we found that CCN3 expression is upregulated in TNBC (Fig. 1C and Fig. S1B). Furthermore, immunohistochemical analysis of tissue microarray showed that the CCN3 positive rate was highest in TNBC patients (Fig. 1D). In addition, in an analysis using a public database, overexpression of CCN3 was associated with poor clinical outcomes in patients with basal-like breast cancer. (Fig. 1E). We verified overexpression of CCN3 in the conditioned medium (CM) from TNBC cell lines with a panel of breast cancer cell lines (Fig. 1F and Fig. S1C). Since CCN3 has a signal peptide that leads to its extracellular localization [28], the majority of CCN3 protein was found in the CM, not in the cell lysates. (Fig. 1F). The mRNA expression pattern of *CCN3* among various breast cancer cell lines indicated by RT-PCR results in Fig. 1F coincides with CCN3 protein levels in the CM. Also, we found that *CCN3* mRNA expression was negatively correlated with *ESR1*, *PGR*, and *ERBB2* mRNA levels, respectively, in the CCLE dataset (Fig. S1D). Finally, gene set enrichment analysis (GSEA) showed that basal-like signatures are enriched in TNBC patients with *CCN3* alteration (Fig. 1G). Together, these data suggest that CCN3 is overexpressed in TNBC and associated with poor outcomes.

**Fig. 1:**
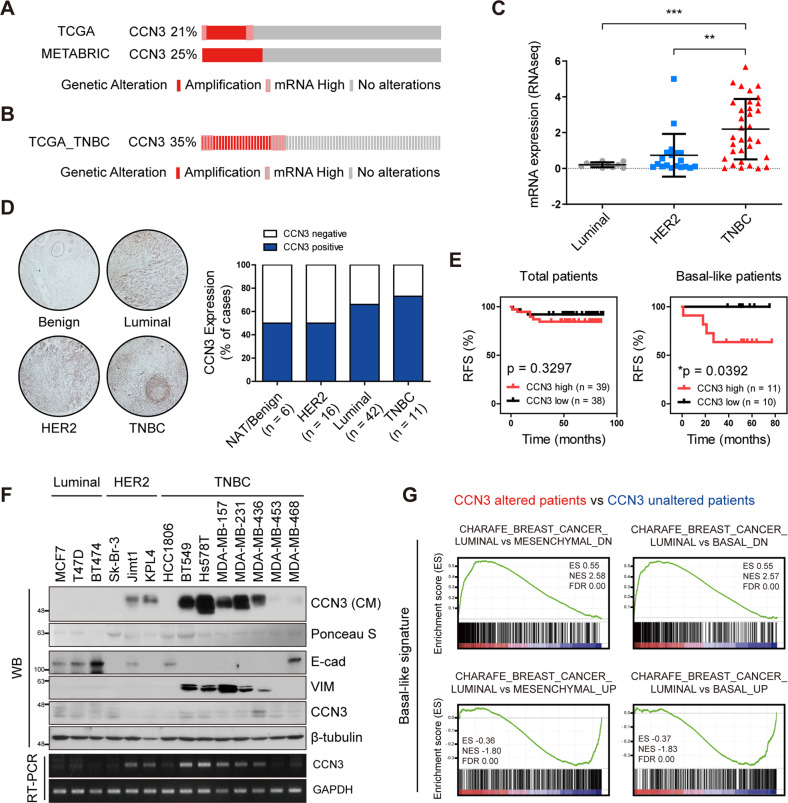
CCN3 highly expressed in TNBC and correlates with basal-like phenotype. **A** Oncoprint of breast cancer patients with gene amplification and mRNA up-regulation of CCN3 from TCGA (Cell, 2015) and METABRIC dataset. **B** Oncoprint of triple-negative breast cancer patients with gene amplification and mRNA up-regulation of CCN3 from TCGA (Cell, 2015) dataset. **C** CCN3 mRNA expression of breast cancer cell lines. mRNA expression data were obtained from CCLE dataset. Expression values were clustered by breast cancer molecular subtype (luminal, *n* = 11; HER2, *n* = 19; TNBC, *n* = 33). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (*p < 0.05, **p < 0.005). **D** Tissue array analysis of CCN3 expression with breast cancer patients. **E** Recurrence-free survival (RFS) plot of patients with CCN3 high versus low expression in GSE19615 dataset. *P*-values were calculated with log-rank test. **F** Western blot and RT-qPCR analysis of 14 breast cancer cell lines. Western blot analysis was assessed with whole cell lysate and precipitated protein from conditioned media. RT-qPCR analysis was assessed with cDNA of each cell line. β-tubulin was used as a loading control for whole cell lysate, and ponceau S staining intensity was used as a loading control for conditioned media. GAPDH was used as a loading control of RT-qPCR. **G** GSEA was performed with mRNA expression data from TNBC patients in the TCGA dataset (Cell, 2015). ES Enrichment score, NES Normalized enrichment score, FDR False discovery rate.

### CCN3 promotes EMT, migration, and invasion

Interestingly, CCN3 expression was significantly correlated with vimentin in breast cancer cell lines, which is a mesenchymal marker that has been associated with epithelial to mesenchymal transition (EMT) and metastasis (Fig. 1F and Fig. S2A). Also, in the patient database, the expression of *CCN3* showed a significant positive association with EMT markers such as *VIM* and *ZEB1* (Fig. S2B). To gain more evidence for the correlation, we further interrogated the transcriptome data from TCGA. GSEA identified an enrichment of gene set signatures related to EMT and metastasis in *CCN3*-altered patients (Fig. 2A). Moreover, DAVID gene ontology (GO) analysis revealed that GO terms representing extracellular matrix organization, cell adhesion and cell migration, all of which are closely related to metastasis (Fig. 2B). Taken together, these data suggested that CCN3 may play a role in metastasis of TNBC.

**Fig. 2:**
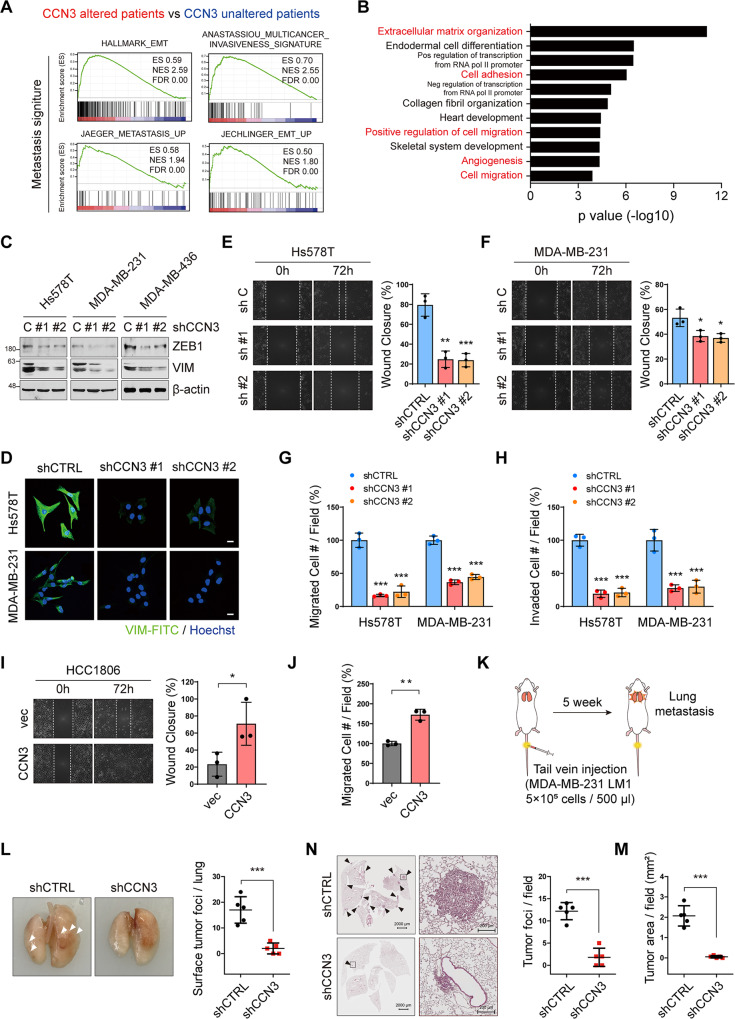
CCN3 promotes cell migration, invasion and EMT phenotype. **A** GSEA was performed with mRNA expression data from TNBC patients in TCGA (Cell, 2015) dataset. ES Enrichment score, NES Normalized enrichment score, FDR False discovery rate. **B** Gene ontology analysis of CCN3 altered TNBC patients versus unaltered TNBC patients of TCGA (Cell, 2015) dataset using DAVID (FDR < 0.05). **C**, **D** Western blot and immunofluorescence analysis with indicated antibody showed decreased expression of epithelial to mesenchymal transition marker proteins (scale bar = 20 μm). **E**, **F** Wound-healing assay of Hs578T and MDA-MB-231 CCN3 knockdown cell lines. The width of the wound area was monitored with a microscope at 24 h intervals. Mean ± SD (*n* = 3). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (*p < 0.05, **p < 0.005). **G**, **H** Transwell migration (**G**) and invasion (**H**) assays were assessed with Hs578T and MDA-MB-231 CCN3 knockdown cell. Each value was normalized with the value of the shCTRL. Mean ± SD (*n* = 3). *P*-values were calculated with a one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **I** Wound-healing assay of HCC1806 CCN3 overexpression cell line. The width of the wound area was monitored with a microscope at 24 h intervals. Mean ± SD (*n* = 3). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (*p < 0.05, **p < 0.005). **J** Transwell migration assays were assessed for HCC1806 CCN3 overexpression cell lines. Each value was normalized with the value of the empty vector cell line. Mean ± SD (*n* = 3). P values were calculated using the two-tailed student *t*-test (n.s.; not significant, **p < 0.005). **K** Schematic experimental procedure for tail vein injection of tumor cells. MDA-MB-231 LM1 CCN3 knockdown cell line was used for injection. **L** Representative images showed tumor foci that has developed on the surface of the lung. Tumor foci on the lung surface were counted and quantified. Mean ± SD (*n* = 5). *P*-value was calculated with two-tailed student *t*-test (***p < 0.0005). **N** Representative images showed H&E staining of lung tissue. Black arrow indicated colonized tumor cells in each section (scale bar = 2000 μm, 200 μm). Tumor foci on each lung section were counted and quantified. Mean ± SD (*n* = 5). *P*-value was calculated with two-tailed student *t*-test (***p < 0.0005). **M** Colonized tumor areas on each lung section were measured and quantified using ImageJ software. Mean ± SD (*n* = 5). *P*-value was calculated with two-tailed student *t*-test (***p < 0.0005).

To investigate the role of CCN3 in metastasis of TNBCs, we first established CCN3 knockdown cell lines using Hs578T, MDA-MB-231 and MDA-MB-436, all of which express high levels of CCN3. Then, we confirmed the downregulation of CCN3 in mRNA and protein levels (Fig. S2B, C). CCN3 knockdown in TNBC cell lines changed the mesenchymal-like morphology to a form with enhanced cell to cell junctions (Fig. S2D). Next, we examined the expression of the EMT marker gene in the CCN3 knockdown cell lines and found that ZEB1 and vimentin were downregulated by CCN3 knockdown (Fig. 2C, D). Furthermore, both cell migration and invasion were significantly attenuated by CCN3 knockdown (Fig. 2E–H and Fig. S2E, F). In addition, overexpression of CCN3 improved migration ability in HCC1806 cells that expressed low levels of CCN3 (Fig. 2I, J and Fig. S2G).

Next, we determined the role of CCN3 in metastasis in vivo. To do this, we employed an MDA-MB-231 LM1 model derived from lung lesions after metastasis [29]. We intravenously injected LM1 CCN3 knockdown or control cells into immunodeficient mice (Fig. 2K and Fig. S2H). We found that CCN3 knockdown suppresses the colonization of LM1 cells in the lungs, indicating the mitigated potential of metastasis (Fig. 2L, M). Together, these results suggest that CCN3 enhances migration and invasion of TNBC cells in vitro and in vivo.

### CCN3 enhances stem cell-like properties

We further investigated the effect of CCN3 on cancer stem cell (CSC) formation, which are known to be related to the EMT and metastatic ability of cancer cells [30, 31]. CCN3 ablation resulted in the reduction of sphere-forming ability, which is indicative of enrichment of CSC population (Fig. 3A). We observed that CCN3 knockdown reduced expression of CD44 and BMI1, both of which are known markers of CSC (Fig. 3B, C). In addition, flow cytometry analysis of CCN3 knockdown cell lines showed that the CD44^+^ /CD24^−^ population significantly decreased (Fig. 3D, E and Fig. S4A). Also, overexpression of CCN3 in HCC1806 and MDA-MB-468 cell lines increased the CD44^+^ /CD24^−^ population in flow cytometry analysis (Fig. 3F, G, Fig. S2H, J and Fig. S4B). Furthermore, we measured aldehyde dehydrogenase (ALDH) activity, which was another marker of CSC [32]. Aldefluor assay results show that ALDH activity significantly decreased in CCN3 knockdown cell lines (Fig. 3H, I). Finally, limiting dilution assay showed that knockdown of CCN3 significantly decreases CSC frequency in vivo (Fig. 3J). Altogether, these results suggest that CCN3 enhances the migration, invasion, and self-renewal ability of TNBC cells, all of which have been shown to promote metastasis.

**Fig. 3:**
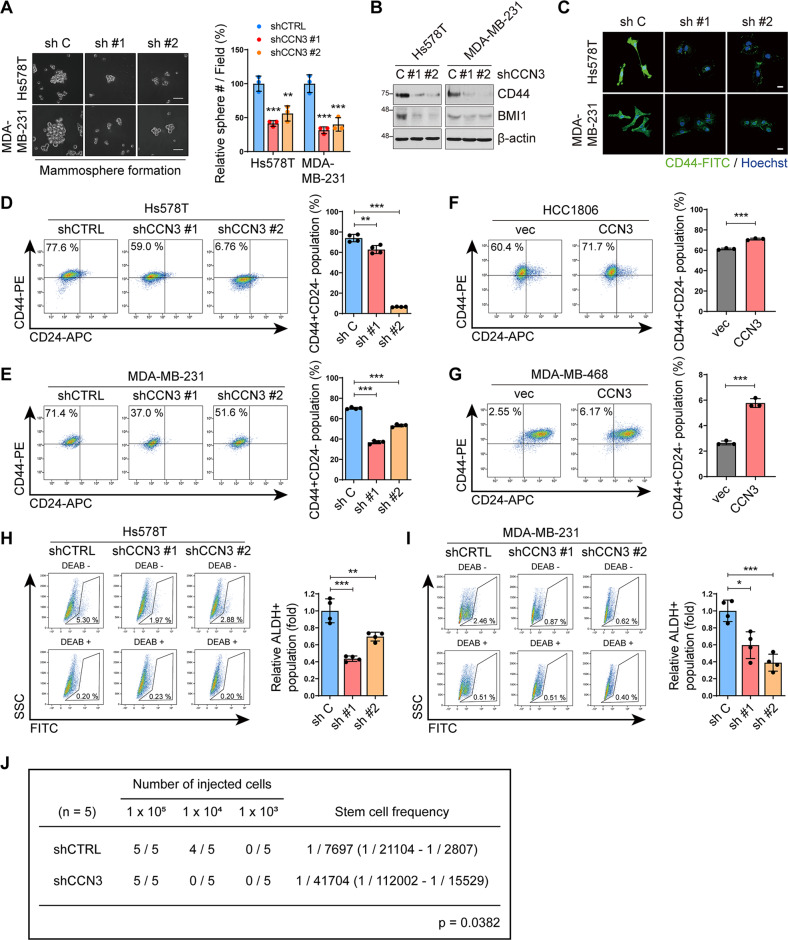
CCN3 enhances in vitro cancer stem cell-like phenotype. **A** Mammosphere formation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines (scale bar = 50 μm). Each value was normalized with the value of the shCTRL. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (**p < 0.005, ***p < 0.0005). **B**, **C** Western blot (**B**) and immunofluorescence (**C**) analysis with indicated antibody showed decreased expression of cancer stem cell marker proteins (scale bar = 20 μm). **D**, **E** FACS analysis of CD44^+^ CD24^-^ cell population in the Hs578T (**D**) and MDA-MB-231 (**E**) CCN3 knockdown cell lines. Bar graphs indicated the percentage of CD44^+^ CD24^-^ cell population in each cell line. Mean ± SD (*n* = 4). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **F**, **G** FACS analysis of CD44^+^ CD24^-^ cell population in the HCC1806 (**F**) and MDA-MB-468 (**G**) CCN3 overexpression cell lines. Bar graphs indicated the percentage of CD44^+^ CD24^-^ cell population in each cell line. Mean ± SD (*n* = 3). *P*-values were calculated with a two-tailed student *t*-test (***p < 0.0005). **H**, **I** ALDEFLUOR assays were performed with Hs578T (**H**) and MDA-MB-231 (**I**) CCN3 knockdown cell lines. DEAB negative and positive plots indicated ALDH + cells and FITC negative respectively in each cell line. Bar graphs indicated the percentage of ALDH + cell population in each cell line. Mean ± SD (*n* = 4). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (**p < 0.005, ***p < 0.0005). **J** shCTRL and shCCN3 MDA-MB-231 LM1 cells were diluted and injected in the 4th mammary fat pad of NSG mice for limiting dilution assay.

### CCN3 promotes cell proliferation and enhanced clonogenic ability in TNBC cells

CCN3 knockdown in Hs578T and MDA-MB-231 cells resulted in a decrease in cell proliferation, 2D colony-formation and anchorage-independent colony formation ability (Fig. 4A–C). In addition, we verified that monoclonal antibody neutralizing CCN3 mimics the anti-proliferative effect of CCN3 knockdown (Fig. S5). Similarly, overexpression of CCN3 significantly increased cell proliferation and 2D colony-formation compared to the control cell lines (Fig. 4D, E). To verify that these effects can be reproduced in a mouse model, we performed fat pad injection to assess the in vivo growth of a tumor (Fig. 4E). The results showed that the tumor growth was significantly reduced by CCN3 knockdown (Fig. 4F–J). In addition, IHC analysis validated that the expression of vimentin, CD44, and Ki67 were decreased in the tumors engrafted by CCN3 knockdown cells (Fig. S6). The reduction in proliferation by CCN3 knockdown was also confirmed in the lung metastasis model (Fig. S3). These results show that CCN3 also promotes growth of tumor cells in vitro and in vivo.

**Fig. 4:**
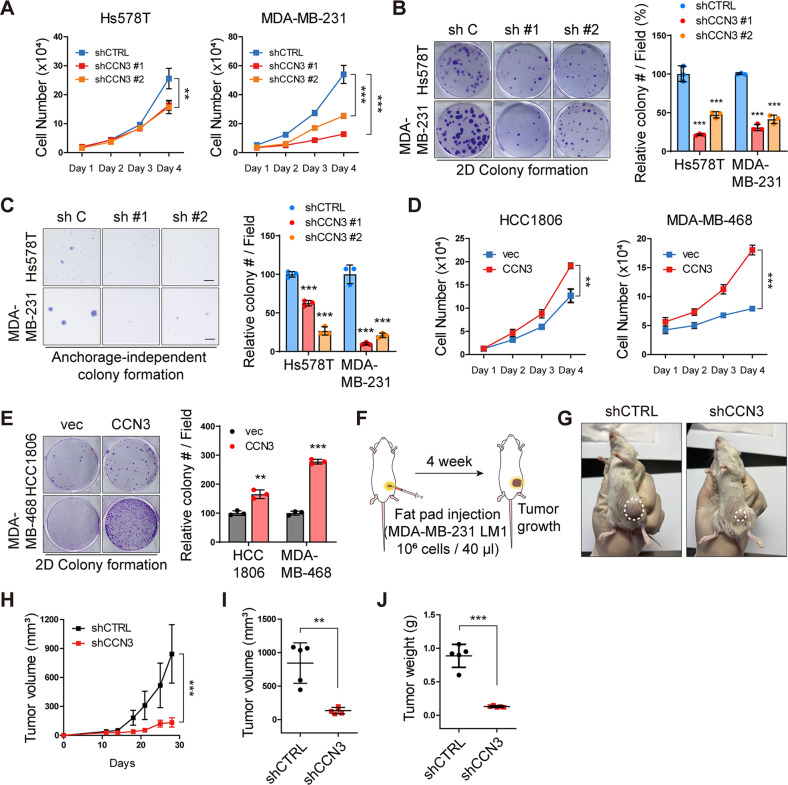
CCN3 promotes cell proliferation and enhanced clonogenic ability. **A** Cell proliferation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines. Mean ± SD (*n* = 3). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (**p < 0.005, ***p < 0.0005). **B** 2D colony formation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines. Each value was normalized with the value of shCTRL. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **C** Anchorage-independent colony formation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines (scale bar = 50 μm). Each value was normalized based on the value of the shCTRL. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **D** Cell proliferation assays were performed with HCC1806 and MDA-MB-468 CCN3 overexpression cell lines. Mean ± SD (*n* = 3). *P*-values were calculated with a two-way ANOVA with a Bonferroni posttest (n.s; not significant, **p < 0.005, ***p < 0.0005). **E** 2D colony formation assays were performed with HCC1806 and MDA-MB-468 CCN3 overexpression cell lines. Each value was normalized with the value of the empty vector cell line. Mean ± SD (*n* = 3). *P*-values were calculated with a two-tailed student *t*-test (n.s.; not significant, **p < 0.005, ***p < 0.0005). **F** Schematic experimental procedure for fat pad injection of tumor cells. MDA-MB-231 LM1 CCN3 knockdown cell line was used for injection. **G** Representative images showing xenograft tumor of LM1 CCN3 knockdown cell line 4 weeks after injection. **H** In vivo tumor growth curve of xenograft mouse. Mean ± SD (*n* = 5). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (***p < 0.0005). **I** Tumor volumes of xenograft mice at the last time point were quantified. Mean ± SD (*n* = 5). *P*-value was calculated with two-tailed student *t*-test (***p < 0.0005). **J** Tumor weights of each xenograft mouse were quantified. Mean ± SD (*n* = 5). *P*-value was calculated with two-tailed student *t*-test (***p < 0.0005).

### CCN3 contributes to EGFR activation in triple-negative breast cancer

To investigate the molecular mechanism of CCN3 on TNBC tumorigenesis, we examined changes in TNBC-specific signaling pathways in CCN3 altered patients. In GSEA using a TCGA database, EGFR signaling pathway-related gene signatures showed a significantly positive correlation with CCN3 altered patients (Fig. 5A). EGFR overexpression was reported to be observed in up to 90% of TNBC patients [25–27], and EGFR was expressed in most TNBC cell lines (Fig. S8). Based on these findings, we checked the activation of EGFR in the CCN3 knockdown cell lines by western blot analysis. The results showed that phosphorylation of EGFR and its downstream signaling protein ERK were significantly decreased by CCN3 knockdown in Hs578T, MDA-MB-231 and MDA-MB-436 cells (Fig. 5B). Ectopic expression of CCN3 using a shRNA resistant CCN3 construct rescued the suppressed EGFR/ERK phosphorylation in CCN3 knockdown cells (Fig. 5C). Furthermore, the forced expression of CCN3 restored migration, invasion, proliferation, and colony formation ability, all of which were mitigated in the CCN3 knockdown cells (Fig. 5D–F and Fig. S7). Finally, we found that higher expression of EGFR is significantly associated with poor clinical outcomes in CCN3-high TNBC patients, while it is not a prognostic factor in CCN3-low TNBC patients (Fig. 5G). Together, these results suggest that CCN3 overexpression is associated with EGFR activation in TNBC.

**Fig. 5:**
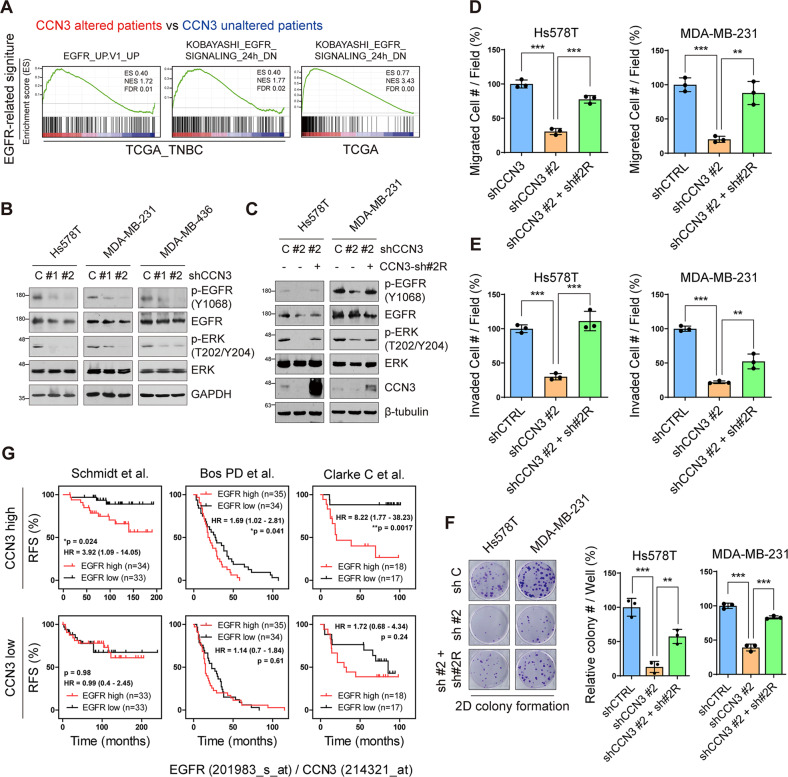
CCN3 correlates with EGFR signaling in TNBC. **A** GSEA was performed with mRNA expression data from TNBC and all patients in TCGA (Cell, 2015). Plots indicate EGFR-related gene signatures were enriched in CCN3 altered patients. ES; enrichment score, NES; normalized enrichment score, FDR; false discovery rate. **B** Western blot analysis of whole cell lysate of CCN3 knockdown cell lines with indicated antibody. GAPDH was used as a loading control. **C** Western blot analysis of whole cell lysate with indicated antibody. CCN3 knockdown cell line restored their expression by transfection with shRNA-resistant CCN3 construct. β-tubulin was used as a loading control. **D**–**E** Transwell migration (**D**) and invasion (**E**) assays were assessed with Hs578Ta and MDA-MB-231 CCN3 knockdown cell lines with or without shRNA resistant CCN3. Each value was normalized based on the value of the control cell line. Mean ± SD (*n* = 3). *P*-values were calculated with a one-way ANOVA with a post-hoc Tukey multiple comparison test (**p < 0.005, ***p < 0.0005). **F** 2D colony formation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines with or without shRNA resistant CCN3. Each value was normalized with the value of the control cell line. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Tukey multiple comparison test (**p < 0.005, ***p < 0.0005). **G** Recurrence-free survival (RFS) plot of patients with EGFR high versus low expression in each dataset. Upper panel indicated patients filtered above median expression of CCN3 and bottom panel indicated patients filtered below median expression of CCN3. *P*-values were calculated with log-rank test.

### CCN3 upregulates GPNMB expression in triple-negative breast cancer

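Hs578T is a triple-negative breast cancer cell line. RNA-seq libraries were made from 3 samples of Hs578T cells that stably express control shRNA (shCTRL) and 3 samples that express CCN3 shRNA #2 (shCCN3). The authors prepared stranded libraries from poly(A) RNA and deposited the number of reads counted on each of 46427 genes, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. The libraries of shCTRL cells held 68393177, 63194032 and 68303079 counts, and those of shCCN3 cells held 68318456, 56159110 and 62774072 counts. In a library of this size, 3 counts correspond to between 0.0439 and 0.0534 CPM, where CPM is a gene's counts scaled to the library total, and this covers counting error only. The counts were normalized with TMM factors and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 17419 genes that passed edgeR's filter on low counts. The libraries of a group differed by more than the counting noise, with a chi-square statistic per degree of freedom between 7.14 and 45.8, so that no library was a copy of another. They were treated as 3 replicates per group, as the sample labels number them. The paper gives at least 3 independent trials for its experiments in general, and leaves out what a trial was for the RNA-seq. It also does not state whether the libraries of a group come from 1 selected line. If they do, the p-values measure variation between libraries of that line, and not between separately made lines. CCN3 mRNA, the target of the shRNA, was lower in every shCCN3 library than in every shCTRL library. It was 101 ± 2.43 CPM (SD, n = 3) in shCTRL cells and 47.0 ± 0.469 CPM (SD, n = 3) in shCCN3 cells. The log2 fold change was -1.10 (standard error 0.055, adjusted p = 1.34e-06 from edgeR's quasi-likelihood test). An exact permutation test of the 6 libraries gave p = 0.1 (two-sided), the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between -1.12 and -1.09.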

To identify the molecular mechanism of CCN3-induced activation of EGFR, we performed RNA-sequencing with CCN3 knockdown Hs578T cells. We interrogated the transcriptome data to identify CCN3-target genes that potentially activate EGFR. 

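Among EGFR and its ligands, EGFR mRNA was 161 ± 16.8 CPM (SD, n = 3) in shCTRL cells and 89.0 ± 13.1 CPM (SD, n = 3) in shCCN3 cells. The log2 fold change of EGFR was -0.85 (standard error 0.115, adjusted p = 0.000465 from edgeR's quasi-likelihood test), and it stayed between -0.92 and -0.73 when each library was left out in turn. EGFR lies on chromosome 7 of GRCh38 from 55019021 to 55211628, and the 703 genes tested on chromosome 7 had a median log2 fold change of -0.44. HBEGF, which encodes the EGFR ligand HB-EGF, fell from 21.5 ± 0.548 CPM to 11.3 ± 1.18 CPM (SD, n = 3 each), a log2 fold change of -0.93 (standard error 0.090, adjusted p = 5.89e-05 from the same edgeR test). EGF was expressed at a low level, with 1.46 ± 0.290 CPM in shCTRL cells and 0.573 ± 0.158 CPM in shCCN3 cells (SD, n = 3 each), and had an adjusted p of 0.00349. The ligand BTC, with a log2 fold change of -0.21 and an adjusted p of 0.3 from the same edgeR test, overlapped between the groups. Of the 11 genes of Fig. S9A, 9 had an adjusted p under 0.05 over all genes tested and 10 when the adjustment covered the 11 genes alone. This count moved furthest, to 7 genes, with a replicate block and when shCTRL replicate 1 or 2 was left out.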

In transcriptome analysis, we observed changes in EGFR or stem cell-related genes due to CCN3 knockdown (Fig. S9). To gain more comprehensive insight, we integrated it with transcriptome data from TCGA and METABRIC. We found that 83 genes out of 1174 genes that significantly up- or downregulated by CCN3 knockdown are associated with CCN3 alterations in clinical samples (Fig. 6A). 

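In the deposited counts, 1542 genes differed at least 2-fold between shCCN3 and shCTRL cells with an unadjusted p under 0.05 from edgeR's quasi-likelihood test, a criterion built from the fold limit of the legend of Fig. 6B and the general p limit of the paper's statistics section. Of these, 788 genes were higher and 754 genes were lower in shCCN3 cells. When the p was adjusted by the Benjamini-Hochberg method, 1411 genes differed at least 2-fold, with 727 higher and 684 lower. Without a limit on the fold change, 5825 genes had an adjusted p under 0.05, of which 2814 were higher and 3011 were lower. A limit of 1.5-fold in place of 2-fold moved the count of 1542 most, to 3070 genes. The samples of both groups carry the same replicate numbers. The deviations of same-numbered samples from their group means correlated across genes at 0.0891, -0.0256 and -0.0657 for replicates 1, 2 and 3. With the replicate number as a block, 4887 genes had an adjusted p under 0.05 and 1545 genes differed at least 2-fold. The part of Fig. 6A that rests on patient data was not analysed here.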

Through this analysis, 41 genes commonly upregulated by CCN3 were identified. 

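The heatmap of Fig. 6B prints 32 genes, CCN3 and 31 others, and each of them was at least 2-fold lower in shCCN3 than in shCTRL cells. With an unadjusted p under 0.0001 from edgeR's quasi-likelihood test as a further limit, 28 of the 32 genes remained. The other 4 genes were ST8SIA1 with a p of 0.000124, CD7 with a p of 0.000183, PLAG1 with a p of 7e-04 and DUSP2 with a p of 0.000735. All 32 genes had an adjusted p under 0.05 over the genes tested, the highest being 0.00435 for DUSP2. The fit with a replicate block and an offset for GC content moved the count of 28 most, to 21 genes. PTCH1 fell furthest, with a log2 fold change of -4.92 (standard error 0.30), from 2.46 ± 0.284 CPM (SD, n = 3) in shCTRL cells to 0.0790 ± 0.0399 CPM (SD, n = 3) in shCCN3 cells. FOXQ1 fell from 51.6 ± 0.277 CPM to 8.98 ± 0.286 CPM (SD, n = 3 each), a log2 fold change of -2.52 (standard error 0.066). BAALC and RRAGD had log2 fold changes of -3.16 and -2.89. Of the 32 genes, 5 lie on chromosome 7 and 1 lies on chromosome 20.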

Then, 31 genes were obtained by applying a high cut-off (*p* < 0.0001) in RNA-seq results to the gene list showing a positive correlation with CCN3 expression (Fig. 6B). 

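GPNMB encodes a transmembrane glycoprotein and lies on chromosome 7 of GRCh38 from 23235967 to 23275108. GPNMB mRNA was 277 ± 11.6 CPM (SD, n = 3) in shCTRL cells and 137 ± 7.61 CPM (SD, n = 3) in shCCN3 cells. Its log2 fold change was -1.01 (standard error 0.064, adjusted p = 4.86e-06 from edgeR's quasi-likelihood test), the smallest fall among the 32 genes of Fig. 6B. The 703 genes tested on chromosome 7 had a median log2 fold change of -0.44. Every shCCN3 library was lower than every shCTRL library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change stayed between -1.05 and -0.97 when each library was left out in turn, so that the fall was less than 2-fold in some of these fits.

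**Figure D1:**
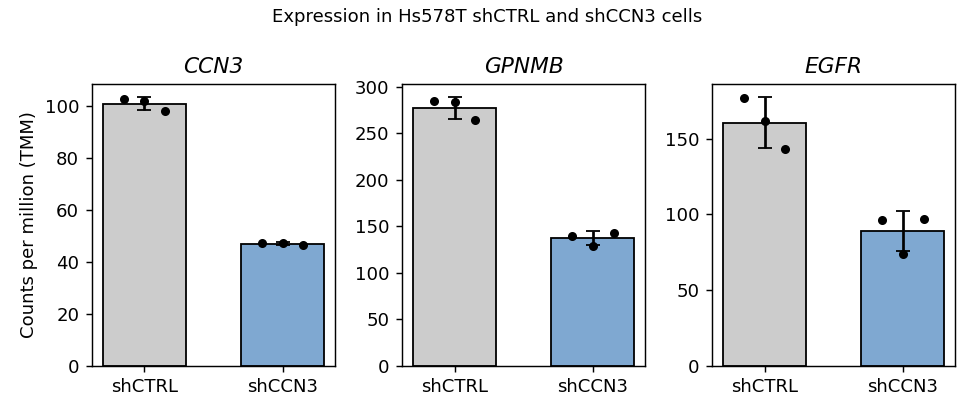
Expression of CCN3, GPNMB and EGFR in shCTRL and shCCN3 cells, in TMM-normalized CPM on a linear axis that starts at 0. Bars are means of 3 libraries, error bars are SD and points are single libraries. For each gene, the 3 shCCN3 libraries lie below the 3 shCTRL libraries.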

Among them, we found a gene called GPNMB. GPNMB, which is overexpressed in TNBC, has been previously shown to activate downstream signaling cascades by forming a heterodimer with EGFR, particularly when stimulated by HB-EGF [33–35]. We thus hypothesized that EGFR activation by CCN3 is mediated by GPNMB. We first confirmed that CCN3 knockdown resulted in a reduction of GPNMB expression at both the protein and mRNA level (Fig. 6C, D). To determine if CCN3 induces transcription of GPNMB, we generated a luciferase reporter that incorporates the promoter sequence of GPMNB. We found that GPNMB promoter activity was effectively decreased by CCN3 knockdown (Fig. 6E). Conversely, CCN3 overexpression caused an induction of GPNMB protein, mRNA, and transcriptional activity (Fig. 6F–H). Since CCN3 is a secreted protein, we also confirmed that GPNMB is increased by the addition of exogenous CCN3. Treatment with CM of shCTRL cell lines and recombinant human CCN3 (rhCCN3) could lead to the upregulation of GPNMB (Fig. S11A, B). In addition, CCN3 antibody co-treatment with abolished rhCCN3-induced GPNMB expression in HCC1806 (Fig. S11B, lane 3). Also, shRNA resistant CCN3 construct rescued the expression of GPNMB in CCN3 knockdown cell lines (Fig. S11C). It was also observed that the level of GPNMB was increased in a rhCCN3 treatment time-dependent manner (Fig. S11D).

**Fig. 6:**
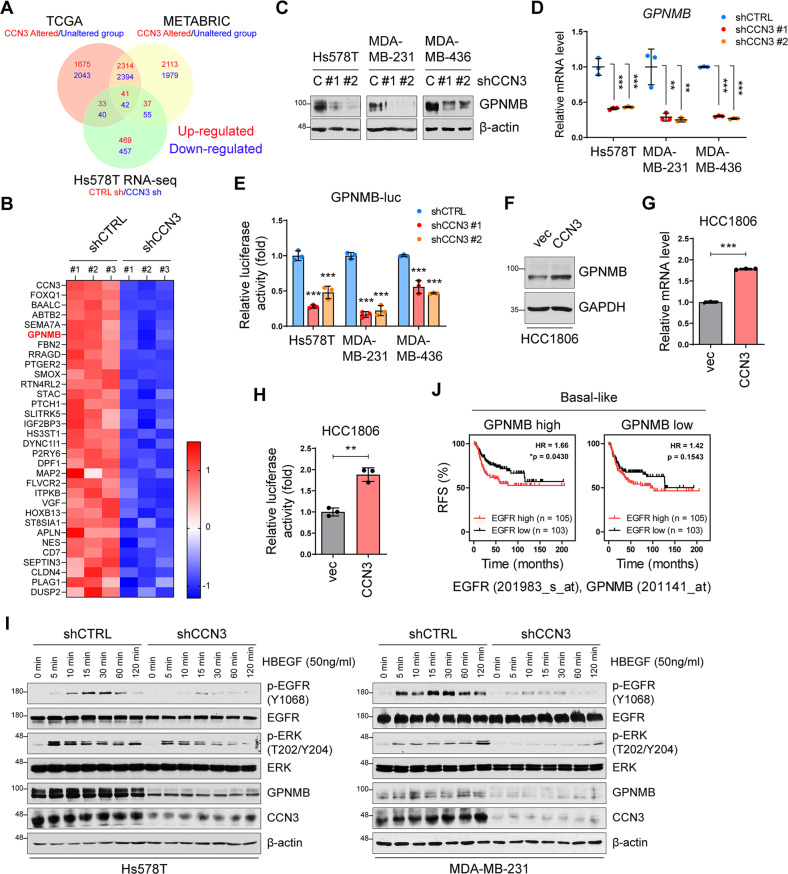
CCN3 regulates GPNMB expression. **A** The Venn diagrams represent the number of genes up- or down-regulated by CCN3 expression in each dataset. **B** The heatmap presents up-regulated genes by CCN3 from an RNA-seq dataset (< 2-fold, *p* < 0.0001). Up-regulated genes were common genes from Venn diagram (**A**). **C** Western blot analysis of whole cell lysate of CCN3 knockdown cell lines with indicated antibody. β-actin was used as a loading control. **D** RT-qPCR analysis showed the GPNMB mRNA level in Hs578T, MDA-MB-231 and MDA-MB-436 CCN3 knockdown cell lines. Each value was normalized with GAPDH. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (**p < 0.005, ***p < 0.0005). **E** A dual luciferase assay was performed using pGL3-GPNMB-luc construct. pCMV-RL was used as an internal control. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **F** Western blot analysis of CCN3 overexpression cell lines with indicated antibodies. GAPDH was used as a loading control. **G** RT-qPCR analysis showed GPNMB mRNA level in HCC1806 CCN3 overexpression cell lines. Each value was normalized with GAPDH. Mean ± SD (*n* = 3). *P*-values of CCN3 overexpression cell lines were calculated with two-tailed student *t*-test. (***p < 0.0005). **H** Dual luciferase assay was performed using pGL3-GPNMB-luc construct. pCMV-RL was used as an internal control. Mean ± SD (*n* = 3). *P*-values of CCN3 overexpression cell lines were calculated with two-tailed student *t*-test. (**p < 0.005). **I** Western blot analysis of whole cell lysate of CCN3 knockdown cell lines with indicated antibody. Each cell line treated with HBEGF (50 ng/ml) at the indicated time points. β-actin was used as a loading control. **J** Recurrence-free survival plot of patients with EGFR high versus low expression with basal-like breast cancer patients. Each panel indicated patients filtered by median expression of *GPNMB*. *P*-values were calculated with log-rank test.

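Of the 703 genes tested on chromosome 7, which carries GPNMB, 608 genes (86.5%) were lower in shCCN3 than in shCTRL cells. Of these 703 genes, 10.5% had a lower log2 fold change than GPNMB. The 24 tested genes nearest to GPNMB had a median log2 fold change of -0.30, and the log2 fold change of GPNMB minus that median was -0.71. CCN3 itself lies on chromosome 8, where the 528 genes tested had a median log2 fold change of 0.11. The paper finds GPNMB among the genes that CCN3 knockdown lowered in the RNA-seq data and that followed CCN3 in patient data. From earlier reports that GPNMB activates downstream signaling by forming a heterodimer with EGFR, the paper hypothesizes that GPNMB mediates EGFR activation by CCN3.

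**Figure D2:**
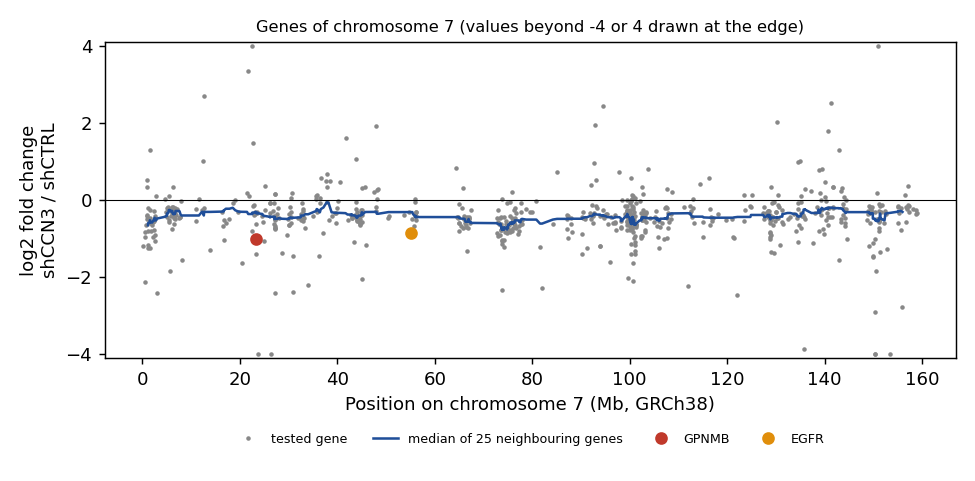
Log2 fold change between shCCN3 and shCTRL cells of each gene tested on chromosome 7 (grey points), against the gene's position in Mb on GRCh38, with the median of 25 neighbouring genes as a blue line. GPNMB (red) and EGFR (orange) lie below the line, and the line lies below 0 along the chromosome.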

We next determined whether CCN3 plays a critical role in the HB-EGF-dependent activation of EGFR. We verified that time-course treatment with purified recombinant human HB-EGF was able to activate the EGFR/ERK axis in Hs578T and MDA-MB-231 (Fig. 6I, lane 1 to lane 7). However, CCN3 knockdown diminished the prolonged activation of EGFR/ERK (Fig. 6I, lane 8 to lane 16). Finally, we found that the prognostic value of EGFR was limited in GPNBM-high TNBCs, not in GPNBM-low TNBCs (Fig. 6J). We also confirmed that levels of CCN3 mRNA were positively correlated with GPNMB mRNA expression in patient databases (Fig. S10A). Notably, the expression of *GPNMB* was upregulated in TNBC as was *CCN3* (Fig. S10B–C). Taken together, these results indicate that GPNMB mediates the CCN3-driven activation of EGFR in TNBCs.

### GPNMB induces migration, clonogenic ability and CSC-like properties

Since it was confirmed that the activity of EGFR can be enhanced by GPNMB, we further investigated whether CCN3-induced metastasis and tumor progression were mediated by GPNMB-induced mechanisms. GPNMB knockdown cell lines were constructed using two GPNMB-specific shRNA sequences, and knockdown was confirmed at the protein and mRNA levels (Fig. 7A, B). Cell migration, proliferation, and colony formation decreased in GPNMB knockdown cell lines (Fig. 7C–E). In addition, CSC population and anchorage-independent colony formation ability were significantly decreased (Fig. 7F–H and Fig. S12). As in the CCN3 knockdown cell line, EGFR activity decreased in the GPNMB knockdown cell lines, and reduced EGFR activity was also reproduced in the treatment with HB-EGF (Fig. 7I, J). These results show that GPNMB is a major factor in TNBC-specific tumorigenesis by CCN3.

**Fig. 7:**
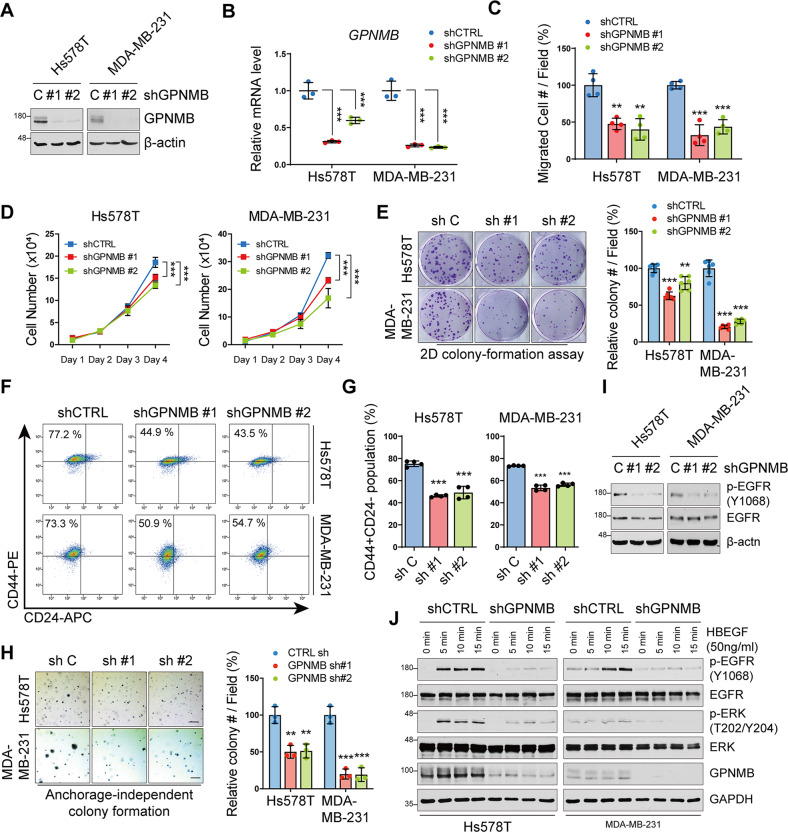
Knockdown of GPNMB drives anti-tumorigenic effect in vitro. **A** Western blot analysis of whole cell lysate of Hs578T and MDA-MB-231 GPNMB knockdown cell lines with indicated antibody. β-actin was used as a loading control. **B** RT-qPCR analysis showed GPNMB mRNA level in Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Each value was normalized with GAPDH. Mean ± SD (*n* = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **C** Transwell migration assays were assessed with Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Each value was normalized with the value of shCTRL. Mean ± SD (*n* = 4). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **D** Cell proliferation assays were performed with Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Mean ± SD (*n* = 3). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (***p < 0.0005). **E** 2D colony formation assays were performed with Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Each value was normalized with the value of CTRL cell line. Mean ± SD (*n* = 6). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **F**, **G** FACS analysis of CD44^+^CD24^-^ cell population in the Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Bar graphs (**G**) indicated the percentage of CD44^+^CD24^-^ cell population in each cell line. Mean ± SD (*n* = 4). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005). **H** Anchorage-independent colony formation assays were performed with Hs578T and MDA-MB-231 CCN3 knockdown cell lines (scale bar = 50 μm). Each value was normalized based on the value of the CTRL cell line. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (**p < 0.005, ***p < 0.0005). **I** Western blot analysis of whole cell lysate of GPNMB knockdown cell lines with indicated antibody. β-actin was used as a loading control. **J** Western blot analysis of whole cell lysate of GPNMB knockdown cell lines with indicated antibody. Each cell line treated with HBEGF (50 ng/ml) at the indicated time points. GAPDH was used as a loading control.

### Expression of GPNMB by CCN3 is promoted by the Wnt/β-catenin/MITF axis

Next, we sought a molecular pathway by which CCN3 induces GPNMB expression. Since GPNMB was regulated at the transcription level, we investigated a putative transcription factor for GPNMB, which can be regulated by CCN3. The previous study demonstrated that transcription factor microphthalmia-associated transcription factor (MITF) binds the promoter of GPNMB and regulates its expression [36]. TFEB and TFE3, other MiTF/TFE family members, are also known as upstream factors regulating GPNMB expression [37–39], and in our experimental results, knockdown of TFEB or TFE3 also reduces the expression of GPNMB phenocopying MITF knockdown (Fig. S13B–D). However, since only MITF was reduced by CCN3 knockdown in the cell lines tested, we hypothesized that CCN3 regulates GPNMB expression mainly via MITF (Fig. S13A). In addition, CCN3 knockdown resulted in a reduction of nuclear MITF protein (Fig. 8A, B). On the other hand, the level of MITF mRNA was not changed by CCN3 knockdown (data not shown). Therefore, we speculated that MITF is regulated by post-translational modification.

**Fig. 8:**
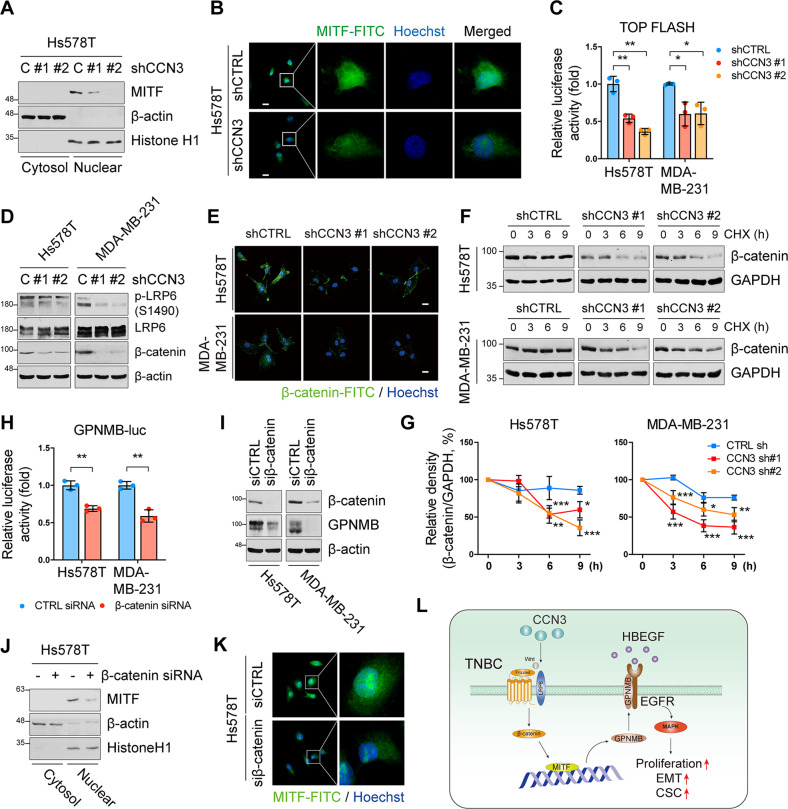
CCN3 regulates GPNMB expression by Wnt signaling induced MITF activation. **A** Western blot analysis of lysate isolated into cytoplasm and nuclear fraction of CCN3 knockdown cell line using the indicated antibodies. β-actin and histone H1 were used as a loading control for cytosol and nuclear fraction, respectively. **B** Immunofluorescence assay performed with indicated antibodies (scale bar = 20 μm). **C** Dual luciferase assay was performed using pSUPER-TOP FLASH construct. pCMV-RL was used as an internal control. Mean ± SD (*n* = 3). *P*-values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (*p < 0.05, ***p < 0.0005). **D**, **E** Western blot (**D**) and immunofluorescence (**E**) analysis with indicated antibody showed decreased Wnt/β-catenin signaling proteins in Hs578T and MDA-MB-231 CCN3 knockdown cell lines (scale bar = 20 μm). **F**, **G** Cyclohexamide (CHX) chase assays were performed for measuring β-catenin degradation in Hs578T and MDA-MB-231 CCN3 knockdown cell lines. Each cell line treated with CHX (100 μg/ml) at the indicated time points. Quantification of western blot band was performed using ImageJ software. Mean ± SD (*n* = 3). *P*-values were calculated with two-way ANOVA with a Bonferroni posttest (*p < 0.05, **p < 0.005, ***p < 0.0005). **H** Western blot analysis of whole cell lysate with indicated antibody. Hs578T and MDA-MB-231 were treated with β-catenin siRNA for 48 h. β-actin was used as a loading control. **I** Dual luciferase assay was performed using a pGL3-GPNMB-luc construct. pCMV-RL was used as an internal control. Mean ± SD (*n* = 3). *P*-value was calculated using the two-tailed student *t*-test (**p < 0.005). **J** Western blot analysis of lysate isolated into cytoplasm and nuclear of β-catenin siRNA treated Hs578T cell line using the indicated antibodies. β-actin and histone H1 were used as a loading control for cytosol and nuclear fraction, respectively. **K** Immunofluorescence assay performed with indicated antibodies (scale bar = 20 μm). **L** Schematic description of CCN3 induced signaling cascade in TNBC.

Because it was previously well documented that Wnt signaling can stabilize MITF protein [40], we first assessed the activity of Wnt signaling using pSUPER-TOPflash, a surrogate reporter of β-catenin-dependent transcriptional activation [41]. We found that CCN3 knockdown resulted in a reduction of the Wnt-dependent transcriptional activity (Fig. 8C). Moreover, levels of phospho- low-density lipoprotein receptor-related protein 6 (LRP6) and β-catenin, both of which belong to the canonical Wnt signaling cascade, were downregulated in CCN3-knocked down cells compared to control cells (Fig. 8D, E). Since the activation of Wnt signaling leads to stabilization of β-catenin protein by inhibiting proteasomal degradation [42], we assessed β-catenin protein stability. The cycloheximide (CHX) chase assay revealed that the stability of β-catenin protein was reduced by CCN3 knockdown (Fig. 8F, G).

Finally, we checked whether *GPNMB* transcription is promoted by the activation of Wnt signaling. Knockdown of β-catenin by siRNA resulted in a reduction in the nuclear fraction of MITF protein (Fig. 8J, K). Accordingly, the transcriptional activity and expression of GPNMB were downregulated by β-catenin knockdown (Fig. 8H, I and Fig. S14A). The activation of the EGFR/ERK pathway regulated by GPNMB was also reduced (Fig. S14B). Moreover, we confirmed that Wnt pathway activation by LiCl, an inhibitor of glycogen synthase kinase 3 (GSK3) that forms the β-catenin destruction complex, caused an increase in GPNMB expression at the mRNA and protein levels (Fig. S15). Collectively, these data imply that CCN3 enhances GPNMB transcription via the Wnt/β-catenin/MITF signaling axis, thereby activating EGFR signaling in TNBC (Fig. 8L).

## Discussion

In this study, we demonstrated the role of CCN3 in TNBC progression. We found that CCN3 is overexpressed in TNBC and associated with poor prognosis of breast cancer patients. In addition, we showed that CCN3 increases the growth, migration, invasion, clonogenic capacity and CSC formation of TNBC cells at both in vitro and in vivo. We found that these aggressive phenotypes are caused by the GPNMB-mediated EGFR activation. We verified that GPNMB was also causally associated with cell growth, migration, clonogenic ability, and CSC formation through EGFR activation. Finally, we suggested that CCN3 activates Wnt signaling, which in turn induces the expression of GPNMB.

CCN3 has been shown to act as a metastasis inducer by promoting the migration of cancer cells in glioblastoma, Ewing’s sarcoma, melanoma, chondrosarcoma, prostate cancer, clear cell renal cell carcinoma, and hepatocellular carcinoma [5, 7, 8, 10, 12, 13, 16, 43, 44]. Consistent with previous reports, our results also showed that CCN3 regulates breast cancer metastasis through the regulation of EMT and cell migration (Fig. 2). However, in contrast to role of CCN3 in metastasis, its impact on cell proliferation is somewhat controversial. In Ewing’s sarcoma, forced expression of CCN3 resulted in the suppression of cell proliferation [5]. Vallacchi and colleagues showed that the expression of CCN3 did not affect the tumor growth of melanoma [13]. On the other hand, CCN3 promotes tumor growth in hepatocellular carcinoma [9]. In glioblastoma cells, CCN3 increased cell proliferation via a platelet-derived growth factor receptor A (PDGFRα)-dependent mechanism [43]. Similarly, our results showed that proliferation was promoted by CCN3 in TNBC cell lines, but not in non-TNBC cells (Fig. 4 and data not shown). Based on these results, we speculate that CCN3 does not have a common regulatory function in all types of cancer but might show the diverse effect on different cancer cells depending on the gene expression pattern of each cancer cell type or different post translation modification of CCN3 in each cancer cells. Indeed, CCN3 is reported to differ in its glycosylation pattern depending on the cell types [15].

We confirmed that TNBC-specific upregulation of CCN3 among other breast cancer subtypes (Fig. 1C–D and Fig. S1B). The previous report also showed that the expression of ER has a negative correlation with CCN3 [45]. Interestingly, however, in this report, the expression level of CCN3 was decreased in tumor tissues compared to normal tissues. This finding may be contradictory to our results implying that CCN3 is involved in the malignancy of breast cancer. However, in the case of CCN3, the matricellular protein shows different glycosylation patterns depending on the tumor progression status, and the function varies according to the glycosylation pattern [11, 14]. Therefore, we speculated that the comparison of CCN3 expression in normal and tumor tissues requires further studies focusing on post-translational regulation rather than comparison of simple expression levels.

EGFR is overexpressed in up to 90% of TNBCs [25–27]. For this reason, many studies have been conducted to target EGFR in TNBC. Clinical studies testing EGFR-specific antibodies or tyrosine kinase inhibitors have been conducted, but no significant results were obtained [26, 46]. We speculated that these failures are related to the heterogeneity of TNBC, and that the EGFR signaling pathway might not act as a driver of cancer per se. According to a survival analysis using patient data, when CCN3 expression is high, the hazard ratio caused by EGFR expression is greatly increased (Fig. 5G). Based on these findings, we concluded that the expression of CCN3 can induce EGFR-dependent tumor progression as well as EGFR activation. In addition, it was confirmed that the cell viability was increased in the CCN3 knockdown cells compared to the control after treatment with EGFR inhibitor gefitinib (data not shown). These results suggest that CCN3 knockdown mitigates EGFR-dependent cell proliferation in TNBC cells. Thereby, we propose that the expression of CCN3 may be used as an index to check the potential of EGFR targeted therapy in TNBC.

GPNMB, also known as osteoactivin, promotes tumor growth, migration, invasion, and CSC formation in breast cancer [47–49]. GPNMB, which is overexpressed in TNBC, was suggested as a potential target of TNBC [33, 35]. GPNMB is also known to promote tumor initiation by increasing CSC formation and metastasis in TNBC [49]. Here, we showed that the CCN3 upregulates expression of GPNMB, which in turn contributes to activation of EGFR signaling. Consistent with CCN3, GPNMB knockdown attenuated tumorigenic phenotypes in vitro (Fig. 7). Although the oncogenic role of GPNMB has been suggested through preclinical studies including our current study, GPNMB-targeted therapies failed to elicit a durable response [50]. A recent study reported that inhibition of HSP90 increases the expression of GPNMB by inducing nuclear localization of MITF family, thereby increasing the sensitivity of GPNMB targeted therapy [51]. Consistently, we found that CCN3 increases GPNMB expression by upregulation of MITF and high expression of GPNMB is associated with poor outcome in only EGFR-high TNBCs (Figs. 8 and 6J). Taken together, we might suggest that CCN3 and EGFR are possible predictive biomarkers for use of GPNMB-targeted therapies.

Dysregulation of Wnt signaling has been associated with TNBC malignancy [52]. Herein, the interrogation of the TCGA dataset revealed a positive correlation between CCN3 expression and the Wnt/β-catenin pathway, which was assessed by GSEA (Fig. S9). In addition, we verified that the activation of Wnt signaling was attenuated by CCN3 knockdown in TNBC cells (Fig. 8C–F). Although we are not able to provide a solid mechanism(s) by which CCN3 activates Wnt signaling in the present study, previous studies suggest some putative mechanisms. First, CCN2 protein that belongs to the CCN protein family directly binds to LRP6, which in turn induces the activation of Wnt signaling [53]. Because CCN3 protein is structurally similar to CCN2 protein, we anticipate that CCN3 may interact with LRP6, consequently activating Wnt signaling. Second, our RNA-seq data revealed that the expression of various Wnt ligands was changed by CCN3 knockdown, which may imply a role of CCN3 in the regulation of Wnt ligands (Fig. S16B). 

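Fig. S16B prints 9 Wnt ligands, and 5 of them had an adjusted p under 0.05 from edgeR's quasi-likelihood test, both over all genes tested and over the 9 ligands alone. WNT5A, WNT7B and WNT9A were lower in shCCN3 than in shCTRL cells. WNT5A fell from 295 ± 22.7 CPM to 113 ± 13.6 CPM (SD, n = 3 each), a log2 fold change of -1.39 (standard error 0.097, adjusted p = 8.64e-06 from the same edgeR test). WNT7B, the most highly expressed of the 9 ligands, fell from 501 ± 11.0 CPM to 244 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of -1.03. WNT9A had a log2 fold change of -1.41. WNT5B and WNT10B were higher in shCCN3 cells. WNT5B rose from 57.8 ± 3.10 CPM to 125 ± 9.17 CPM (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.073, adjusted p = 6.1e-06 from the same edgeR test), and WNT10B had a log2 fold change of 0.77. WNT10A, WNT2B, WNT3 and WNT11 did not pass an adjusted p of 0.05, with adjusted p-values of 0.144, 0.695, 0.137 and 0.42 from the same edgeR test. WNT10A, WNT2B and WNT11 were expressed below 1 CPM in both groups. Adjusted over all genes tested, the count was 5 ligands under each of the 16 alternatives.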

Among them, we assumed that Wnt5A might be involved in CCN3-mediated Wnt/β-catenin signaling. We found that the expression of Wnt5A was significantly reduced by CCN3 knockdown (Fig. S16C). Based on these findings, we speculate that CCN3 could directly or indirectly regulate Wnt signaling, and further detailed experimental evidence are needed to fully support our hypothesis.

In summary, we identified that CCN3 is amplified and plays a crucial role in proliferation, metastasis, and CSC enrichment in TNBC via GPNMB induced EGFR activation. Therefore, we propose CCN3 as both a prognostic biomarker and a putative therapeutic target of TNBC.

## Materials and methods

### Bioinformatic analysis of public database

*CCN3* copy number alteration and mRNA expression data of breast cancer patients were analyzed using TCGA [54] and METABRIC [55, 56] databases obtained from cBioPortal (http://cbioportal.org/) [57, 58]. In each database, patients were classified as *CCN3* altered patients if their *CCN3* copy number was amplified or they showed high *CCN3* mRNA expression, and each analysis was performed using the classified patient group. GSE20194 and GSE25066 were used for *CCN3* and *GPNMB* expression data for each breast cancer subtype. An overall survival analysis of CCN3 altered/unaltered patients was performed using cBioPortal. Gene expression correlation analysis of breast cancer patients was performed in cBioPortal using mRNA expression (log RNA Seq V2 RSEM) of TCGA database. Gene ontology analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/) [59]. Gene set enrichment analysis (GSEA) was performed using mRNA expression data from the TCGA database. The gene set used for GSEA was obtained from the Molecular Signature Database (MSigDB) and published gene signatures [60]. Gene expression data for breast cancer cell lines were obtained from RNA sequencing data of the cancer cell line encyclopedia (CCLE) database and were analyzed using the DepMap portal (https://depmap.org/portal/). GSE11121, GSE12276, GSE19615, GSE42568 and integrated cohorts in the Kaplan-Meier plotter (http://kmplot.com/analysis/) were used for breast cancer patient survival analyses. Each analysis performed in the Kaplan-Meier plotter using a designated probe of genes that compared patients in the upper and lower terciles of expression for each gene [61].

### Cell culture

Hs578T, MDA-MB-231, MDA-MB-436, MDA-MB-468, and HCC1806 human breast cancer cell lines were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). MDA-MB-231 LM1 was kindly provided by Professor SJ Lee (Hanyang University, Seoul, Korea). Hs578T, MDA-MB-231, MDA-MB-436, MDA-MB-468, and MDA-MB-231 LM1 were maintained in DMEM (Corning, NY, USA) containing 10% fetal bovine serum (Corning, NY, USA) and 1% antibiotic-antimycotic (Gibco; Thermo Fisher Scientific, Inc., Waltham, MA, USA). HCC1806 was maintained in RPMI 1640 (Corning, NY, USA) containing 10% fetal bovine serum (Corning, NY, USA) and 1% antibiotic-antimycotic (Gibco; Thermo Fisher Scientific, Inc., Waltham, MA, USA) All cell lines were incubated at 37 °C in 5% CO_2_ in a humidified atmosphere.

### Antibodies and reagents

All antibodies used in this study and their applications are listed in Table S1. Hematoxylin (HHS32), eosin (318906) and polybrene (TR-1003) were purchased from Sigma-Aldrich (St. Louis, MO, USA). BCA Protein Assay Kit (23225) and Hoechst 33342 (H1399) were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Lipofectamine 3000 transfection reagent (L3000015) was purchased from Invitrogen (Carlsbad, CA, USA). Recombinant human CCN3 protein (1640-NV) was purchased from R&D systems (Minneapolis, MN, USA).

### Plasmids and siRNAs

CTRL and CCN3/GPNMB shRNA vectors were generated by insertion of each shRNA sequence in the pSUPER-retro-puro viral vector (OligoEngine, Seattle, WA, USA) according to the manufacturer’s protocol. 

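The target of CCN3 shRNA #2, GGAACCGTCAATGTGAGAT, was matched to the transcripts of GENCODE release 29 on GRCh38. It occurs in 1 transcript of 1 gene, CCN3, which that release lists under its older symbol NOV, and it lies on the plus strand of chromosome 8 from 119419260 to 119419278. The site is in exon 4 of 5, at bases 692 to 710 of the coding sequence, in the context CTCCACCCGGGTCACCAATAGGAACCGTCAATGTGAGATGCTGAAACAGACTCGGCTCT. The target of CCN3 shRNA #1, CACACCAACTGTCCTAAGA, lies in exon 5, at bases 1000 to 1018 of the coding sequence, from 119423058 to 119423076 on chromosome 8. The control sequence TTCTCCGAACGTGTCACGT matched 0 transcripts.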

Sequences of each shRNA are listed in Table S2. For the generation of a CCN3 expression vector, the coding sequence of CCN3 was amplified by PCR. Then, PCR products were cloned into pcDNA 3.1-myc-his-A vector using a HindIII/XhoI restriction site. To generate an expression vector for CCN3 stable overexpression cell lines, PCR amplification was performed using pcDNA 3.1-CCN3-myc-his as a template, and this product was cloned into pBMN-I-EGFP vector using a BamHI/EcoRI restriction site. For the generation of shRNA#2 resistant CCN3 expression vectors, CCN3 construct harboring wobble mutations were amplified using a two-step PCR procedure employing an overlap extension PCR method as described previously [62]. The PCR products were cloned into a pcDNA 3.1-myc-his-A vector using a HindIII /XhoI restriction site. To construct an expression vector for purification of recombinant human HB-EGF, the coding sequence of active HB-EGF was obtained through PCR amplification. The products were cloned into a pET-16b vector using an NdeI /BamHI restriction site. The GPNMB promoter region was obtained through PCR amplification using Hs578T genomic DNA as a template. The sequence of the GPNMB promoter was determined as the upper 1 kb region of the first exon of GPNMB, and this sequence was referred to S. Loftus et al. 2009 [36]. 

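The reverse primer of the GPNMB-luc construct, GTTTGGCGGCATCAAGTG, is complementary to exon 1 of GPNMB on the plus strand of chromosome 7, from 23246910 to 23246927 on GRCh38. It matched 7 transcripts of GPNMB in GENCODE release 29 and no other gene. In the protein-coding transcripts this site is at bases 53 to 70 of the coding sequence. The forward primer TTGAGTAAATTTCTCAGCTA matched 0 transcripts, and its genomic position was not analysed here.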

The PCR product was cloned into a pGL3-based vector using XhoI/HindIII restriction sites, which was named GPNMB-luc. All primers used for plasmid construction are listed in Table S3, and all plasmids were confirmed through sequencing. Control siRNA (sc-37007) β-catenin siRNA (sc-29209), MITF siRNA (sc-35934), TFEB siRNA (sc-38509), TFE3 siRNA (sc-38507) were purchased from Santa Cruz Biotechnology. Plasmid and siRNA were transfected using Lipofectamine 3000 according to the manufacturer’s protocol.

### Generation of stable cell lines

For generation of knockdown cell lines, 293 T cells were seeded at a density of 1 × 10^6^ cells on 100 mm dishes. After 24 h, cells were transfected with pSUPER-CTRL shRNA or pSUPER-CCN3/GPNMB shRNAs along with pCMV-VSVG and pCMV-Gag-Pol (8:3:4 mass ratio). After 48 h, retroviral particles were collected from the culture medium of 293 T cells. Hs578T, MDA-MB-231, MDA-MB-436 and MDA-MB-231 LM1 cells were treated with media containing retroviral particles and 10 μg/mL of polybrene (Sigma, St. Louis, MO, USA). CTRL and CCN3/GPNMB knockdown clones were selected by treating cells with puromycin. The selected clones were subjected to western blot and RT-qPCR to confirm their decreased expression of target genes. For generation of overexpression cell lines, 293 T cells were seeded at a density of 1 × 10^6^ cells on 100 mm dishes. After 24 h, cells were transfected with pBMN-EGFP-vec or pBMN-EGFP-CCN3 along with pCMV-VSVG and pCMV-Gag-Pol (8:3:4 mass ratio). After 48 h, retroviral particles were collected from the culture medium of 293 T cells. HCC1806 cells were treated with media containing retroviral particles and 10 μg/mL of polybrene (Sigma, St. Louis, MO, USA). Cell lines were constructed by sorting only the cells expressing EGFP using flow cytometry.

### Immunohistochemistry (IHC)

For IHC of breast cancer patient tissue arrays, tissue array slides were purchased from US Biomax (BR1503f, Rockville, MD, USA). The tissue slide contains 3 cases of adjacent normal breast tissue (NAT) and breast fibroadenoma, 2 cases of breast cystosarcoma phyllodes, 7 cases of breast intraductal carcinoma, and 60 cases of breast invasive ductal carcinoma. Each case has duplicate cores. Paraffin-embedded tissue slides were incubated in a dry oven at 60 °C for 1 h. The slide was deparaffinized in xylene and rehydrated by sequential incubation in 100%, 95%, 80%, and 70% ethanol for 5 min each. After hydration, heat-induced antigen retrieval was conducted using sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0). Then, the slide was incubated overnight at 4 °C in a humidified chamber with the primary antibody diluted in PBS with 3% horse serum. After washing three times with PBS, the slide was incubated with biotin-conjugated secondary antibody for 1 h. The avidin–biotin complex reaction was generated according to the manufacturer’s protocol (PK-6101; PK-6102, Vector Laboratories, Burlingame, CA, USA). The color reaction was performed using DAB (Vector Laboratories), and counter staining was performed using hematoxylin.

For IHC of xenograft tumor tissue sections, tumor tissues were isolated and fixed in 10% formalin overnight. After embedding the tissue in paraffin, it was sectioned to a thickness of 5 μm using a microtome and was prepared by mounting it on a silane-coated slide. The following procedure is the same as described above.

### Cell proliferation assay

Cells were seeded at 1 × 10^4^ cells per well in 12well culture plates. Cells were harvested and counted with a hemocytometer every 24 h for 4 days.

### Dual luciferase assay

Cells were seeded at 2 × 10^4^ cells per well in 24-well culture plates. After 24 h, cells were transfected with reporter constructs (500 ng) and pCMV-RL (2.5 ng) as an internal control using Lipofectamine 3000 (Invitrogen). Dual luciferase assays were performed using a Dual-Luciferase Reporter Assay System (Promega, San Luis Obispo, CA, USA) according to the manufacturer’s protocol 48 h after transfection.

### Immunofluorescence

Cells were seeded at 2 × 10^4^ cells per well in 12-well culture plates with a coverslip. After 24 h, cells were washed with PBS and fixed for 10 min using a 3.7% formaldehyde solution. After that, 0.5% Triton X-100 was used for permeabilization, and blocking was performed for 30 min using 3% or skim milk. For staining of target proteins, the primary antibody and the fluorescence-conjugated secondary antibody were diluted in 1% skim milk and incubated with the cells for 1 h each. For staining of DNA, Hoechst 33342 dye (1 μg/ml) was incubated with the cells for 10 min after target protein staining. Immunofluorescence was confirmed using a Nikon C2 Si-plus confocal microscope (Nikon, Tokyo, Japan) and data analysis was performed using ImageJ software.

### Subcellular fractionation

The protocol S. Kim et al. 2021 [63] was used with slight modifications. Cells were washed once with PBS and lysed with cytoplasmic extraction buffer (10 mM Tris at pH 7.4, 10 mM KCl, 3 mM MgCl2, 0.5% NP-40, 1 mM PMSF). After 20 min on ice, cells were centrifuged at 13,000 rpm, 4c, 5 min to obtain a supernatant. Supernatants were transferred into a new 1.5 ml tube (cytoplasmic fraction). The pellets were washed with 500 μL nuclear washing buffer (10 mM HEPES at pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose) and centrifuged at 13,000 rpm at 4 °C for 5 min two times. After discarding supernatant, pellets were homogenized with a 29 G syringe in a nuclear extraction buffer (20 mM Tris at pH 8.0, 0.42 M NaCl, 0.2 mM EDTA, 10% glycerol, 2 mM DTT, 1 mM PMSF). After 20 min on ice, pellets were centrifuged at 16,000 rpm, 4c, 20 min to obtain a supernatant. Supernatants were transferred into a new 1.5 ml tube (nuclear fraction). Each fraction was used for further experiments.

### Conditioned media

For conditioned media used for western blot analysis, cells were seeded in 100 mm culture dishes and incubated until reaching approximately 90% confluency. After this, they were washed with PBS and changed with serum-free media. After 24 h, the whole medium was harvested and centrifuged at 1000 g to remove cells and debris. Proteins were precipitated from the supernatant using the methanol/chloroform method and were used for western blot analysis. For conditioned media used to treat the cells, cells were seeded in T75 culture flasks and incubated until reaching approximately 90% confluency. After which they were washed with PBS and changed with fresh complete media. After 24 h, the whole medium was harvested and centrifuged at 1000 g to remove cells and debris. The supernatant was filtered using a 0.45 um syringe filter, and the 1/4 dilution was mixed with fresh media and used for further experiments.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total cell RNA was isolated with TRIzol reagent (Molecular Research Center, Cincinnati, OH, USA). Subsequently, RT-PCR was performed using a TOYOBO RT-PCR kit (TOYOBO, Osaka, Japan). Quantitative real-time PCR was performed with a SYBR FAST qPCR kit (Kapa Biosystems) in a Thermal Cycler Dice (Takara, Otsu, Shiga, Japan) according to the manufacturer’s protocols. C(t) values were obtained through the crossing point (CP) method and normalized using GAPDH. The primers used in the experiment were as follows: CCN3 forward, 5’- TCG CAG CGC GGA CCC CAG CAA -3’ and reverse, 5’- CCA GCT GAC AGC GGG GCA CAC -3’; GPNMB forward, 5’- TCA CCC AGA ACA CAG TCT GC -3’ and reverse, 5’- CAG ACC CAT TGA AGG TTC GT -3’; MITF forward, 5’- CAT GCA ACA GAG AGT GCC -3’ and reverse, 5’- GTA CTG CTT TAC CTG CTG CC -3’; TFEB forward, 5’- CTG GAC GAT GTC CTT GGC TA -3’ and reverse, 5’- TGT GAT TGT CTT TCT TCT GCC G -3’; TFE3 forward, 5’- TGT GTA CAG TAG TCA AGG CGT -3’ and reverse, 5’- AGT GCC CAG TTC CTT GAT CC -3’; WNT5A forward, 5’- TAC GAG AGT GCT CGC ATC CTC A -3’ and reverse, 5’- TGT CTT CAG GCT ACA TGA GCC G -3’; GAPDH forward, 5’- GGC AAA TTC CAT GGC ACC GTC -3’ and reverse, 5’- GCC AGC ATC GCC CCA CTT GAT -3’.

### Transwell migration and invasion assay

Cell migration and invasion assays were performed using 8 μm pore size transwell chambers (Corning, NY, USA). The lower chamber was filled with complete culture medium (DMEM with 10% FBS). Cells were suspended in DMEM with 1% FBS and 1 × 10^4^ cells were seeded in the upper chamber. After 24 h, transwell chambers were washed with PBS and stained with 0.5% crystal violet. The number of cells on the bottom surface of the polycarbonate membrane was counted using an optical microscope. For cell invasion assays, the upper chamber was coated with Matrigel (Corning, NY, USA) 2 h prior to cell seeding.

### Wound healing assay

Cells were seeded in 6-well culture plates and incubated until reaching approximately 100% confluency. After this, they were washed with PBS and changed with serum-free media. Wounded areas were generated by scraping the plate monolayer with a pipette tip, and cells were treated with cycloheximide (10 μM) to inhibit protein synthesis. Wound closure was measured under a microscope at 24 h intervals. The wound area at each time point was normalized using the average of the initial wound area.

### Two-dimensional colony formation assay

Cells were seeded at 200 cells per well in 6-well culture plates and incubated for 7 to 10 days at 37 °C in a CO_2_ incubator. After incubation, the cells were washed with PBS and stained with 0.5% crystal violet for 30 min. The cells were then washed twice with PBS and observed with an optical microscope. Colonies were counted and quantified by ImageJ software.

### Anchorage independent colony formation assay

For the Anchorage independent colony formation assay, 6 well plates were coated with a mixture of 1.8% agarose (Duchefa Biochemie) and 2X complete DMEM (1:1 volume ratio). After 3 h in a 37 °C incubator for hardening, cells were seeded at 1.5 × 10^3^ in each well mixed with 0.9% agarose (1:1 volume ratio). Wells were covered with 1 ml media and incubated for 10–14 days. After incubation, the cells were washed with PBS and stained with 0.05% crystal violet for 2 h. The cells were then washed with PBS for several days and were observed with an optical microscope. Colonies were counted and quantified by ImageJ software.

### Flow cytometry

For analysis of the CD44^+^CD24^-^ cancer stem cell population, cells were seeded at 1 × 10^6^ cells in 100 mm culture plates. Cells were washed once with PBS and stained with fluorescence-conjugated antibodies (CD44-PE; BioLegend, CD24- Alexa Fluor 647; Santa Cruz Biotechnology) for 30 min. Flow cytometry was performed with a BD FACS Canto II flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA), and data analysis was performed using FlowJo software. To quantify aldehyde dehydrogenase (ALDH) activity, an ALDEFLOUR assay (StemCell Technologies) was performed according to the manufacturer’s protocol.

### Western blots

Cells were washed once with PBS and lysed with lysis buffer (20 mM Tris-HCl, pH 7.4, 0.1 mM EDTA, 150 mM NaCl, 1% NP-40, 0.1% Triton X-100, 0.1% SDS, 20 mM NaF, 1 mM Na_3_VO_4_, 1× protease inhibitor cocktail, Roche, Basel, Switzerland). Equal amounts of protein in cell lysates were determined by standardization with the BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins were resolved by SDS-PAGE and transferred to nitrocellulose membranes (Whatman GmbH, Dassel, Germany). After blocking with 5% skim milk in TBST at RT for 1 h, membranes were incubated with primary antibodies overnight at 4 °C, followed by 2 h incubation with HRP-conjugated secondary antibodies at RT. Protein bands were visualized with Dyne ECL (Dyne, Seongnam, Korea).

### Mammosphere formation assay

Cells were seeded at 6 × 10^2^ cells per well in poly-HEMA coated 12-well culture plates. Cells were maintained in sphere-forming medium (DMEM/F12 containing 10 ng/ml bFGF, 20 ng/ml EGF (Peprotech, Rocky Hill, NJ, USA) and 1% B27 supplement (Life Technologies, Carlsbad, CA, USA). After 7 to 10 days, spheres were observed and counted with an optical microscope.

### Animal experiments

NSG mice 8 to 10 weeks old (Orient Bio, Seoul, Korea) were used in all experiments. For intravenous injection, 5 × 10^5^ MDA-MB-231 LM1 shCTRL /shCCN3 cells were suspended in 500 μl PBS and injected through the lateral tail vein of the mice. Five weeks after injection, the mice were sacrificed, and the lungs were isolated. Isolated lungs were fixed in 3.7% paraformaldehyde, and tumor foci that occurred on the surface of the lung were measured by the naked eye with a magnifier. The tissue was then embedded in paraffin for hematoxylin and eosin tissue staining. For fat pad injection, 1 × 10^6^ MDA-MB-231 LM1 shCTRL /shCCN3 cells were suspended in 40 μl PBS and injected through the 4th mammary fat pad of the mice. After injection, the tumor volume was measured using calipers at intervals of twice a week. The tumor volume was calculated using the following formula: (longest diameter × perpendicular diameters^2^) / 2. Mice were sacrificed 4 weeks after injection and primary tumors were isolated. Tumor tissues were weighed and fixed in 3.7% paraformaldehyde for histologic analyses. For limiting dilution assay, serially diluted MDA-MB-231 LM1 shCTRL /shCCN3 cells (1 × 10^5^, 1 × 10^4^, 1 × 10^3^) were suspended in 40 μl PBS and injected through the 4th mammary fat pad of the mice. Mice were observed for tumor formation for 4 weeks. Extreme limiting dilution analysis (ELDA) was used to estimate the frequency of tumor-initiating cells [64].

### RNA sequencing

For RNA sequencing analysis, the total RNA of Hs578T shCTRL /shCCN3 #2 was isolated using TRIzol reagent (Molecular Research Center, Cincinnati, OH, USA). Total RNA integrity was checked using an Agilent Technologies 2100 Bioanalyzer with an RNA Integrity Number (RIN) value greater than or equal to 7. The library was prepared using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocols. The constructed libraries were subjected to NovaSeq 6000 systems for sequencing on the Macrogen. All procedures were conducted following the manufacturer’s instructions.

### Cycloheximide chasing assay

Cells were seeded at a density of 1 × 10^6^ cells per 100 mm dish. After 24 h, cells were treated with 100 μg/ml of cycloheximide (Sigma-Aldrich, St. Louis, MO, USA) to block protein synthesis. After each time point, cells were harvested, and the changed protein was analyzed by western blot.

### Purification of recombinant human HB-EGF

E. coli Rosetta (DE3) cells were transformed with pET-16b containing active HB-EGF sequence and incubated in 5 ml of LB with ampicillin for 16 h at 37 °C. The whole medium was inoculated into 1 L of fresh medium and incubated until OD600 reached 0.3–0.4. IPTG was added at 1 mM and further incubated at 37 °C for 2 h. Cells were harvested and resuspend with PBS. Then, whole cells were lysed with sonication. His-tagged HB-EGF proteins contained in the supernatant were incubated with Ni Sepharose high performance (GE healthcare, Chicago, Illinois, USA) for 2 h at 4 °C. Ni beads were washed twice with wash buffer (PBS containing imidazole 20 mM, NaCl 500 mM) and eluted with elution buffer (PBS containing imidazole 500 mM, NaCl 500 mM). Purified proteins were desalted and exchanged with PBS buffer using Micro Bio-Spin P-6 columns (Bio-Rad, Hercules, CA, USA). Protein concentration was measured based on A280 value and was confirmed by SDS-PAGE with BSA.

### Statistics

All experiments were performed with at least three independent trials. Data are expressed as means ± standard deviations. All statistical analyses were conducted using GraphPad Prism version 5.03 for Windows (GraphPad Software, San Diego, CA USA). The statistical significance between the two groups was calculated with the two-tailed student *t*-test. For multiple groups of 3 or more, a one-way ANOVA (post hoc Dunnett’s test or Tukey’s test) was used for the calculation. For the analysis of time-dependent growth or decrease curves, a two-way ANOVA with a Bonferroni posttest was used. For Kaplan-Meier survival analysis, the log-rank test was used for comparative analysis. To analyze the correlation between the two variables, Pearson and Spearman correlation coefficient were used for the calculation. A value of *p* < 0.05 was indicated to determine the significant difference in each figure.

## Supplementary information

aj-checklist_CDDIS-22-2383-T

Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Original Data File

## Data Availability

All datasets used in this study are publicly available. RNA sequencing data generated during the current study are available in the Gene Expression Omnibus (GEO) repository, under the accession number GSE193382.

# Supplementary material for: CCN3/NOV promotes metastasis and tumor progression via GPNMB-induced EGFR activation in triple-negative breast cancer
**Source:** Cell Death Dis. 2023 Feb 3;14(2):81. doi: 10.1038/s41419-023-05608-3
**Supplement:** Supplementary file 2 — Supplementary information

**Supplementary figures**

**Supplementary Figure 1.** **CCN3 highly expressed in TNBC and correlates with metastatic phenotype (continued from Fig.1).**

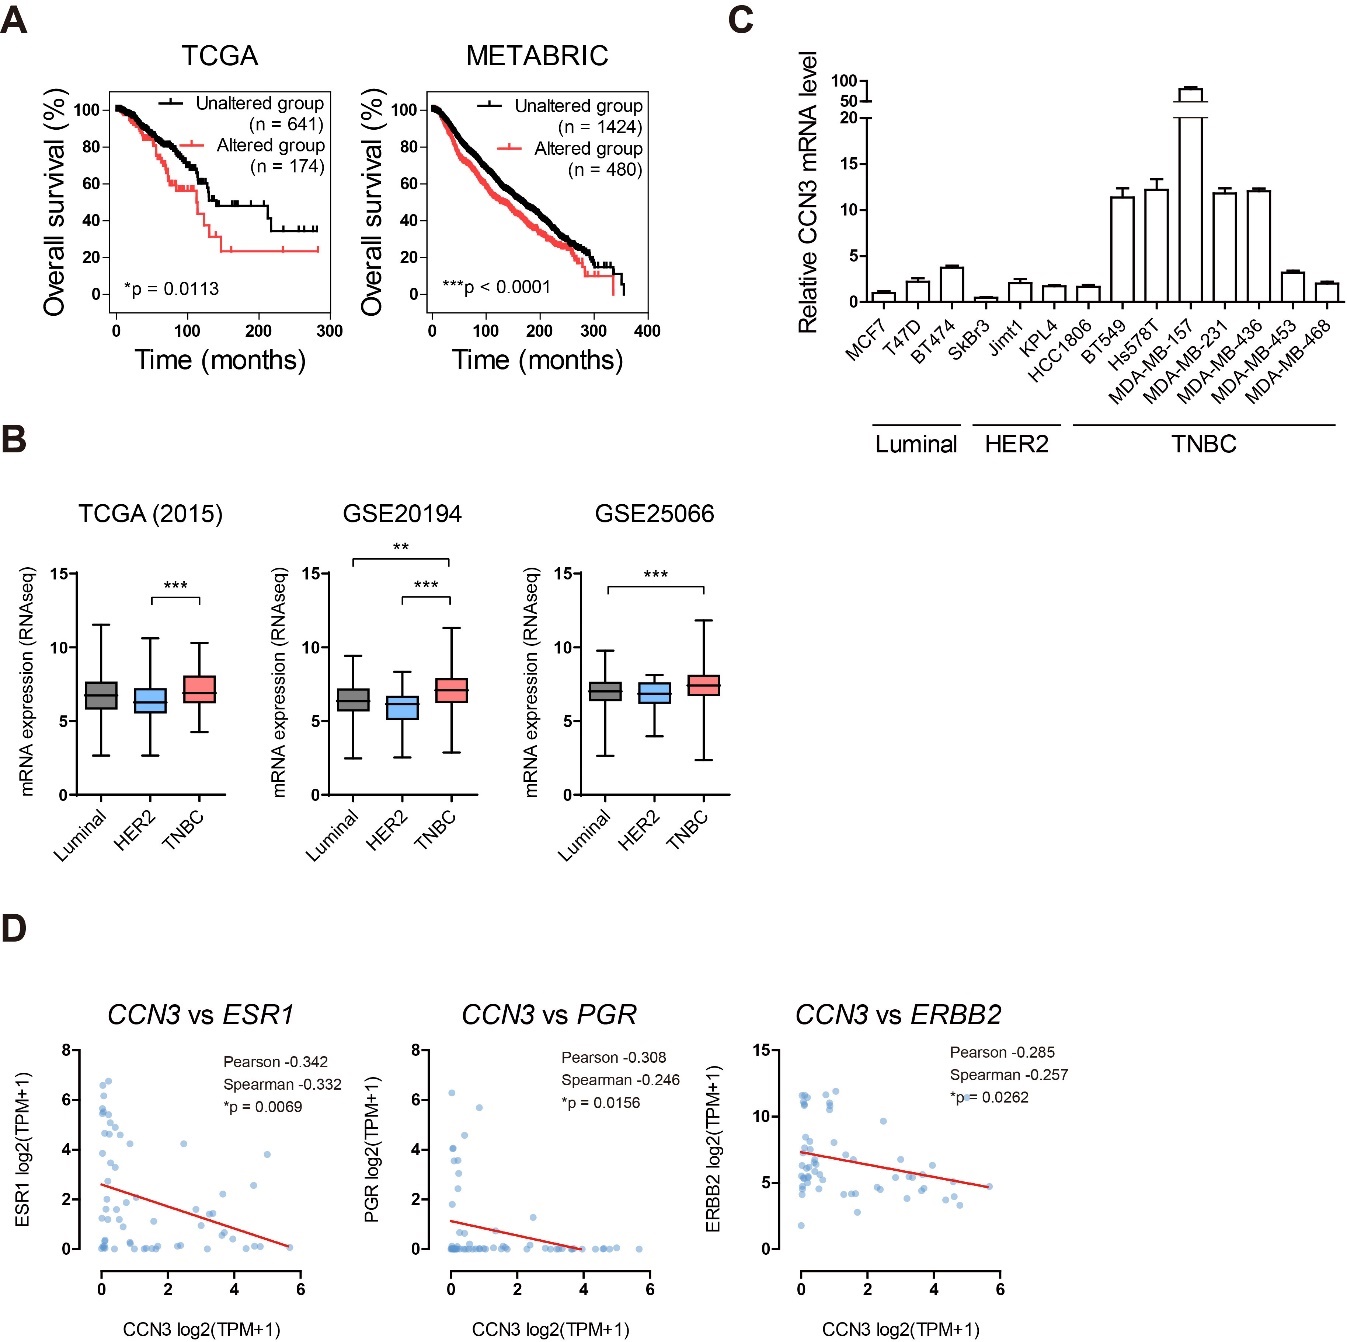

(A) Overall survival plot of *CCN3* altered/unaltered patients in the indicated dataset. P values were calculated with log-rank test. (B) *CCN3* mRNA expression of breast cancer patients. mRNA expression data were obtained from TCGA (luminal, n = 593; HER2, n = 120; TNBC, n = 82), GSE20194 (luminal, n = 161; HER2, n = 33; TNBC, n = 74) and GSE25066 (luminal, n = 291; HER2, n = 10; TNBC, n = 207) respectively. Expression values were clustered by breast cancer molecular subtype. P values were calculated with one-way ANOVA with a post-hoc Tukey’s multiple comparison test (**p < 0.005, ***p < 0.0005). (C) RT-qPCR analysis showed *CCN3* mRNA level of 14 breast cancer cell lines. Each value was normalized with GAPDH. Normalized mRNA expression of each cell line was compared with the value of MCF7. Mean ± SD (n = 3). (D) Correlation between *CCN3* mRNA expression and *ESR1/PGR/ERBB2* mRNA expression. Assessed data were from CCLE dataset.

**Supplementary Figure 2.** **CCN3 regulates cell migration, invasion and EMT phenotype (continued from Fig 2).**

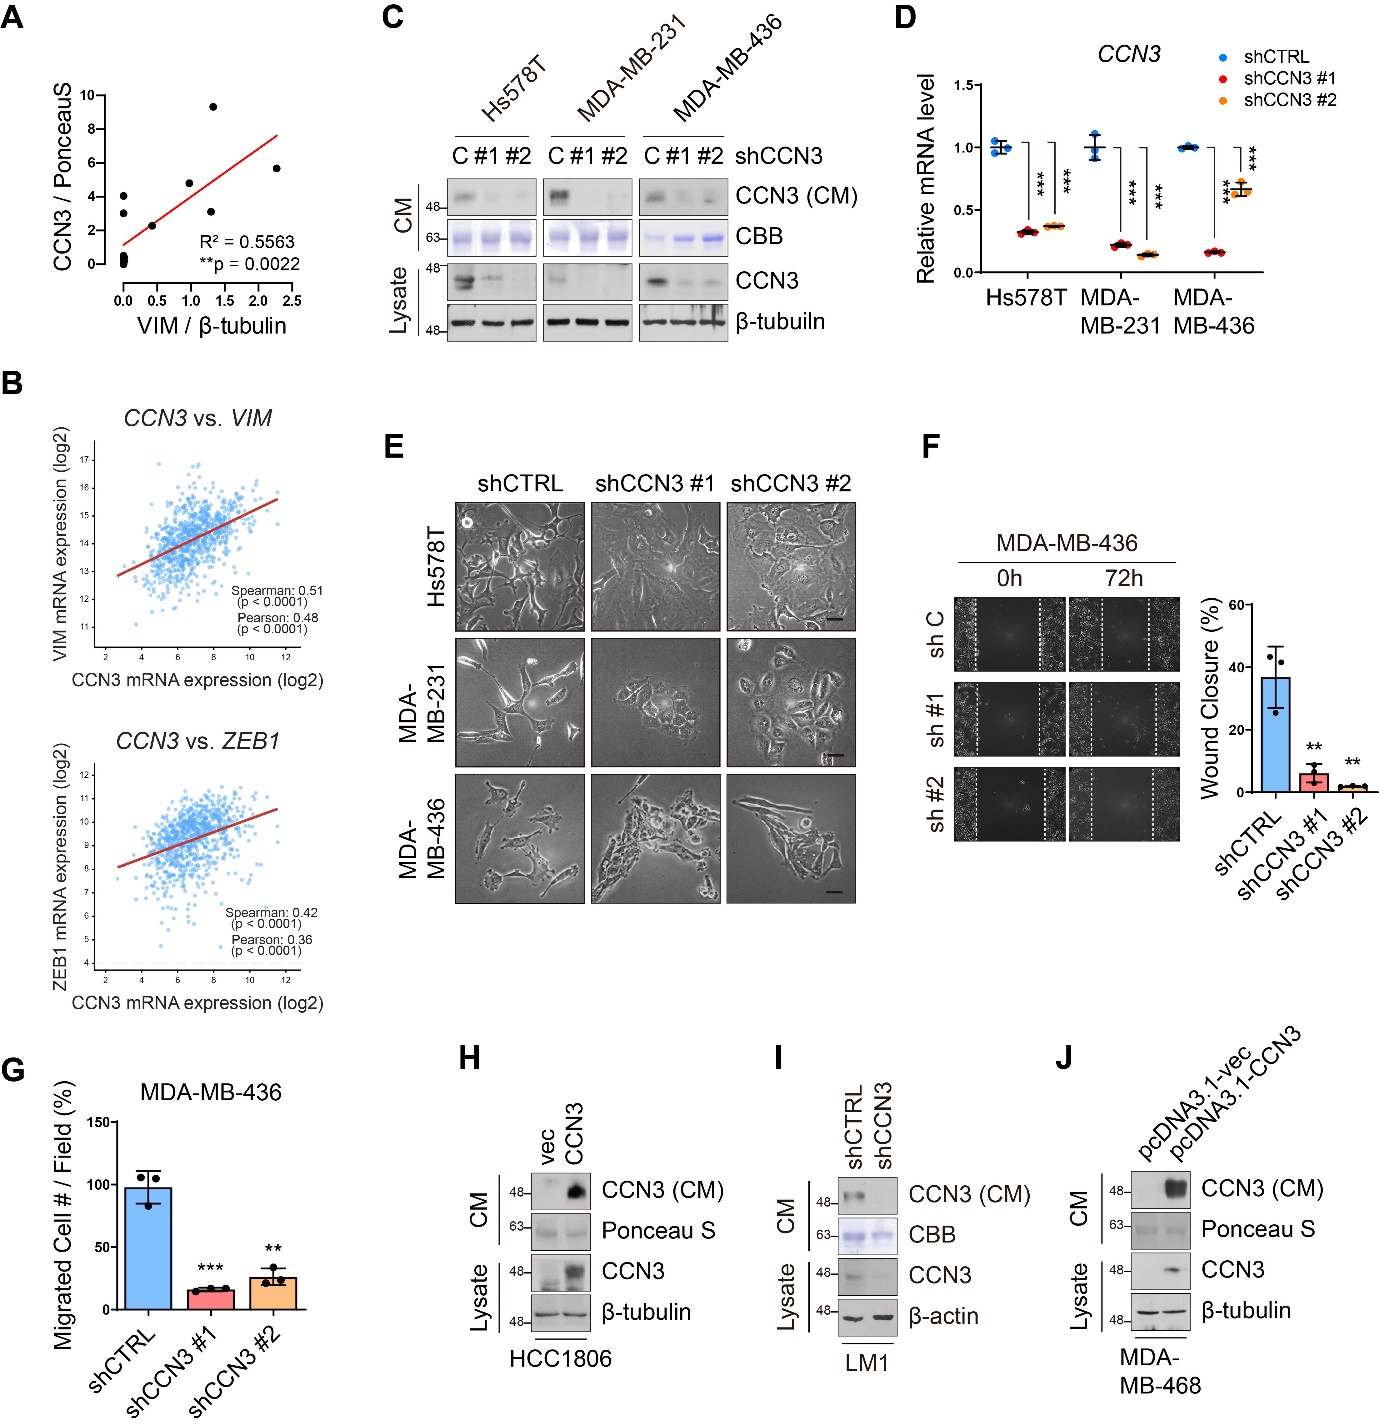

(A) Correlation between secreted CCN3 level and vimentin level in breast cancer cell lines. Secreted CCN3 level was normalized by ponceau S staining intensity and vimentin level was normalized by β-tubulin band intensity. (B) Correlation between *CCN3* mRNA expression and EMT marker (*ZEB1* and *VIM*) mRNA expression. Assessed data were from TCGA dataset (Cell, 2015) (C) Western blot analysis of whole cell lysate and precipitated protein from conditioned media with indicated antibody. β-tubulin was used as a loading control for whole cell lysate and Coomassie Brilliant Blue staining intensity was used as a loading control for conditioned media. CM; conditioned media. CBB; Coomassie brilliant blue. (D) RT-qPCR analysis showed CCN3 mRNA level. Each value was normalized with GAPDH. Mean ± SD (n = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparisons test (***p < 0.0005). (E) Brightfield microscopic image indicated morphological change of CCN3 knockdown cell lines (scale bar = 50μm). (F) Wound-healing assay of MDA-MB-436 CCN3 knockdown cell lines. The width of the wound area was monitored with a microscope at 24 h intervals. Mean ± SD (n = 3). P values were calculated with two-way ANOVA with a Bonferroni posttest (*p < 0.05, **p < 0.005, ***p < 0.0005). (G) Transwell migration assays were assessed with MDA-MB-436 CCN3 knockdown cell lines (scale bar = 200μm). Each value was normalized with the value of control cell line. Mean ± SD (n = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparisons test (***p < 0.0005). (H-J) Western blot analysis was performed to confirm the overexpression or knockdown of CCN3 expression in each cell line. β-tubulin and β-actin were used as a loading control for whole cell lysate and ponceau S staining and Coomassie Brilliant Blue staining intensity was used as a loading control for conditioned media. CM; conditioned media. CBB; Coomassie brilliant blue.

**Supplementary Figure 3. CCN3 promotes in vivo metastasis and proliferation of breast cancer cells.**

**
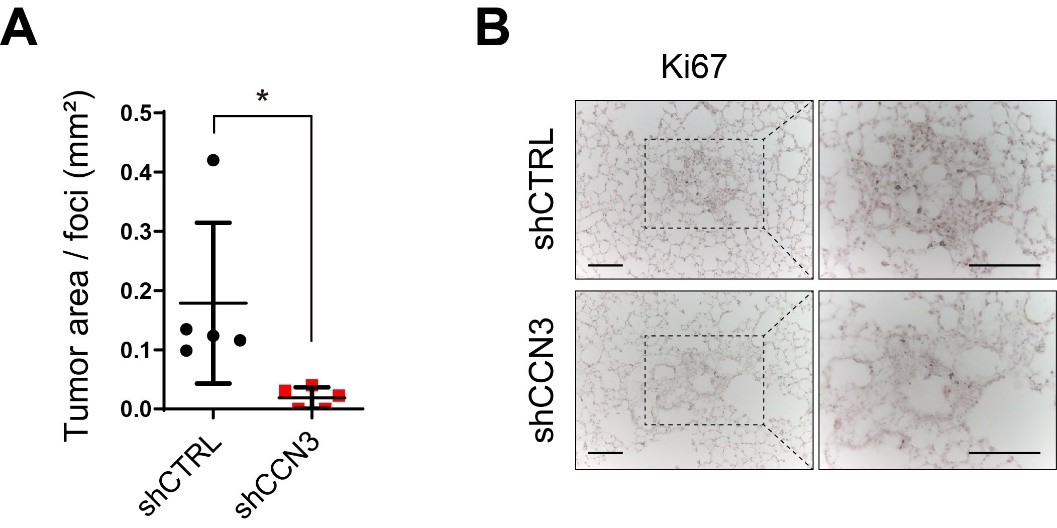
**

(A) Colonized tumor areas per each tumor foci on each lung section were calculated. Mean ± SD (n = 5). P value was calculated with two-tailed student t-test (***p < 0.0005). (B) Immunohistochemistry images of Ki67 expression in lung metastasis tissue (scale bar = 100μm). (C) CTC data 추가 예정

**Supplementary Figure 4. CCN3 enhances cancer stem cell-like phenotype (continued from Fig 3).**

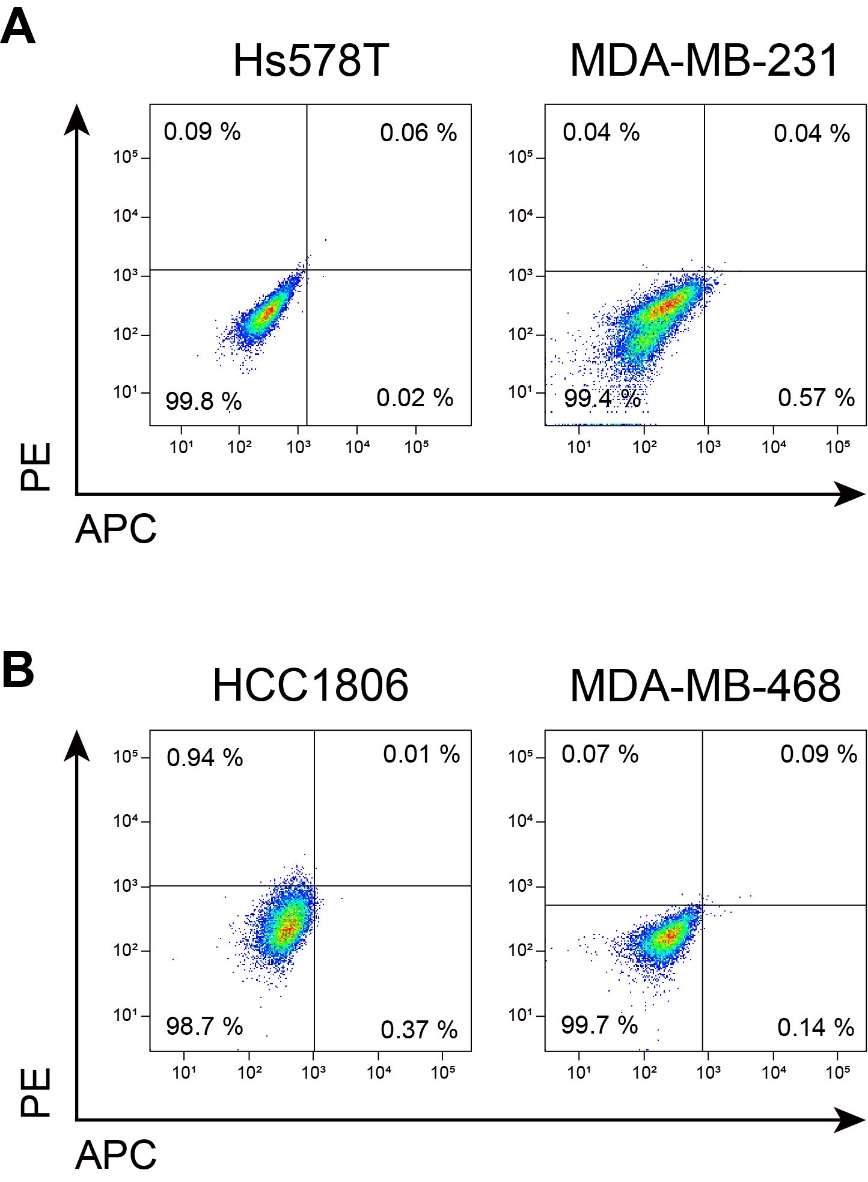

(A) FACS analysis of negative staining plot in the Hs578T and MDA-MB-231 CCN3 knockdown cell lines. (B) FACS analysis of negative staining plot in the HCC1806 and MDA-MB-468 CCN3 overexpression cell lines. Negative gating was adjusted for each positive population to be less than 1% of the total population.

**Supplementary Figure 5. Neutralization of CCN3 decreases cell viability in TNBC cells.**

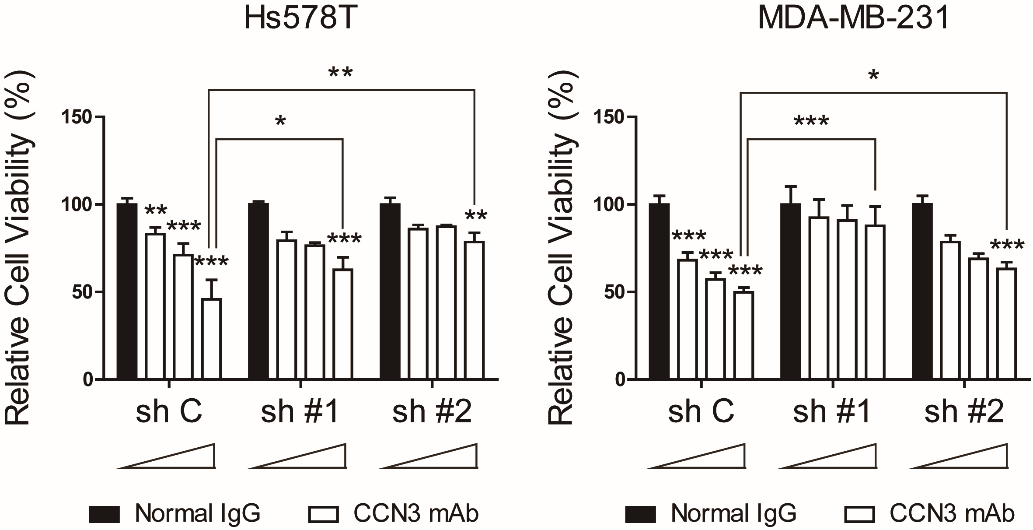

Hs578T and MDA-MB-231 control and CCN3 knockdown cell were treated with CCN3 monoclonal antibody. After 77h, cell viability was measured by MTT assay. Concentration of antibody was 5, 10, 20 ug/ml, respectively. Normal mouse IgG was used as negative control. Value of viability were normalized with the value of negative control. Mean ± SD (n = 4). P values of each concentration of antibody were calculated with Two-tailed student *t* test. P values of each cell lines were one-way ANOVA with a post-hoc Dunnett’s multiple comparisons test (*p < 0.05, **p < 0.005, ***p < 0.0005).

**Supplementary Figure 6. Immunohistochemical analysis of xenografted tumor.**

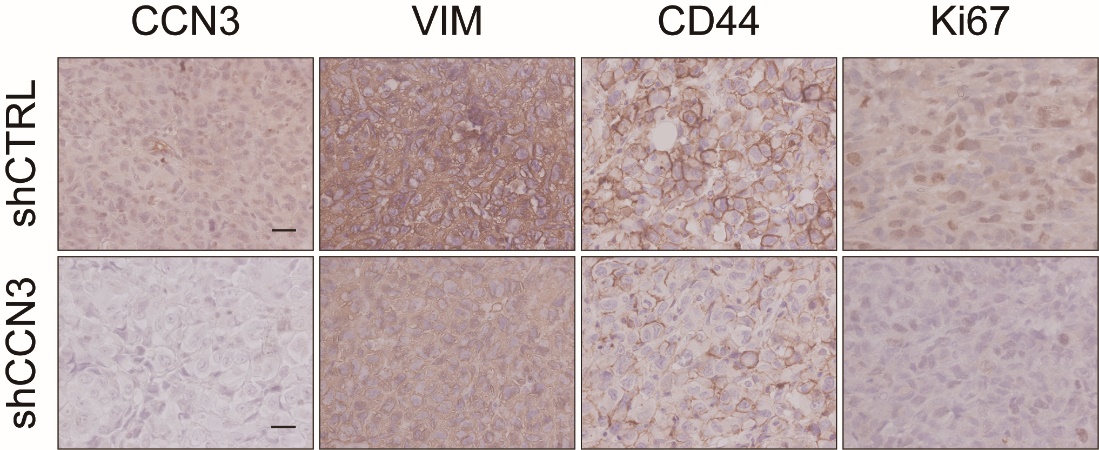

Immunohistochemistry images of CCN3, VIM, CD44 and Ki67 expression in xenograft tumor (scale bar = 20μm).

**Supplementary Figure 7. shRNA resistant CCN3 restores decreased proliferation of CCN3 knockdown cell lines.**

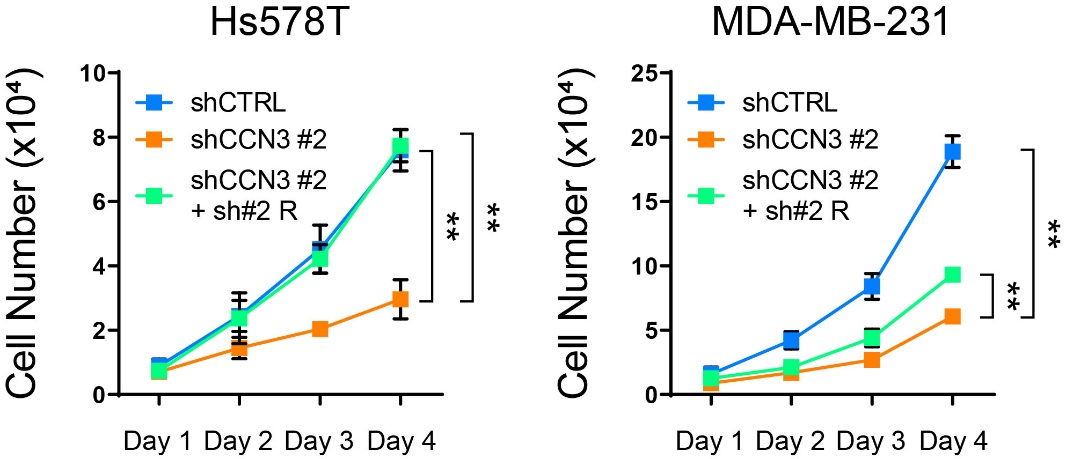

Cell proliferation assays were performed using Hs578T and MDA-MB-231 CCN3 knockdown cell lines after transfection with or without shRNA resistant CCN3. Mean ± SD (n = 3). P values were calculated with two-way ANOVA with a Bonferroni posttest (**p < 0.005, ***p < 0.0005).

**Supplementary Figure 8. EGFR expression positively correlates with CCN3 expression.**

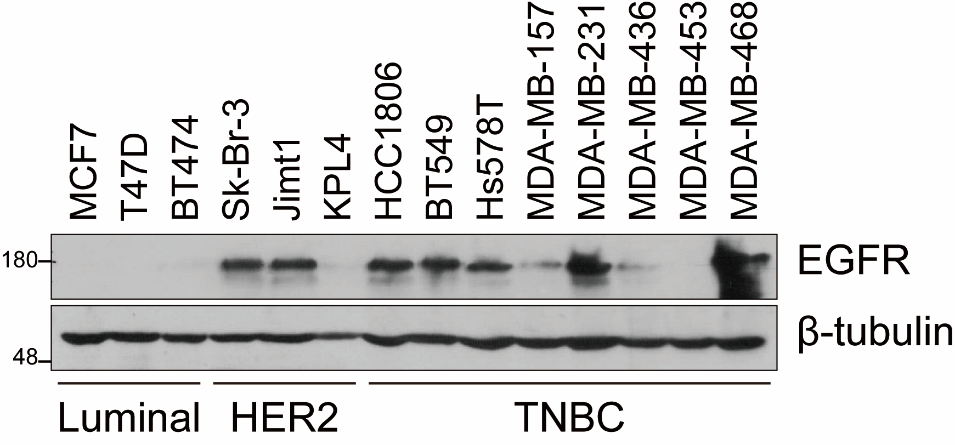

Western blot analysis of 14 breast cancer cell lines with indicated antibodies. β-tubulin was used as a loading control.

**Supplementary Figure 9. RNA-seq results indicated that CCN3 affects EGFR and stem cell-related gene expression.**

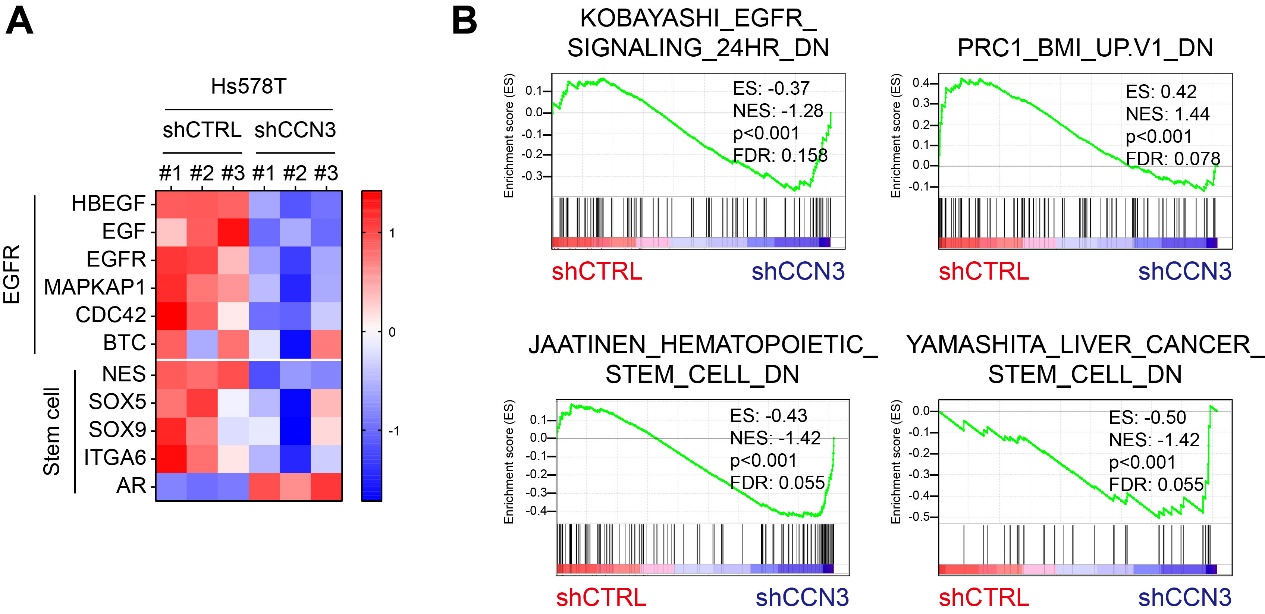

(A) The heatmap presents EGFR and stem cell-related genes altered by CCN3 in the RNA-seq data set. (B) GSEA was performed with mRNA expression data from RNA-seq dataset. Plots indicate that enrichment of EGFR and stem cell-related gene signatures were decreased in shCCN3 cell line. ES; enrichment score, NES; normalized enrichment score, FDR; false discovery rate.

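Among the stem cell-related genes of Fig. S9A, NES fell from 1.90 ± 0.114 CPM in shCTRL cells to 0.513 ± 0.208 CPM in shCCN3 cells (SD, n = 3 each), a log2 fold change of -1.90 (standard error 0.287, adjusted p = 0.000884 from edgeR's quasi-likelihood test). ITGA6 had a log2 fold change of -0.71 (adjusted p = 0.00241 from the same edgeR test), and SOX9 one of -0.27 (adjusted p = 0.026). SOX5 was expressed below 1 CPM, and its log2 fold change of -1.06 had an adjusted p of 0.051. Of the signaling genes, MAPKAP1 had a log2 fold change of -0.29 (adjusted p = 0.00272) and CDC42 one of -0.21 (adjusted p = 0.0171). With a replicate block, the adjusted p-values of CDC42 and SOX9 were 0.0813 and 0.0525, and 1 or both were also above 0.05 in 4 of the 6 fits that each left out one library.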

**Supplementary Figure 10.** **Expression of GPNMB is positively correlated with expression of CCN3 and upregulated in TNBC patients.**

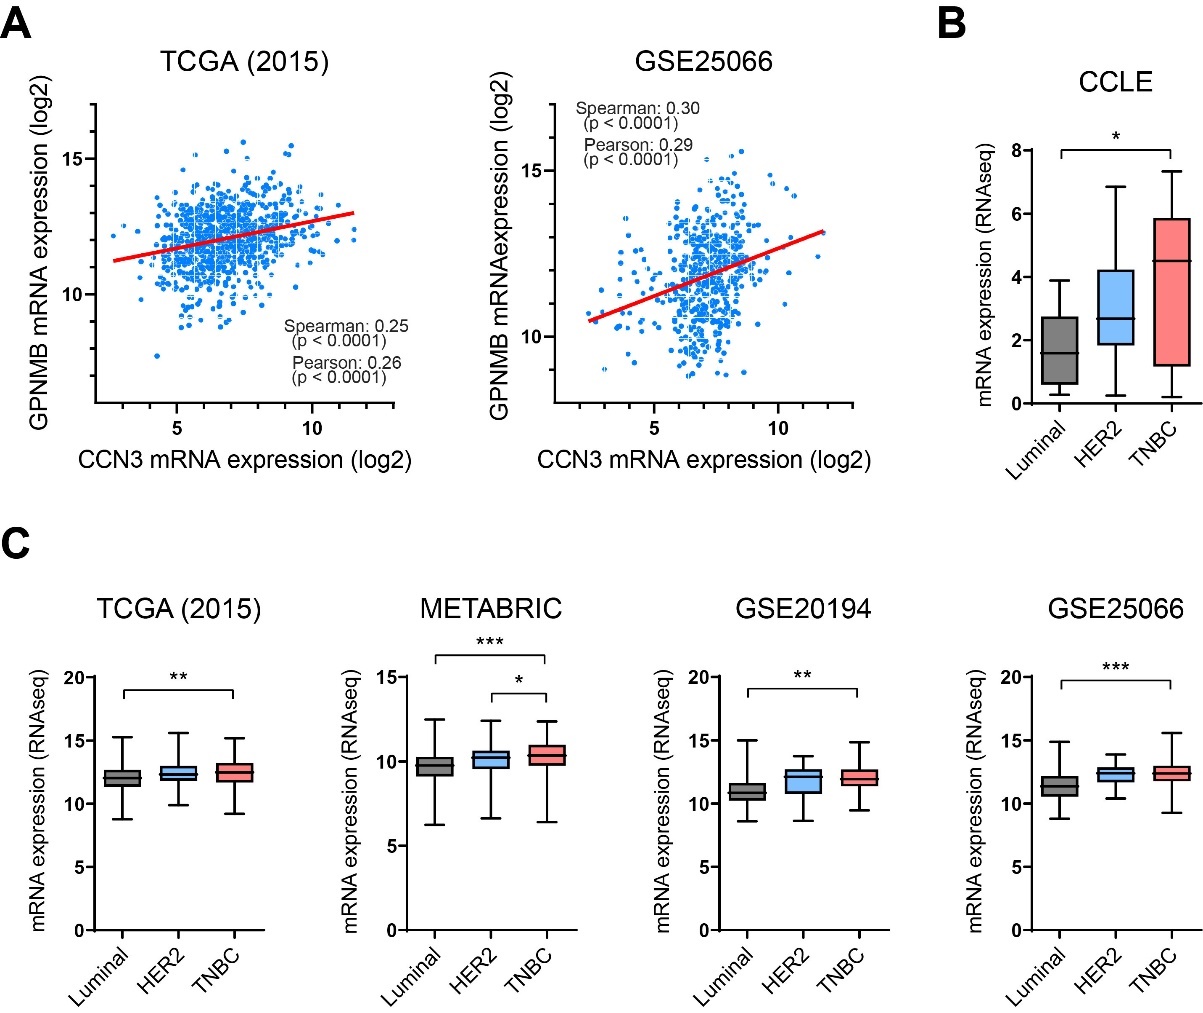

(A) Correlation between *CCN3* mRNA expression and *GPNMB* mRNA expression. Assessed data were from TCGA dataset (Cell, 2015) and GSE25066. (B) *GPNMB* mRNA expression of breast cancer cell lines. mRNA expression data were obtained from CCLE dataset. Expression values were clustered by breast cancer molecular subtype (luminal, n = 11; HER2, n = 19; TNBC, n = 33). P values were calculated with one-way ANOVA with a post-hoc Tukey’s multiple comparison test (*p < 0.05). (C) *GPNMB* mRNA expression of breast cancer patients. mRNA expression data were obtained from TCGA (luminal, n = 593; HER2, n = 120; TNBC, n = 82), METABRIC (luminal, n = 1355; HER2, n = 236; TNBC, n = 299), GSE20194 (luminal, n = 161; HER2, n = 33; TNBC, n = 74) and GSE25066 (luminal, n = 291; HER2, n = 10; TNBC, n = 207) respectively. Expression values were clustered by breast cancer molecular subtype. P values were calculated with one-way ANOVA with a post-hoc Tukey’s multiple comparison test (*p < 0.05, **p < 0.005, ***p < 0.0005).

**Supplementary Figure 11. Exogenous CCN3 promotes expression of GPNMB.**

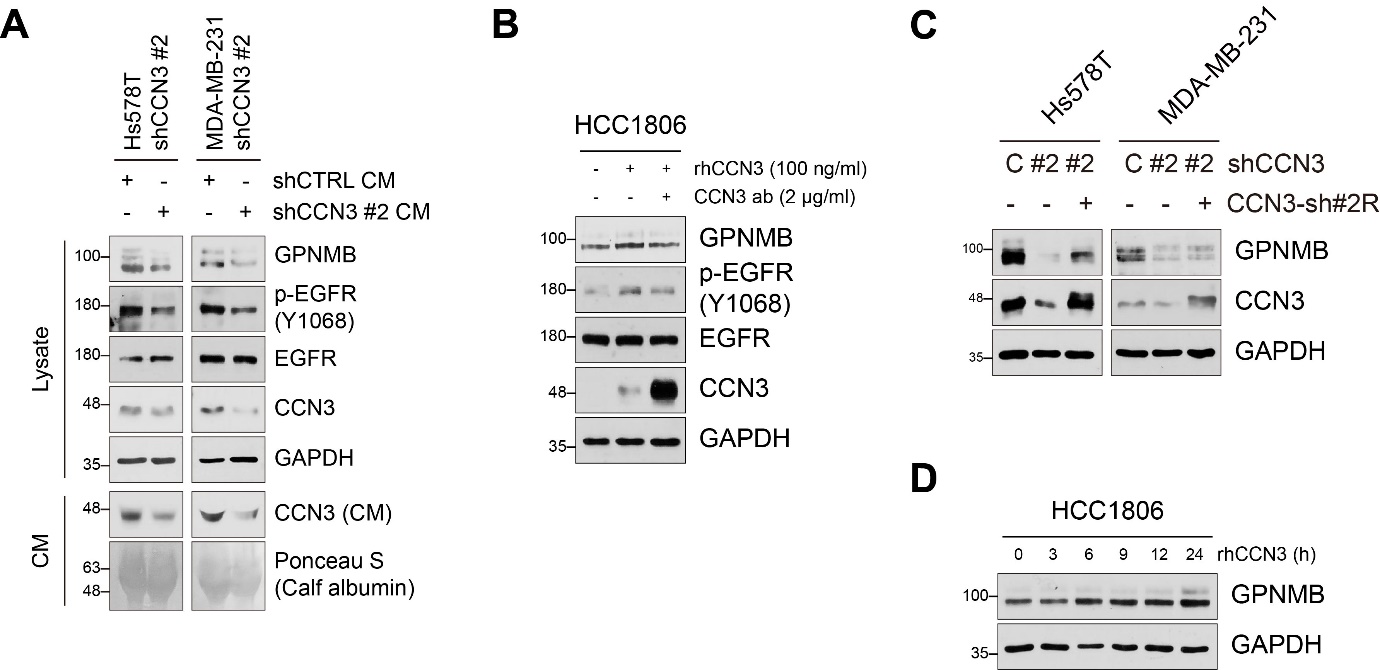

(A) Western blot analysis of conditioned media treated Hs578T and MDA-MB-231 CCN3 knockdown cell lines with indicated antibodies. GAPDH was used as a loading control for whole cell lysate and ponceau S staining intensity was used as a loading control for conditioned media. (B) Western blot analysis of rhCCN3 and CCN3 ab treated HCC1806 with indicated antibodies. GAPDH was used as a loading control (C) Western blot analysis of whole cell lysate with indicated antibody. CCN3 knockdown cell line restored their expression by transfection with shRNA resistant CCN3 construct. GAPDH was used as a loading control. (D) Western blot analysis of time-dependent treatment of rhCCN3 with HCC1806. rhCCN3 was treated at a concentration of 100 ng/ml. GAPDH was used as a loading control.

**Supplementary Figure 12. Knockdown of GPNMB drives anti-tumorigenic effect *in vitro* (continued from Fig 7)*.***

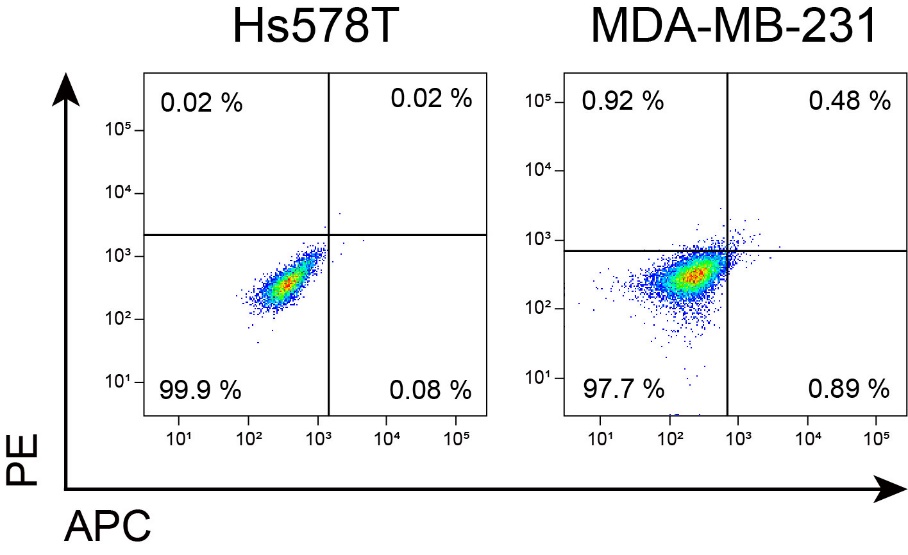

FACS analysis of negative staining plot in the Hs578T and MDA-MB-231 GPNMB knockdown cell lines. Negative gating was adjusted for each positive population to be less than 1% of the total population.

**Supplementary Figure 13. CCN3 knockdown downregulates MITF, but not TFEB and TFE3.**

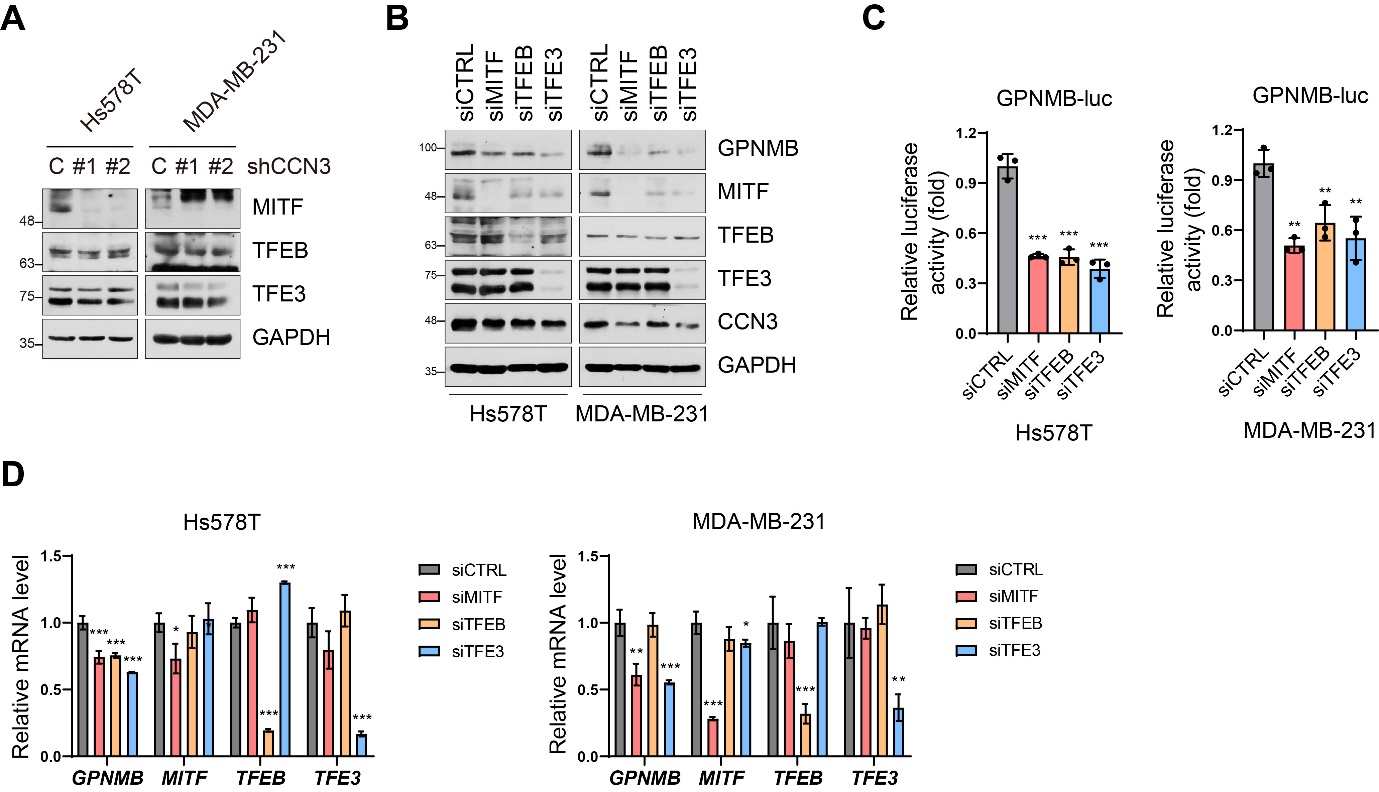

(A) Western blot analysis of whole cell lysate of CCN3 knockdown cell lines with indicated antibody. GAPDH was used as a loading control. (B) Western blot analysis of MITF, TFEB and TFE3 siRNA transfected Hs578T and MDA-MB-231. GAPDH was used as a loading control. (C) A dual luciferase assay was performed using pGL3-GPNMB-luc construct. pCMV-RL was used as an internal control. Mean ± SD (n = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (**p < 0.005, ***p < 0.0005). (D) RT-qPCR analysis showed mRNA level of indicated genes in MITF, TFEB and TFE3 siRNA transfected Hs578T and MDA-MB-231. Each value was normalized with GAPDH. Mean ± SD (n = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (*p < 0.05, **p < 0.005, ***p < 0.0005).

**Supplementary Figure 14. knockdown of β-catenin decreases GPNMB expression and following signaling pathway.**

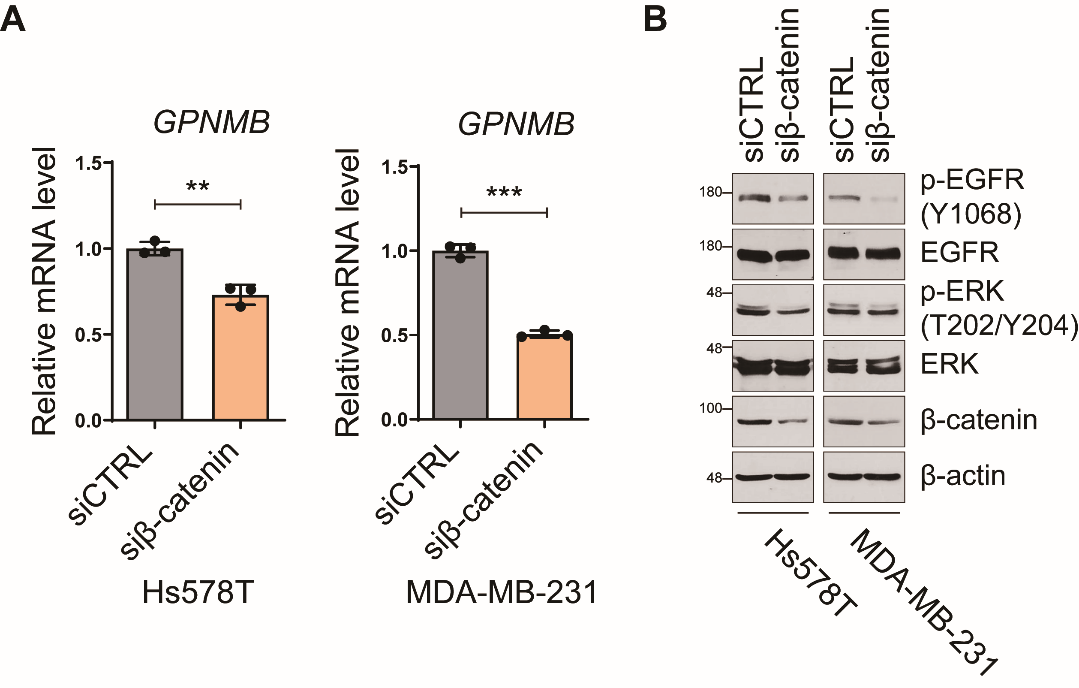

(A) RT-qPCR analysis showed GPNMB mRNA level in β-catenin siRNA transfected Hs578T and MDA-MB-231. Each value was normalized with GAPDH. Mean ± SD (n = 3). P values were calculated with Two-tailed student *t* test. (**p < 0.005, ***p < 0.0005). (B) Western blot analysis of β-catenin siRNA transfected Hs578T and MDA-MB-231 with indicated antibodies. β-actin was used as a loading control.

**Supplementary Figure 15. LiCl increases GPNMB expression and MITF protein level.**

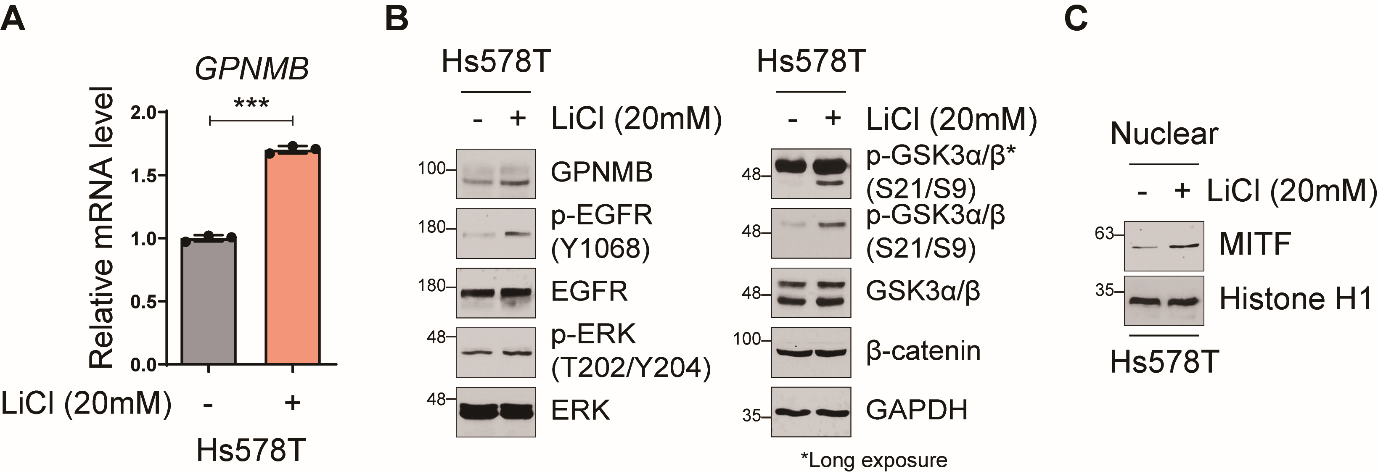

(A) RT-qPCR analysis showed GPNMB mRNA level in LiCl treated Hs578T. Each value was normalized with GAPDH. Mean ± SD (n = 3). P values were calculated with Two-tailed student *t* test. (**p < 0.005, ***p < 0.0005). (B) Western blot analysis of LiCl treated Hs578T with indicated antibodies. GAPDH was used as a loading control. (C) Western blot analysis of lysate isolated into cytoplasm and nuclear of LiCl treated Hs578T using the indicated antibodies. β-actin and histone H1 were used as a loading control for cytosol and nuclear, respectively.

**Supplementary Figure 16. Correlation between CCN3 and Wnt signaling.**

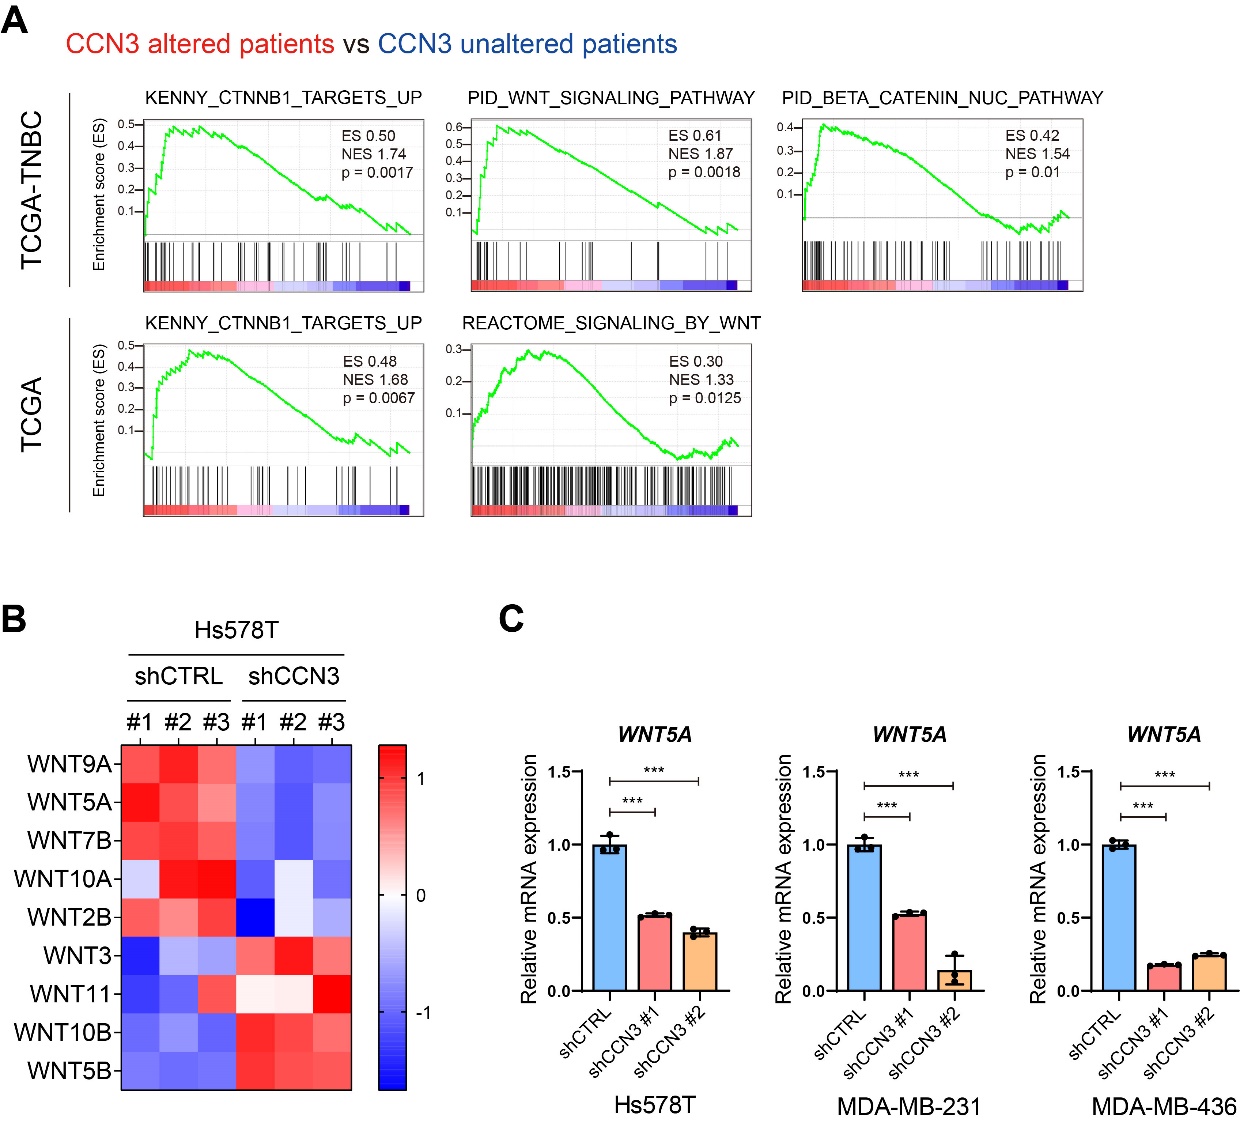

(A) GSEA was performed with mRNA expression data from TCGA (Cell, 2015) dataset. ES; enrichment score, NES; normalized enrichment score. (B) The heatmap presents Wnt ligand expression altered by CCN3 in the RNA-seq data set. (C) RT-qPCR analysis showed the *WNT5A* mRNA level in Hs578T, MDA-MB-231 and MDA-MB-436 CCN3 knockdown cell lines. Each value was normalized with GAPDH. Mean ± SD (n = 3). P values were calculated with one-way ANOVA with a post-hoc Dunnett’s multiple comparison test (***p < 0.0005).

**Supplementary tables**

Supplementary Table.1 List of antibodies

Supplementary Table.2 List of shRNA sequences

Supplementary Table.3 List of primers for plasmid construction

# Supplementary material for: CCN3/NOV promotes metastasis and tumor progression via GPNMB-induced EGFR activation in triple-negative breast cancer
**Source:** Cell Death Dis. 2023 Feb 3;14(2):81. doi: 10.1038/s41419-023-05608-3

Figure.1

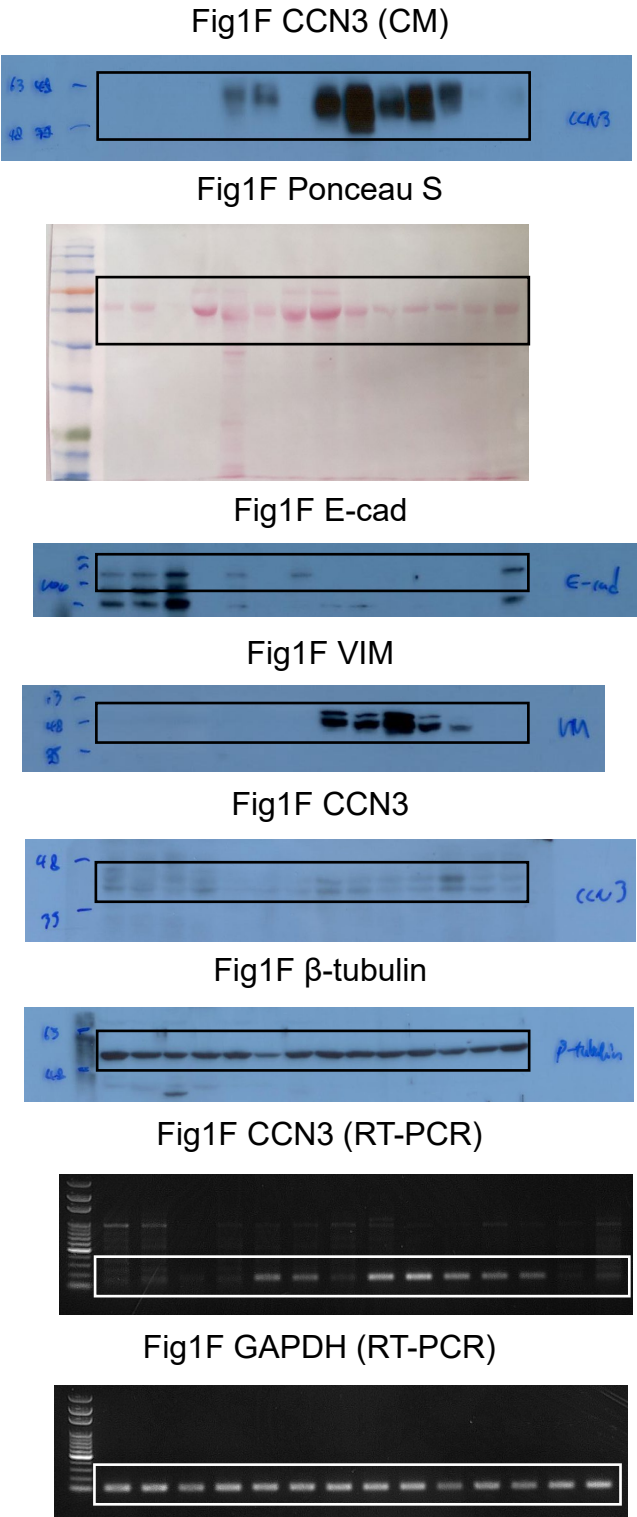

Figure.2

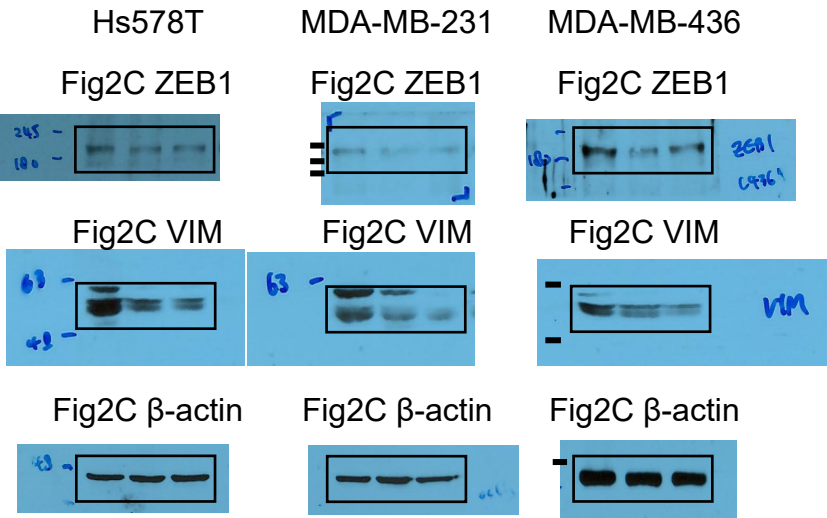

Figure.3

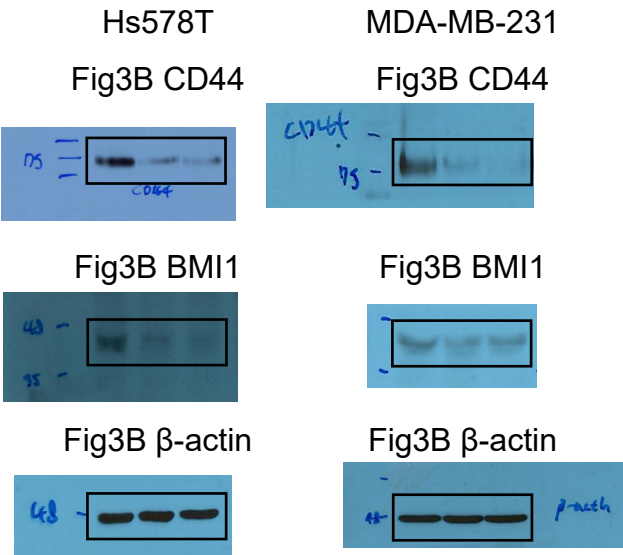

**Figure.5**

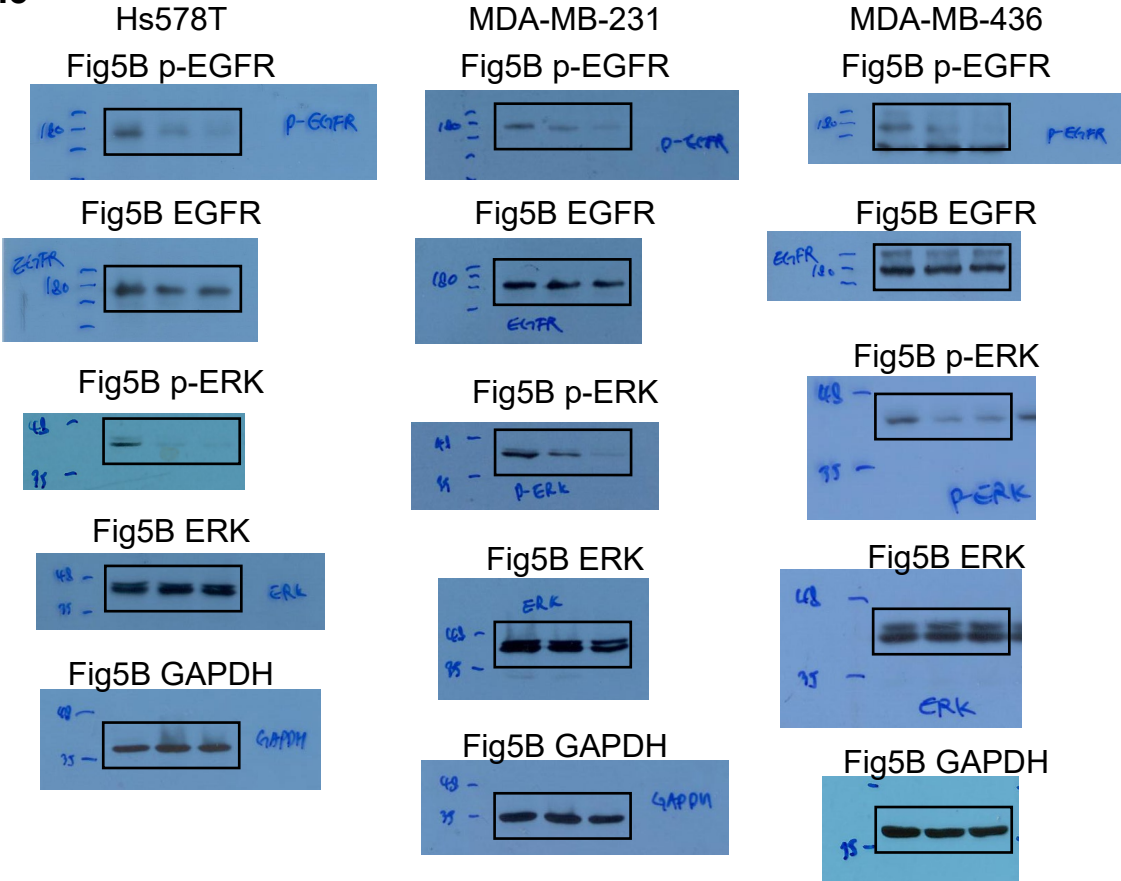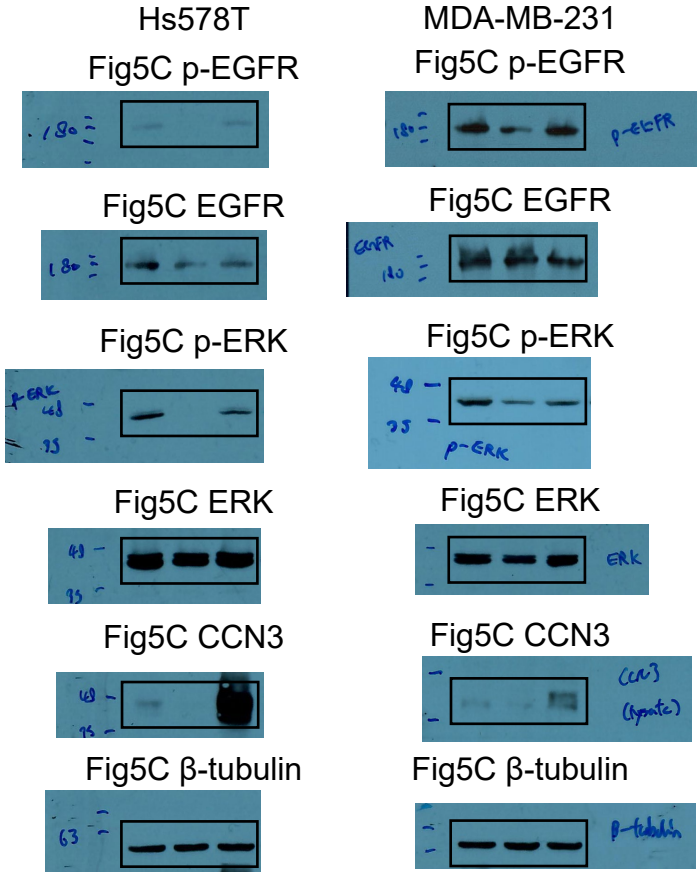

Figure.6

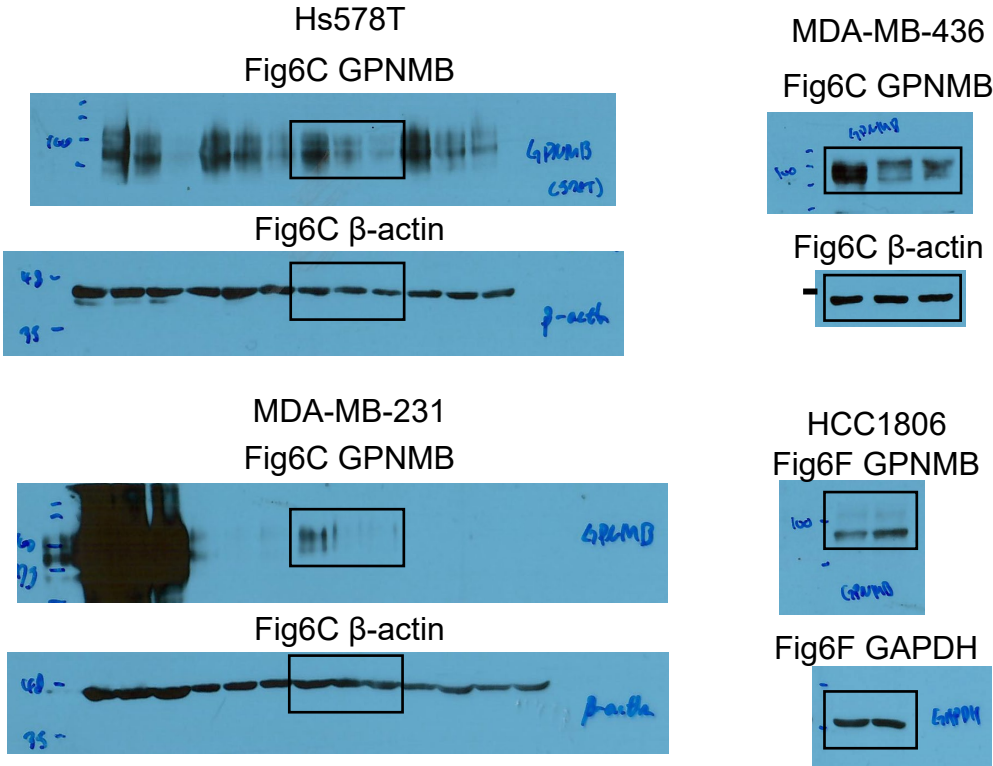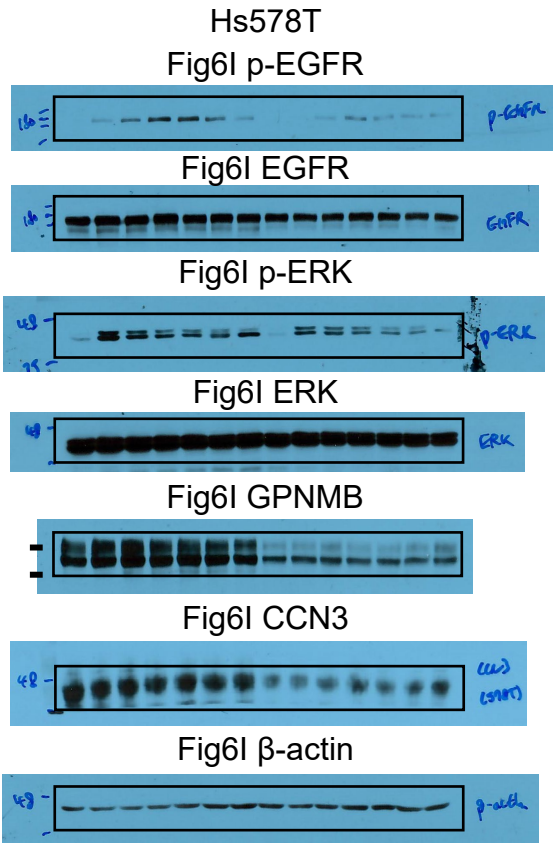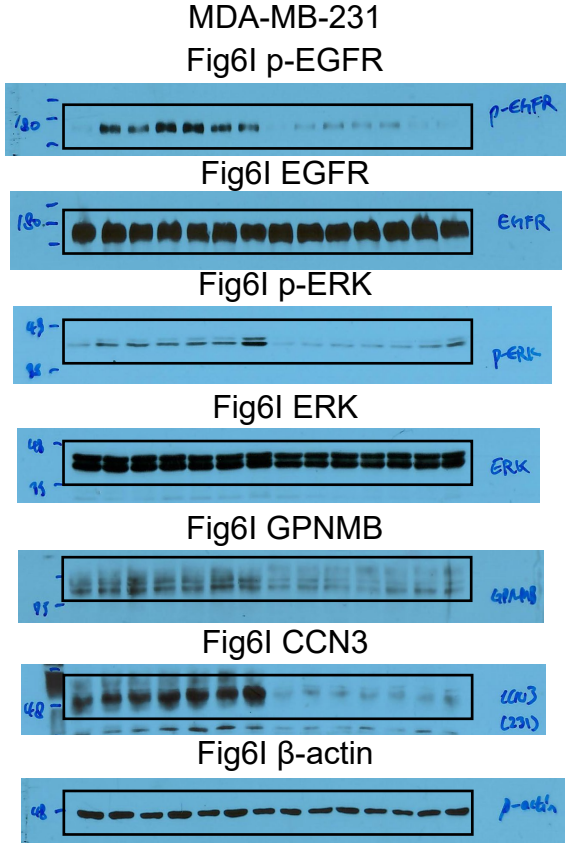

Figure.7

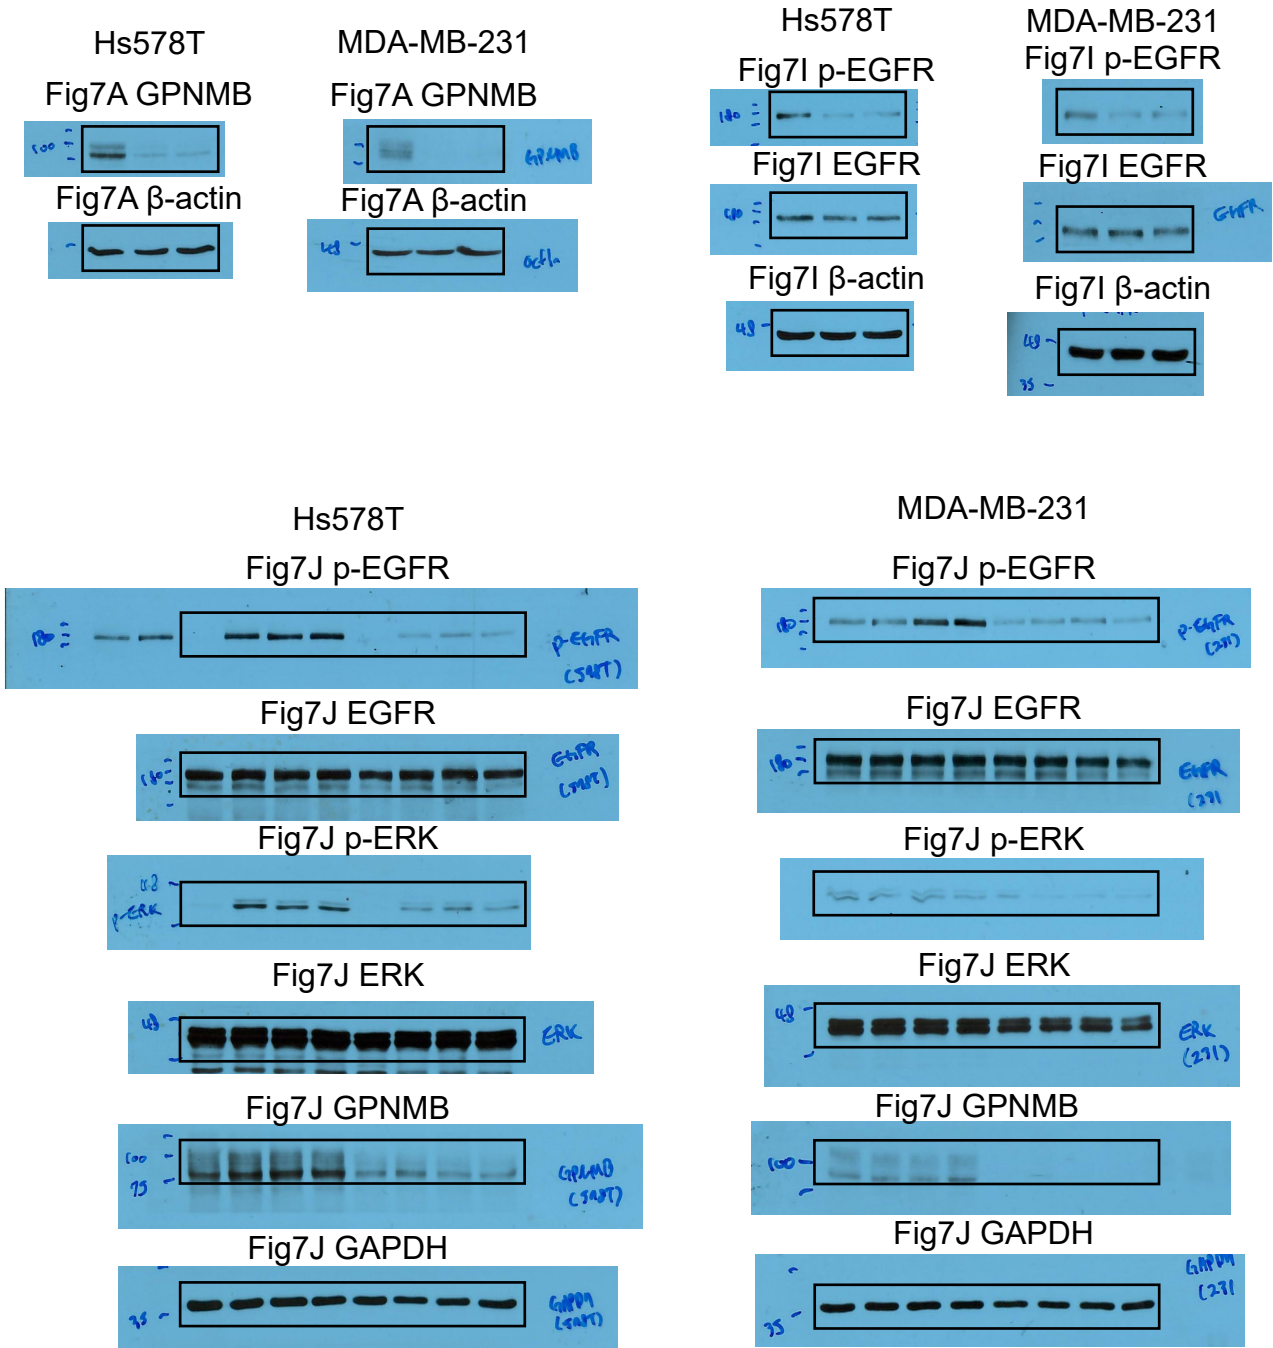

Figure.8

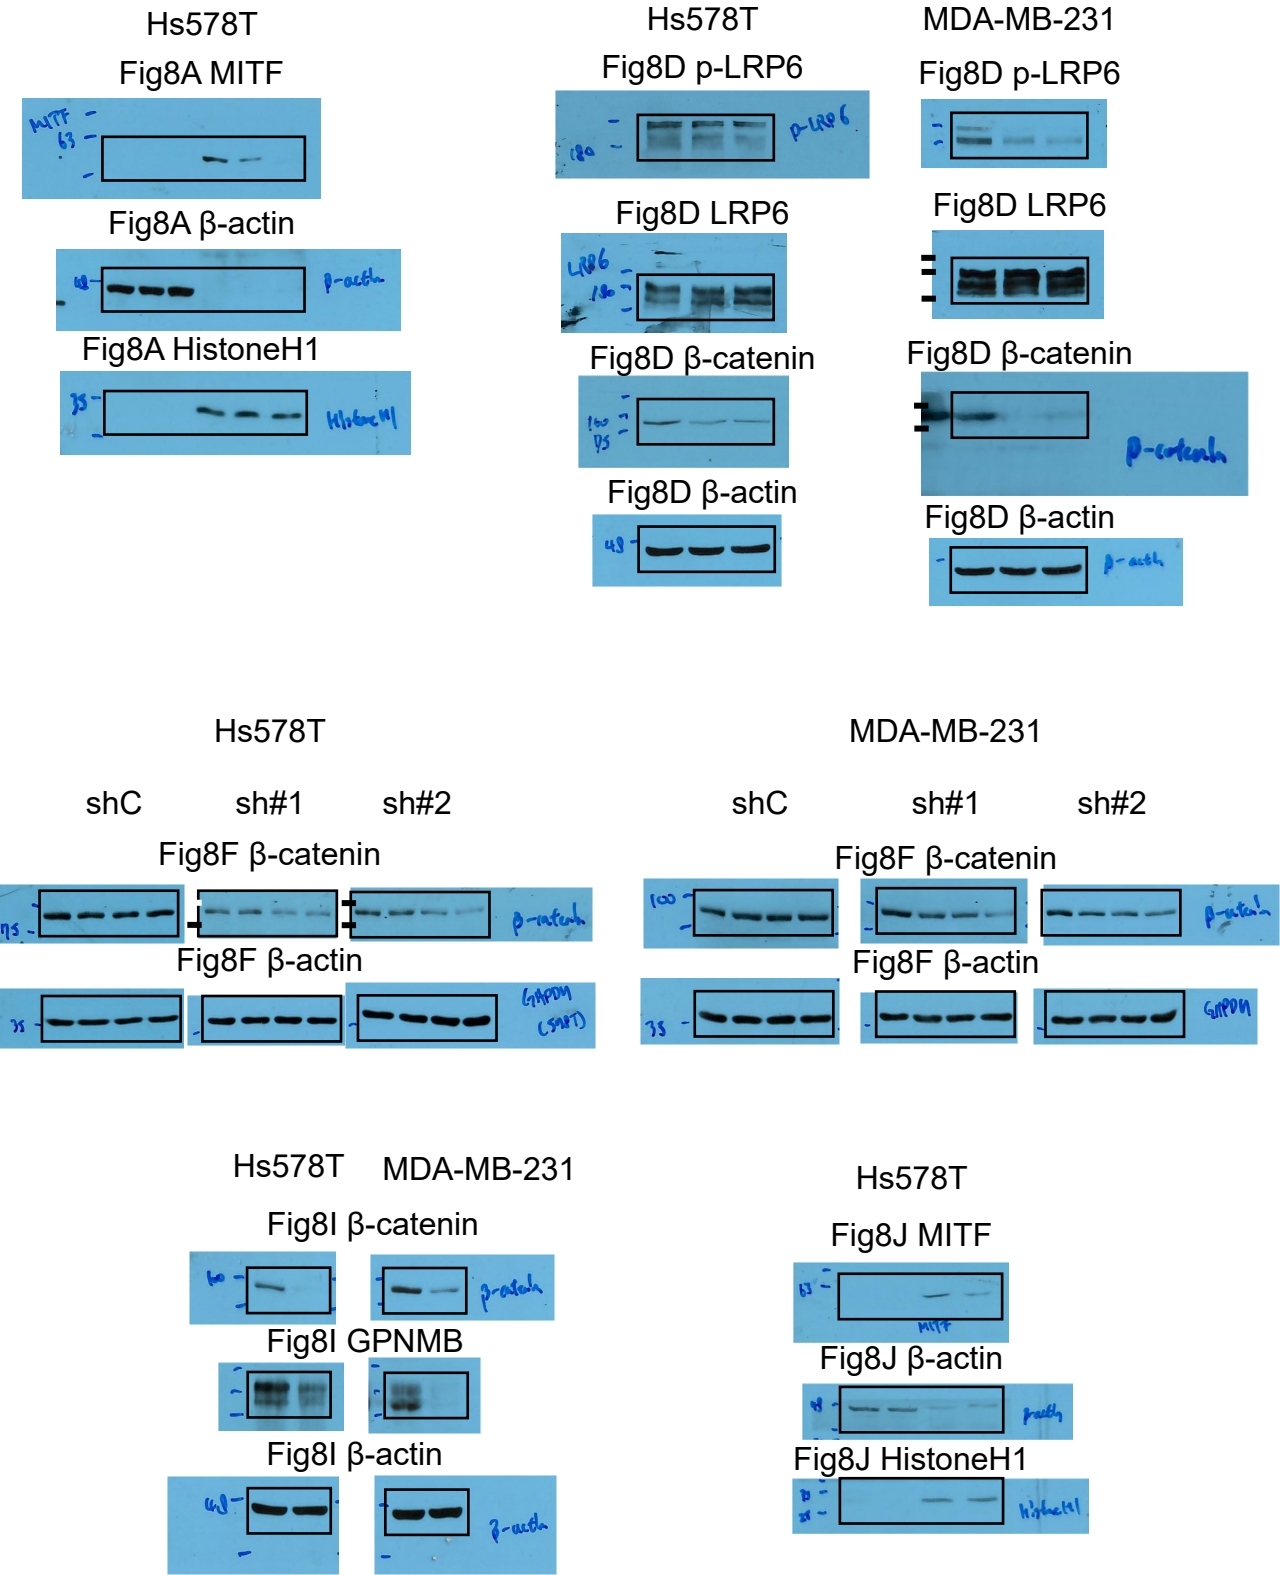

Figure S2

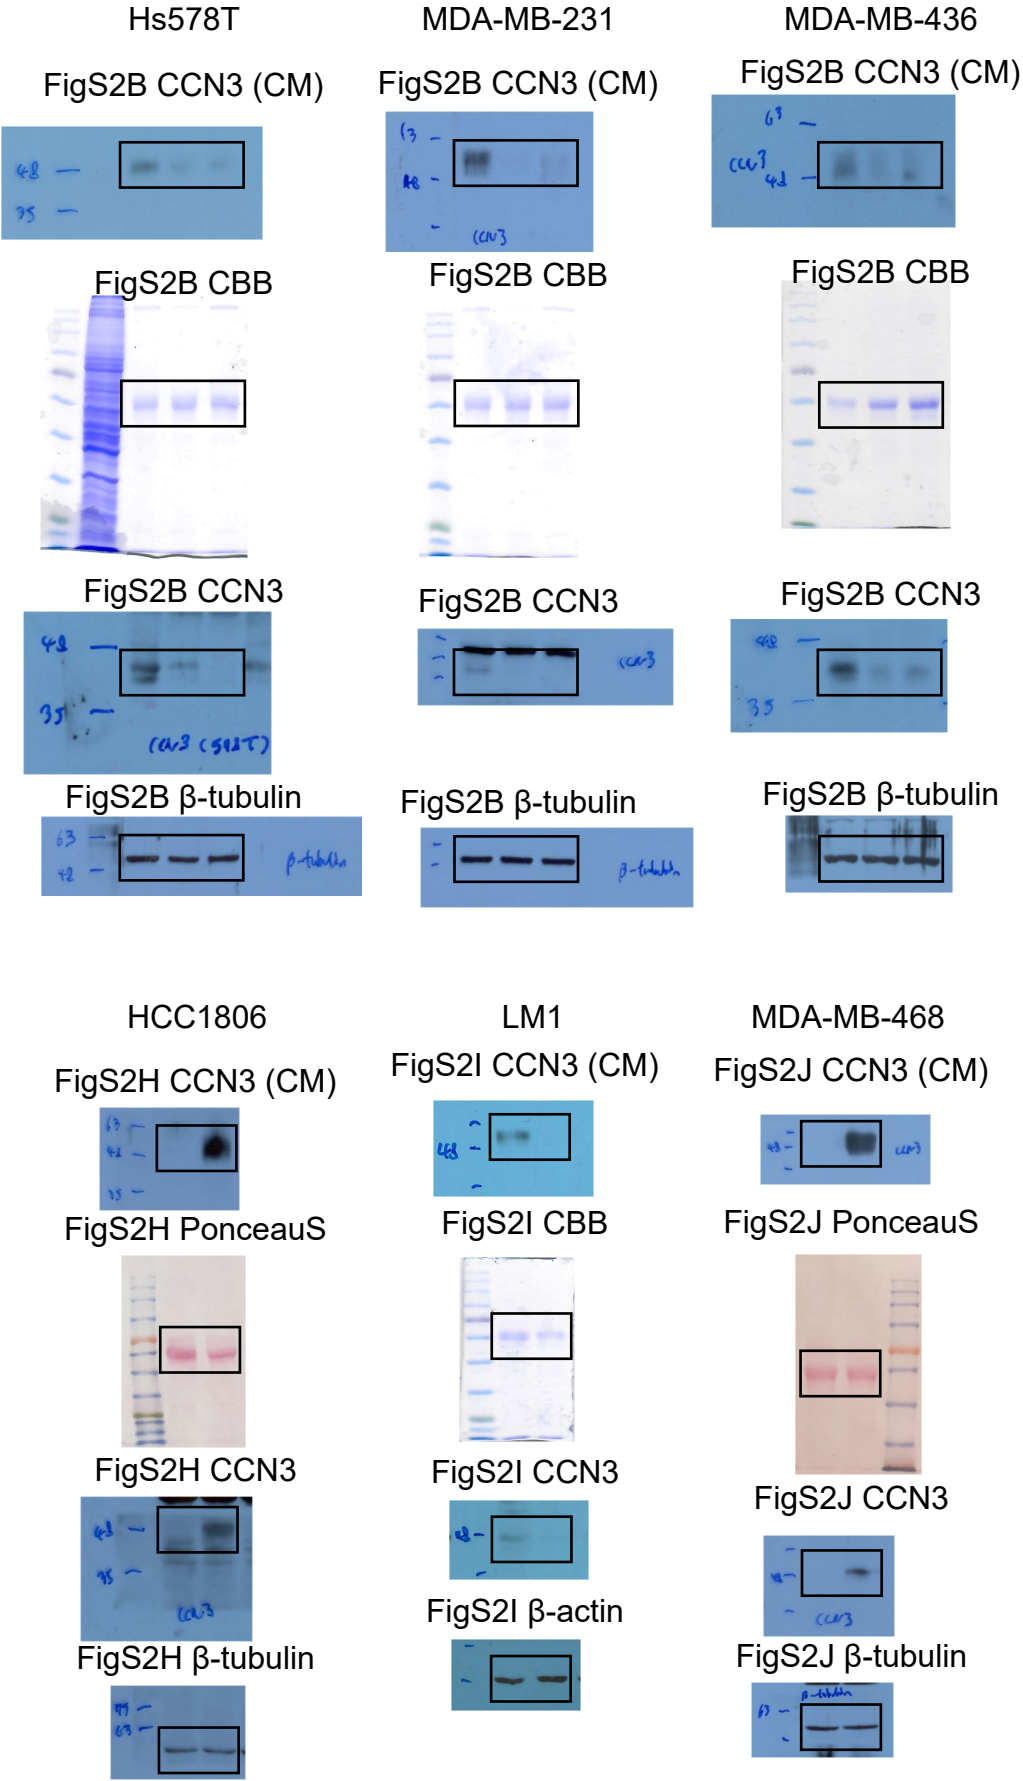

Figure S8

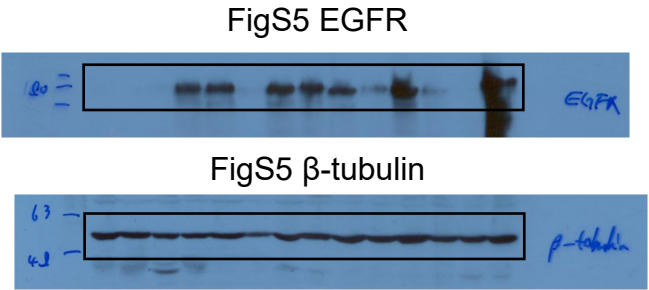

Figure S11

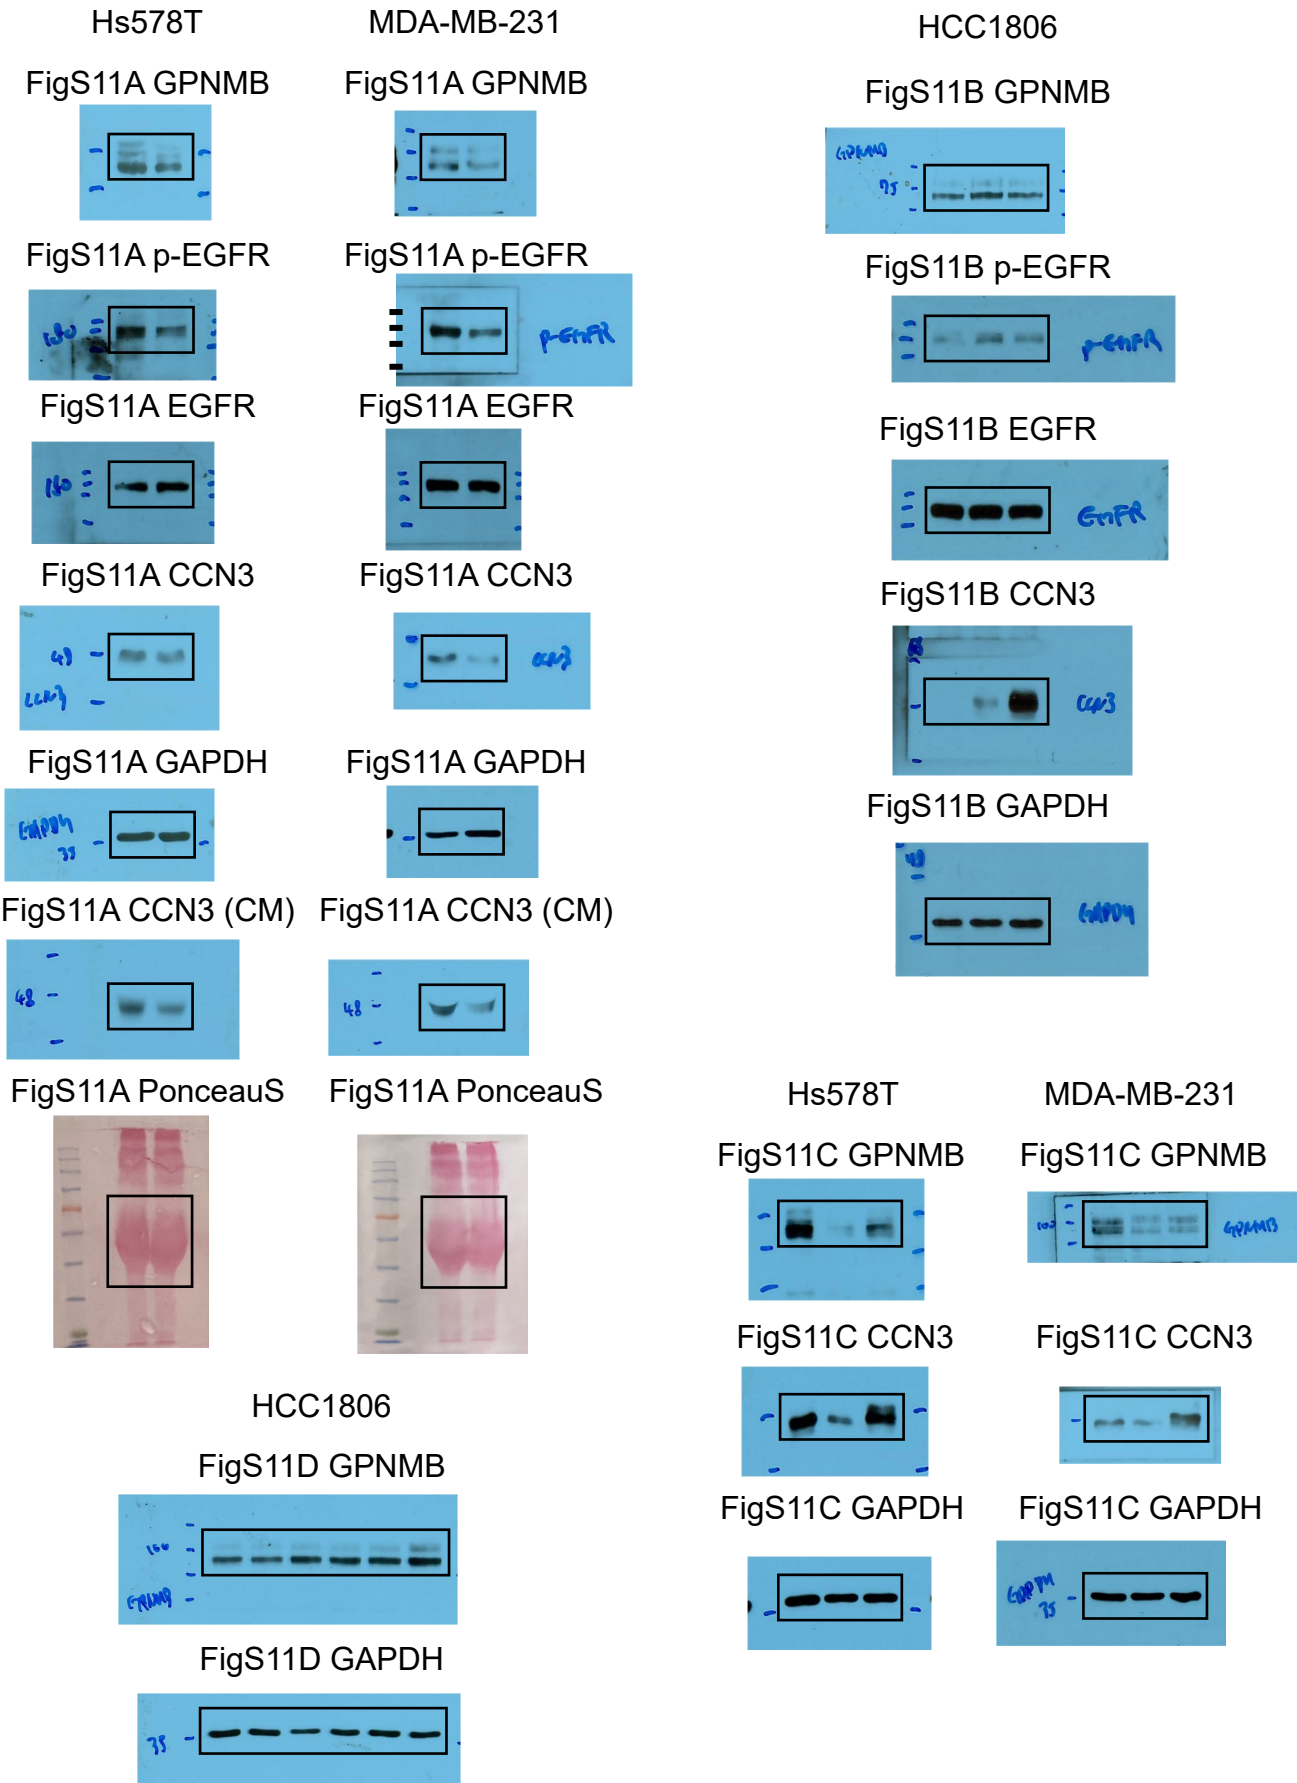

Figure S13

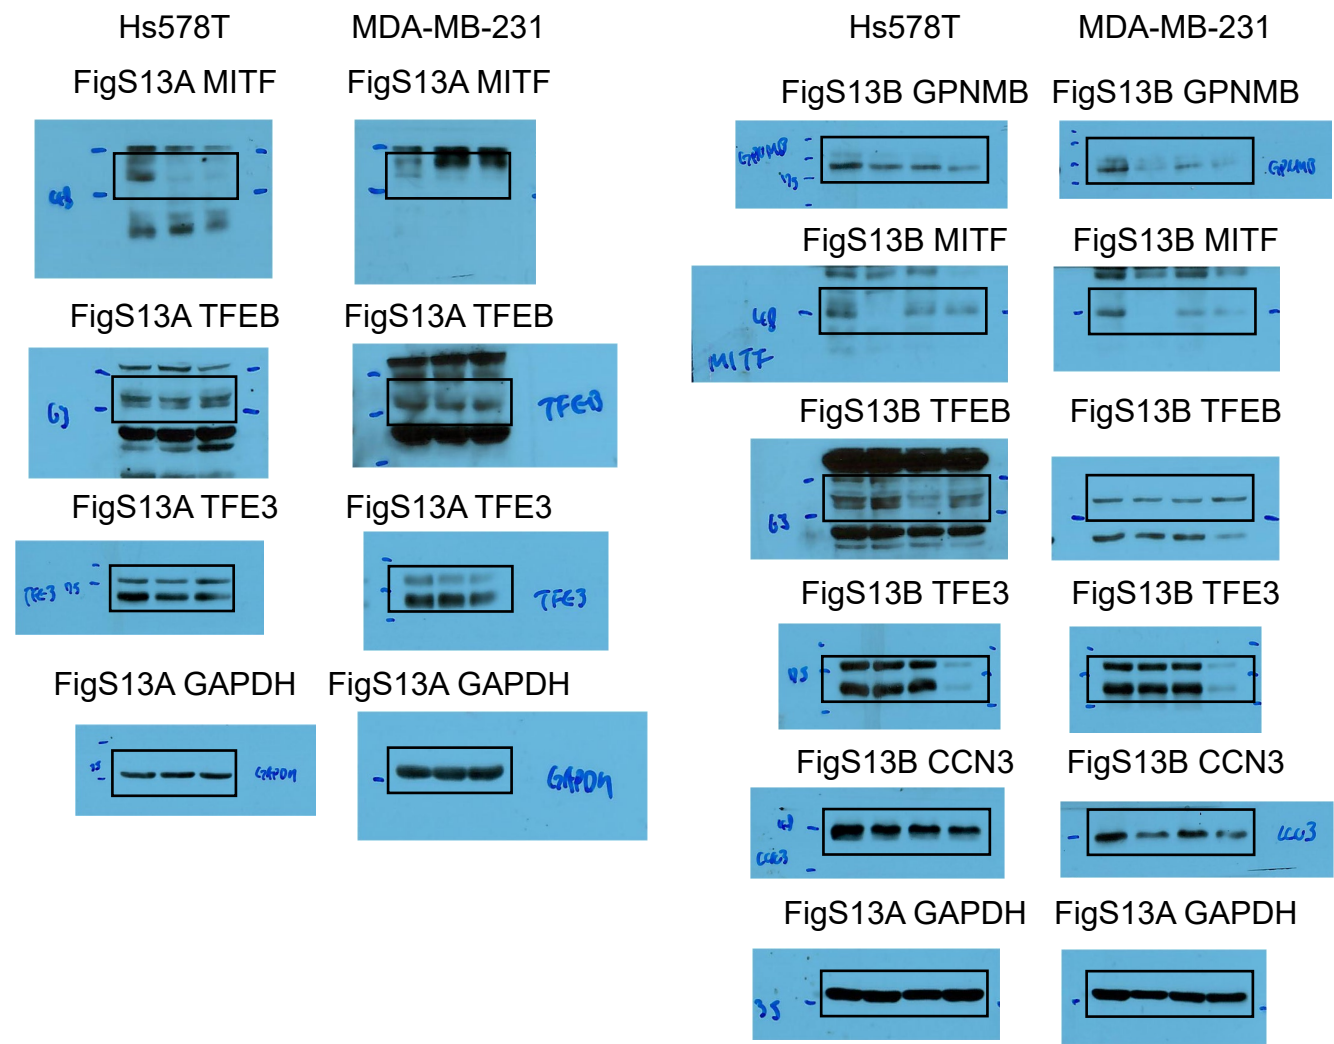

Figure S14

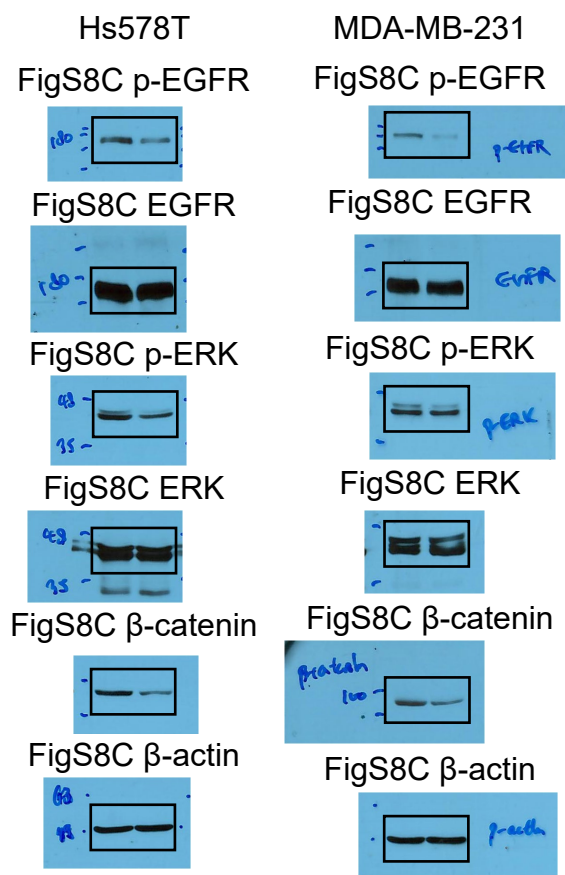

Figure S15

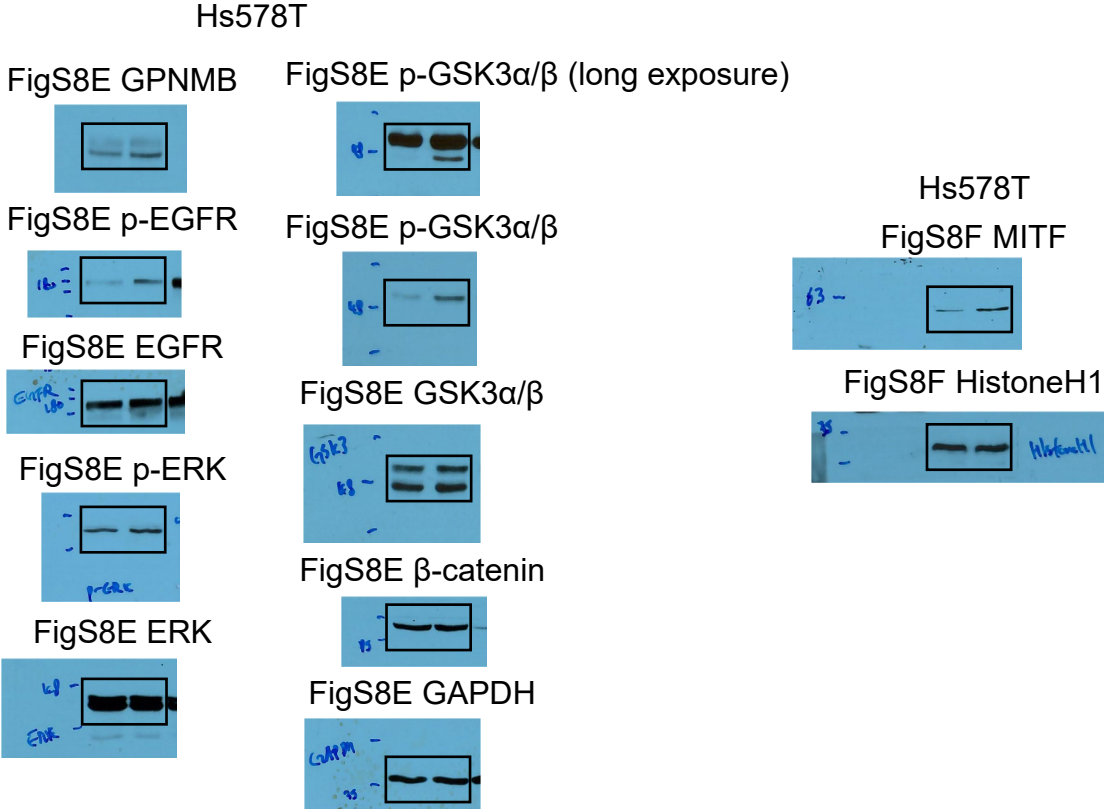

**Supplement:** Supplementary file 6 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

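RNA was sequenced from 3 samples each of Hs578T cells with control shRNA and with CCN3 shRNA #2. The authors used a stranded mRNA library kit and deposited a table of raw read counts for 46427 genes, listed by NCBI Gene ID and symbol, with 1 column per library and no normalization. The paper's text names neither the aligner, the counting tool, the genome build nor the annotation. Its statistics section gives a two-tailed t-test for comparisons of 2 groups in general, which was not used here, and does not say whether it lies behind the lists of changed genes. Whether counting used the strand is not stated, so values of overlapping and antisense genes, and of genes with near-identical copies, are uncertain. Libraries were assigned to groups by the column names and the sample labels.

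From these counts, CPM and log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3. The main design was TMM normalization, edgeR's filter on low counts by group, which left 17419 genes, and the quasi-likelihood test with Benjamini-Hochberg adjustment, without a block. The total counts per library lay between 56159110 and 68393177, and 3 counts in a library correspond to 0.0439 to 0.0534 CPM. The 3 replicates per group cannot give an exact permutation p below 0.1. The pairing of replicate numbers comes from the sample labels, and a fit with the replicate number as a block was run beside the main design.

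The rule for the genes named, the gene lists and the alternatives were set before the data were examined, apart from the list of YAP/TAZ targets, a lower CPM limit for genes expressed in one cell line only, and IFIT1, BST2, ZBED6CL and DUSP6 as genes to name, which were added later. By the rule, the genes named are those printed in Fig. 6B, Fig. S9A and Fig. S16B, the CCN family, the genes the paper follows in knockdown cells, and the 5 genes with the largest change in each direction among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups.

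The alternatives were DESeq2's size factors in the edgeR fit, upper-quartile normalization, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0, edgeR's exact test, limma-voom with limma 3.58.1, the replicate block, an offset for GC content, the block with that offset, and each library left out in turn. GC content was available for 85.7% of the genes tested, from 26551 Gene IDs matched to GENCODE release 29 on GRCh38. Genes outside that set received no offset. Of the Gene IDs, 44698 matched the RefSeq gene table, which was used for gene names and types.

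Gene lists were tested with limma's camera on log2 CPM, with an inter-gene correlation of 0.01. Off-target matches of the shRNAs were tested over 13037 genes with a 3' UTR, by comparing genes that carry the 7-base match to positions 2 to 8 of a strand with genes that carry other 7-base sequences of similar frequency. Neighbouring genes were compared in windows of 25 tested genes along 14919 genes with a position, against 100 random orders of the genes. The scripts were tested on simulated data first. With 200 genes changed among 17191 genes, edgeR's quasi-likelihood test recovered 200 and made 12 false calls, and DESeq2 recovered 198 and made 16. The changed genes were well expressed and changed at least 2-fold, and all genes had the same dispersion of 0.01. The recovery therefore does not carry over to smaller changes, to low counts or to the uneven libraries of the real data.

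Patient data (TCGA and METABRIC), the gene sets behind Fig. S9B and the other experiments of the paper were not analysed here. The values of 1 gene of Fig. S9A are not reported here.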

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

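The tests of GPNMB and EGFR against chromosome 7, of chromosome 7 with the offset for GC content and of reads shared among CCN family genes, the distance of the other splits from the part they carry, and the definition of genes expressed in one cell line only, were chosen after the values concerned had been seen, as were IFIT1, BST2 and ZBED6CL as genes to name.

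The genes of chromosome 7, which the paper does not discuss as a group, had a median log2 fold change of -0.44 between shCCN3 and shCTRL cells, and 608 of the 703 genes tested were lower in shCCN3 cells. With each library left out in turn, the median stayed between -0.44 and -0.42. Chromosome 6 had a median of 0.35 and chromosome 21 one of 0.25. A lower copy number of chromosome 7 in the shCCN3 line, or a higher one in the shCTRL line, is a candidate explanation. If it were the cause, the fall would appear at every expression level. The medians of the genes with the lowest, middle and highest expression were -0.48, -0.42 and -0.44, which is in line with it. With the offset for GC content the chromosome's median was -0.43, so the offset left most of the fall in place. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave a median as far from 0, and 4 splits cannot give a share under 0.05. The 9 other splits of 3 against 3 gave medians between 0.134 and 0.161 in size. Each of these splits mixes the groups unevenly and carries a part of any real difference, which for chromosome 7 comes to 0.146. Their medians lay within 0.0147 of that size, so the fall is large beside the differences between libraries of a group. DNA was not measured, so a copy-number difference remains a hypothesis.

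Regions of other chromosomes also changed together. Of 14351 windows of 25 neighbouring genes, 563 had a median beyond the range of 100 random orders of the genes, 280 above and 283 below, which is in line with copy-number differences between the 2 cell lines. They formed 19 regions on chromosomes 2, 6, 7, 16, 19, 20 and X with 7.57% of the genes with a position, and all windows below the range lay on chromosomes 7 and 20, so that this count includes chromosome 7 again. With the offset for GC content, 549 windows lay beyond the range, 210 above and 339 below. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many windows, a share that 4 splits cannot bring under 0.05. The 9 other splits gave 99 to 291 windows, and they too carry a part of the real difference. These regions held 14.2% of the genes with an adjusted p under 0.05 and a position.

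GPNMB and EGFR both lie on chromosome 7. GPNMB, with a log2 fold change of -1.01, was above 10.5% of the chromosome's tested genes, and EGFR, with -0.85, above 14.2%. Neither is among the lowest 5% of the chromosome, and neither lies in any of the 19 regions. These positions do not decide whether copy number contributes, since a shift of the whole chromosome may account for part of the fall of any gene on it. Relative to the median of the chromosome, the log2 fold change of GPNMB was -0.58 and that of EGFR was -0.41. HBEGF on chromosome 5 and WNT5A on chromosome 3 had neighbours with medians of -0.03 and -0.06. Of the 32 genes of Fig. 6B, 6 lie on chromosome 7 or 20, 18.8% against 7.35% of all genes with a position (Fisher's exact test, two-sided, p = 0.027), which is under the number of genes that would be needed for copy number of these chromosomes to account for most of the list. The paper measured GPNMB in other cell lines, with another shRNA and after CCN3 overexpression. In knockdown cells it also reports lower activity of a transfected GPNMB promoter reporter, and recovery of GPNMB with shRNA-resistant CCN3. It further reports higher GPNMB after conditioned medium of control cells or recombinant CCN3. These experiments bear on the regulation of GPNMB by CCN3 apart from copy number, and they were not analysed here.

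Interferon-stimulated genes, which the paper does not report, were higher in shCCN3 cells. All 30 genes tested of the list had a positive log2 fold change, with a median of 1.33, and 28 of them had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Limma's camera gave the list an adjusted p of 5.91e-18 with a fixed inter-gene correlation, and between 2e-18 and 0.00834 under the alternatives, the highest with the correlation estimated from the data. IFIT1 had a log2 fold change of 1.74 and BST2 one of 3.07. GC content was available for all 30 genes of the list, and with the offset for GC content their median stayed at 1.33. Across all genes the offset did act, with 6261 in place of 5825 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test. For the 30 genes of the list, these values argue against a bias by GC content as the source of the rise. The tested genes nearest to those of the list had a median of 0.0175, so copy number of their regions does not account for the rise. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a camera p as small, and since 4 splits cannot bring this share under 0.05, it decides nothing. With the fixed correlation, limma's camera gave an unadjusted p of 9.85e-19 for the real split and from 1.31e-06 to 0.00248 for the 9 other splits of 3 against 3, which carry a part of the real difference. An innate response to the CCN3 shRNA itself and an effect of CCN3 loss are not separated by these libraries, which hold a single CCN3 shRNA. Some other difference between the 2 cell lines, unrelated to CCN3, is not separated from them either.

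CCN1 and CCN2, relatives of CCN3 whose mRNA the paper does not report from these libraries, were higher in shCCN3 cells. CCN2 had a log2 fold change of 3.19, from 50.8 ± 2.59 CPM to 465 ± 23.6 CPM (SD, n = 3 each), and CCN1 had one of 1.74, from 184 ± 5.56 CPM to 614 ± 15.1 CPM (SD, n = 3 each). CCN2 lies on chromosome 6, where the median was 0.35, and CCN1 on chromosome 1, where it was -0.13. CCN2 rose by 415 CPM while CCN3 fell by 53.9 CPM. The sum over the 6 CCN family genes rose from 338 to 1128 CPM, so reads moved between members would not make up the rise. How the rise divides between CCN1 and CCN2 was not tested. A hypothesis is that YAP/TAZ transcriptional activity was higher. Of 20 other YAP/TAZ target genes, 15 were higher, with a median log2 fold change of 0.33. Limma's camera gave this list an unadjusted p of 0.029 with a fixed inter-gene correlation, and no alternative was run for it. The list was left out of the adjustment over the other lists. There, genes of MAPK output had a smaller unadjusted camera p of 0.0211 and an adjusted p of 0.0633, which did not pass 0.05. The direction of the list goes with the hypothesis, but the test is weak. Of the 20 genes, 10 were higher and 5 were lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test.

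There were 15 genes expressed in one cell line only, with at most 3 counts in each library of one group and at least 1 CPM in each library of the other. Of these, 8 were expressed in shCCN3 cells, among them COL11A1, FAM50B, KCNJ3, DCAF12L2 and LOC105370310, and 7 in shCTRL cells, among them VAT1L, LINC01287, IL13RA2 and LRRC61. VAT1L was at least 454-fold lower in shCCN3 cells and KCNJ3 at least 125-fold higher. Of these genes, 13.3% belong to a multi-copy family or are pseudogenes by annotation, so reads shared between copies do not account for most of them. Among the 13 genes with a position, 1 pair, LRRC61 and ZBED6CL, was found within 5 genes of each other, and 4.75% of random sets gave as many pairs. As these 2 genes overlap, the pair cannot show whether neighbouring genes were lost together. LINC01287, from 153355365 to 153413981 on chromosome 7, lies with them in one of the lower regions of that chromosome, so that at least 3 of the 7 genes expressed in shCTRL cells only are on chromosome 7. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many genes, a share that 4 splits cannot bring under 0.05. The paper states that knockdown clones were selected with puromycin, and one possible explanation is that the 2 lines derive from different cells. It was not tested.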

How the results depend on the processing

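The lower limit of 0.5 CPM for genes expressed in one cell line only was chosen after the values were seen. Of 180 values of 17 comparisons under these alternatives, 177 kept their direction and their side of the threshold, or for counts stayed within 1.5 times the main count. The other 3 were counts. The 2-fold count of 1542 genes became 970 with at least 10 counts in every sample and 3070 with a limit of 1.5-fold, and the 5825 genes with an adjusted p under 0.05 became 1319 when edgeR's glmTreat tested against a 1.5-fold change. By its rule, the filter of at least 10 counts in every sample drops genes that are nearly absent from either group. It left 15702 genes in place of 17419. How many of the lost 2-fold genes were of that kind was not counted. The other 2 counts differ by the fold limit itself.

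The log2 fold change of CCN3 lay between -1.12 and -1.09 and that of GPNMB between -1.05 and -0.97 over 16 alternatives each, with adjusted p-values of at most 4.98e-05 and 0.000137. The number of genes of Fig. 6B past both limits ranged from 21 to 32, of genes of Fig. S9A from 7 to 10, and of Wnt ligands it was 5 in each fit. With the replicate block, 4887 genes had an adjusted p under 0.05, of which 4816 were among the 5825 genes of the fit without it. The correlation of same-numbered samples was 0.0891, -0.0256 and -0.0657, which gave no sign that the numbers pair the samples. Across the 6 fits that each left out one library, the count of genes with an adjusted p under 0.05 ranged from 4181 to 7229. The share of higher genes among these calls was 48.3%, and it lay between 47.5% and 49.6% under the alternatives.

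Of 669 values of 42 single genes, 9 were weaker, 6 were stronger and 6 were reversed. CDC42 and SOX9 lost their adjusted p under 0.05 in some fits, and the low-expressed SOX5 gained one in others. VIM, LRP6 and MKI67 gained one without shCCN3 replicate 2, with adjusted p-values of 0.00533, 0.00861 and 0.0338. The reversed values belong to genes with changes near 0. ZEB1 ranged from -0.0152 to 0.20 and CTNNB1 from -0.00039 to 0.13 when one library was left out. BMI1 was -0.0126 with the offset for GC content, -0.0151 with the replicate block and that offset, and from -0.0376 to 0.19 when one library was left out. The cause was not tested.

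With 0.5 CPM in place of 1 CPM, 20 genes in place of 8 were expressed in shCCN3 cells only and 14 in place of 7 in shCTRL cells only. The 40 values of the tests for off-target matches of the shRNAs stayed on the same side of the limit. Depth limits the genes under about 1 CPM, such as SOX5, WNT10A and WNT11, where few reads were counted per library.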

Differences from the paper's values

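For both counts that the paper states and that were also computed here, the values of the main setting lay within 1.5 times of the paper's. The paper's count of changed genes is 1174, against 1542 here. It was 970 with at least 10 counts in every sample, and it lay beyond 1.5 times with no filter on low counts (2037) and with a limit of 1.5-fold (3070). For the 31 genes of Fig. 6B apart from CCN3, the paper applies a p limit of 0.0001, and 27 of them passed it here. ST8SIA1, CD7, PLAG1 and DUSP2 did not. With the replicate block and the offset for GC content 20 passed, which is beyond 1.5 times. Among the alternatives set before the data were examined, the DESeq2 Wald test and edgeR's exact test placed all 31 genes past that limit, and all 31 were 2-fold lower with an adjusted p under 0.05. ST8SIA1 also passed with no filter on low counts, with at least 10 counts in every sample, with limma-voom, with the replicate block and without shCCN3 replicate 2. No test was chosen after these values were seen.

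Fig. S9A shows BTC and SOX5 among the altered genes. Here BTC had a log2 fold change of -0.21 with an adjusted p of 0.3, and none of the alternatives called it. SOX5 had an adjusted p of 0.051, and it passed 0.05 with edgeR's exact test (0.0193), limma-voom (0.0398) and the offset for GC content (0.0373). Its adjusted p ranged from 0.0193 to 0.172 under the alternatives, and it was 0.0189 when the adjustment covered the 11 genes of the panel alone. Fig. S16B shows WNT2B higher in shCTRL cells. Here its log2 fold change between shCCN3 and shCTRL cells was 0.18 with an adjusted p of 0.695, and it was between 0.03 and 0.41 under the alternatives. WNT10A, WNT3 and WNT11 of the same panel had no adjusted p under 0.05 over all genes in any fit. Adjusted over the 9 ligands alone, WNT3 had 0.0469 with the offset for GC content.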

Other observations

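No test in this part was chosen after its result was seen, but DUSP6 was chosen to be named after its value was seen. The tests of the seed matches of the shRNAs addressed whether the fall of genes in shCCN3 cells may come from off-target silencing. Genes that carry the 7-base match to the seed of the CCN3 shRNA guide strand, TGTGAGA, had a median log2 fold change of 0.05, and 64.3% of other 7-base sequences of similar frequency gave as low a median. For the passenger strand this share was 26.0%, and for the control shRNA guide strand 28.6% of other sequences gave as high a median. None of the 3 was among the extreme 5%, so these tests gave no sign of seed-driven silencing. They do not cover single off-target genes.

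General technical sources of the 5825 genes with an adjusted p under 0.05 were tested as well. With the offset for GC content, 6261 genes had an adjusted p under 0.05, and with all libraries thinned to the smallest total, 5701 genes. Spearman's rho of the log2 fold change was -0.179 with transcript GC content and 0.0907 with transcript length, across genes, which are not independent replicates. The share of counts taken by the 10 highest genes differed by 1.33 percentage points between the groups. Of the 10 splits of the 6 libraries into 3 against 3, 4 part all same-numbered pairs, and the other 6 part 1 pair each. Among those 4 splits, 1, the real one, gave as many genes with an adjusted p under 0.05, as many genes changed 2-fold, and as many called genes of Fig. 6B, Fig. S9A and Fig. S16B. The 9 other splits gave at most 1 gene with an adjusted p under 0.05 and at most 63 genes changed 2-fold with an unadjusted p under 0.05. Each of them has libraries of both groups on each side. Any real difference then adds to the spread within a side, which keeps these counts low. They therefore do not show how many genes would be called without a real difference. With 4 splits, the share cannot fall under 0.05.

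The other lists did not pass an adjusted p of 0.05 in limma's camera. Genes of MAPK output had a median log2 fold change of -0.30, with 14 of 21 genes lower and an adjusted p of 0.0633 (between 0.0602 and 0.393 under the alternatives). DUSP6, one of them, had a log2 fold change of -1.42. Targets of Wnt/beta-catenin had a median of -0.17 and an adjusted p of 0.134 (between 0.128 and 0.535), and targets of MITF and TFE a median of 0.05, with camera's direction downward, and an adjusted p of 0.235 (between 0.226 and 0.393). Mesenchymal genes had a median of 0.25 and an adjusted p of 0.0803 (between 0.0766 and 0.393), and proliferation genes a median of 0.11 and an adjusted p of 0.0689 (between 0.0694 and 0.225).

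Several genes whose protein the paper follows in other experiments had no adjusted p under 0.05 at the mRNA level. For some of them this does not go against the paper. It states that MITF mRNA did not change and proposes regulation of the protein, and it reports TFE3 as not reduced. For CTNNB1 it reports less stable protein, and for LRP6 less of the phosphorylated protein. Ki67, the product of MKI67, was stained in tumors of MDA-MB-231 LM1 cells and not in Hs578T cells. The log2 fold change was -0.14 for VIM (adjusted p = 0.0961 from edgeR's quasi-likelihood test), 0.09 for ZEB1 (0.627), 0.07 for BMI1 (0.702), 0.08 for MKI67 (0.478), 0.05 for CTNNB1 (0.663), 0.23 for LRP6 (0.162), 0.12 for MITF (0.425) and -0.14 for TFE3 (0.152). For VIM, LRP6 and MKI67 this rests on 1 library, since each had an adjusted p under 0.05 without shCCN3 replicate 2. Their adjusted p-values under the alternatives ranged from 0.00533 to 0.335, from 0.00861 to 0.415 and from 0.0338 to 0.84. TFEB had a log2 fold change of 0.37 with an adjusted p of 0.00519, CD44 one of -0.25 with an adjusted p of 0.00429 and CD24 one of 0.83 with an adjusted p of 1e-05. CDH1 was below the filter on low counts. CCN4 had a log2 fold change of -0.96. PRKCZ, one of the 5 genes with the largest fall, had a log2 fold change of -8.80, from 12.7 ± 0.702 CPM in shCTRL cells to 0.0261 ± 0.0451 CPM in shCCN3 cells (SD, n = 3 each).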
